# Expression Profiling of Human Basophils: Modulation by Cytokines and Secretagogues

**DOI:** 10.1371/journal.pone.0126435

**Published:** 2015-05-11

**Authors:** Donald MacGlashan

## Abstract

Human basophils are an accessible participant of the human allergic reaction. There is natural variation in various functional endpoints and in signaling molecule expression but there has been only a limited effort to place this information in the context of mRNA expression profiles. This study examined the hypothesis that unique mRNA signatures could be identified during the response of human basophils to several known forms of stimulation. Highly purified human basophils were cultured in vitro and exposed to IL-3, IL-5, NGF, IL-33, IL-2, anti-IgE Ab, or FMLP and the mRNA profiles examined by microarrays. The response to IL-3 and anti-IgE Ab were examined on 2–3 time frames and the response to IL-3 examined at several concentrations. In addition, the mRNA signatures of 3 different potential phenotypes were examined. These included basophils with the so-called non-releaser phenotype, and basophils from atopic and non-atopic subjects. Given the role of IL-3 in basophil maturation and the known profound effects on mature basophil function, it was not surprising that IL-3 showed the greatest influence on the basophil transcriptome. However, it also became apparent that the act of isolating and culturing basophils was sufficient to induce a large number of changes in the transcriptome, despite high viability and recovery. These “culture-effect” changes dominated the changes in mRNA profiles induced by other stimuli. Unique signatures for anti-IgE antibody and IL-33 could be identified although the number of gene transcripts (6–30) that were unique to these two stimuli was very limited. There were no apparent unique profiles for IL-5, NGF, IL-2 or FMLP. Therefore, a potential tool for screening basophil phenotypes was limited to changes that could be induced by IL-3 (or no IL-3), IL-33 and anti-IgE Ab.

## Introduction

Allergic diseases result from an immune response that is characterized by the presence and activities of IgE antibody. The basophil is one of the target cells that has been shown in a variety of studies to participate in allergic diseases through its ability to bind IgE. Many studies have shown that there is significant variability in the ability of a subject’s basophils to respond through the IgE pathway. Naturally, there is variability due to the relative presence of IgE and in particular, antigen-specific IgE. But it is also clear that there is considerable variability in the cell’s intrinsic sensitivity to IgE-mediated stimulation. For example, numerous studies have noted that stimulating basophils with anti-IgE generates a histamine release response that varies from 0 to 100% and a given individual’s ability to respond at a particular level is a long-lasting attribute [1,2]. A limited series of signal transduction studies have also shown that expression of some signaling proteins are either under tight control or widely variable [3,4]. Basophils have also been found to display functional phenotypes that track with certain diseases. For example, one of the earliest functional behaviors identified for basophils was an increase in the spontaneous release from these cells once isolated by a variety of standard methodologies [5–8]. It is generally felt that spontaneous release is not occurring *in vivo* but an unknown state of the cell establishes a condition such that during isolation it begins secreting in simple calcium-containing buffers. The basis for this cellular state is unknown but the spontaneous release behavior has been associated with atopy and asthma or with food allergies [5–7,9,10]. In a subpopulation of patients with chronic idiopathic urticaria, one finds basophils whose responsiveness to IgE-mediated stimulation is blunted [11–15]. It has been proposed that changes in the expression of SHIP (SH2-containing inositol 5’ phosphatase) is associated with poor release from this type of basophil [16] but the precise nature of the phenotype remains unclear. More recently, the treatment of patients with omalizumab has been suggested to alter the phenotype of basophils but the underlying mechanisms for the change in phenotype are unclear. Two changes in protein expression during treatment lead to different conclusions [17]. For example, relative decreases in expression of the beta subunit of FcεRI suggest that the basophils in treated patients behave as if IL-3 levels have been decreased. In contrast, syk expression increases in treated patients and increase in syk expression have been associated with exposure to IL-3.

To work towards an understanding of these various phenotypic changes, a more global perspective on the phenotype of basophils was needed and effort was turned to expression profiling to help. These studies began with a general assessment of the mRNA profile of peripheral blood basophils and progressed to assessing the effects of several well known cytokines on the basophil phenotype to provide a context for future comparative studies of basophil phenotypes. There are two cytokines known to have significant functional effects on the basophil, IL-3 and IL-33 as well as cytokines such as IL-5 and NGF that likely share similarity to IL-3. IL-3 is a starting point for basophil studies because of its importance in the development, maturation and maintenance of basophils, as demonstrated in both humans and mice [18–23]. A limited study from our pilot efforts has described a useful IL-3 signature for human basophils [24] but previous studies have demonstrated 3 time frames for the effects of IL-3 [25–29] and differential dependence of some outcomes on the concentration of IL-3 [30]. Each of these characteristics was examined for the entire transcriptome. Finally, although there is a previous report of the effects of IgE-mediated stimulation on the basophil transcriptome [31], this mode of stimulation was re-evaluated in the context of the results for cytokine exposure and because more recent studies have suggested phenotypic changes resulting from chronic aggregation [17,32]. The primary goal of these studies was to determine if there were unique changes in the mRNA profile with different stimuli that could be used to identify the origins of a particular basophil phenotype and to determine the limitations of this approach.

## Methods

### Materials, Buffers and Antibodies

The following were purchased: PIPES, bovine serum albumin (BSA), EGTA, EDTA, D-glucose, NaF, Na_3_VO_4_, 2-ME (2-mercaptoethanol); RPMI 1640 containing 25 mM HEPES and L-glutamine (BioWhittaker, Walkersville, MD); Percoll (Pharmacia, Piscataway, NJ); Tris(hydroxymethyl)-aminomethane, Tween-20 (Bio-Rad,Hercules, CA); anti-CD25 alpha subunit and anti-CD25 beta subunit (CD122) (AbD Serotec, Raleigh, NC); anti-TRPM2 (Genetex, Irvine, Ca); anti-maxi-K channel, (Abcam, Cambridge, UK); anti-FosB (Cell Signaling, Beverly, MA), anti-Egr-3 (Santa Cruz Antibodies, Santa Cruz, CA), anti-HSP90beta (Millipore, Temcula, CA), anti-Orai1 and anti-STIM1 (Proteintech Group, Inc. Chicago, Il.), HRP-conjugated sheep anti-mouse Ig Ab (Amersham Life Science, Arlington Heights, IL). Mouse anti-human IgE Ab (6061P) (Hybridoma Farms, MD). PIPES-albumin-glucose (PAG) buffer consisted of 25 mM PIPES, 110 mM NaCl, 5 mM KCl, 0.1% glucose, and 0.003% HSA. PAGCM was PAG supplemented with 1 mM CaCl_2_ and 1 mM MgCl_2_. Countercurrent elutriation and labeling with antibodies for flow cytometry was conducted in PAG containing 0.25% BSA in place of 0.003% HSA (elutriation buffer). ESB is Novex electrophoresis sample buffer containing 5% 2-mercaptoethanol. Buffers were prepared with RNase and DNase-free reagents where possible.

### Basophil purification

For most of these experiments basophils were purified from leukopheresis packs. They were purified to near homogeneity by sequential application of Percoll gradients, countercurrent elutriation and negative selection using the basophil purification kit (Stem Cell Technologies, Vancouver, BC) and columns from Miltenyi Biotec (Aubum, CA) [33]. The average purity of these basophils by alcian blue staining [34] was 99%. Starting viability of these cells was typically >97%.

The procedure to isolate basophils by the above technique require approximately 2 hours on the blood separator and 5–6 hours at the bench. At the bench, with the exception of the two Percoll gradients used to separate cells, the cells were maintained at 4°C. When basophils were purified from selected donors, the protocol omitted the elutriation step but included enrichment by a two-step Percoll gradient and negative selection as above. Basophil purities averaged 98%. This procedure typically requires 3–4 hours and with the exception of the Percoll separation step, the cells were maintained at 4°C. An Excel spreadsheet enumerating the specific purity, viability and function of the various preparations will be included on the websites (see below) containing the data that will accompany this manuscript.

### Subjects & Ethics

Leukapheresis donors are approved by protocols obtained by the leukapheresis center and the cells used for purification of basophils are considered a residual waste product. The protocol for obtaining blood from the 16 subjects that were examined in this study was approved by the Johns Hopkins IRB and the donors provided a written approval of a consent approved by the same IRB. Written consents are saved as part of the standard record keeping for IRB-approved studies. Four phenotypes were examined; “releaser”, “non-releaser”, atopic and non-atopic (the releaser/non-releasers were also considered non-atopic). Based on historical studies of the non-releaser phenotype [35], the classification of non-releaser was kept strict; release stimulated by a range of anti-IgE Ab concentrations (6061P monoclonal anti-IgE Ab) was not statistically different from unstimulated release (<1%). Releasers were chosen to release greater than 60% with the same antibody. For the pilot screening purposes of this study, atopic subjects were chosen solely on the basis of a history of allergies that included a previous diagnosis by a physician. The category of non-atopics was based on self-reported histories of no known allergies. All sampling was done in a 2 month period in November and December, i.e., outside the normal seasonal allergy exposure time frame for the Baltimore area.

### Reaction conditions

Stimulation or culturing of purified basophils was typically in culture medium consisting of RPMI-1640 supplemented with 1 mM calcium chloride, 8 μg/ml gentamycin and 0.03% RNase free BSA. Culture periods were 2 hours to 3 days. In most cases, a portion of the cells were placed in culture for 15 minutes, then recovered to extract mRNA; this was called the day 0 sample. After culture, recovery and viability were measured with erythrocin B staining. If there were sufficient cells, whole cell lysates were also prepared for Western blotting of proteins. All samples were also processed for mRNA. The early series of experiments used the HighPure RNA Isolation Kit (Roche) but for approximately 70% of the experiments, RNA was isolated with miRNeasy extraction kit (Qiagen) (this was chosen in order to also provide samples for miRNA analysis). Subsequent analysis of the results showed no general differences (average intensities and variation) in the dataset generated from the mRNA obtained by each method. But, closer inspection of the detailed results showed some differences between the methods. Since we also noted that it is not possible to compare profiles obtained on different microarray slides that also included were developed with different service laboratory reagent preparations, the different mRNA preparation methodologies did not pose an impediment in these mostly paired studies. Total RNA was determined both by the RiboGreen RNA Quantitation Kit (Molecular Probes, Invitrogen) and by the Agilent PicoSeries RNA analysis which was also used to determine the RNA quality (RIN, RNA Integrity Number). Most commonly, 250 ng of RNA were submitted to the service core for analysis although there was some variation in the early studies. Assessments of RNA integrity (RIN) generally showed values above 8.0 when the methodology did not also isolate miRNA. But the nature of RIN algorithm causes RIN numbers to be 1–2 points lower when the miRNeasy kit was used for isolation. The first half of the studies were done when the Illumina human Ref 8v3 microarray was in use by the service lab which subsequently switched to Illumina human HT12v4 microarray, which was used in the remaining half of the experiments. S1 Table (a spreadsheet that is included on the two websites noted below) summarizes the conditions of each experiment and characteristics of the basophil preparations.

### Western blots

Pelleted cells were lysed in 20–80 μl of hot ESB, the tube placed in boiling water for 5 minutes and the samples stored at -80°C until electrophoresis. Samples were run in a 15 well 8% tris-glycine gel with molecular weight markers in the first and last lanes. The nitrocellulose was blotted with specific antibodies. We have previously established that p85α is a good lane-loading control antibody [3,36,37] because its expression is unmodified during a wide variety of experimental designs and because it is easily detected with few cells. Multiple film exposures were made in order to optimize linearity, the films were digitized and the band intensities determined by NIH Image.

### Flow cytometry

All analysis was performed on a BD FACSCalibur flow cytometer. Since these experiments were preformed with highly purified basophils, no specific gating antibodies were required. Generally, binding profiles for specific antibodies to a target were compared to the same concentration of an antibody of the same species isotype. Day-to-day instrument variability was monitored using CaliBRITE APC calibration beads (BD Biosciences).

### Data Preparation

The Illumina platform produces a spreadsheet with two columns of numbers for each sample, the readout intensity of a spot on the array and software assessment of the likelihood that the spot is positive. All relevant data are available in the paper, its Supporting Information files and in the Gene Expression Omnibus (accession # GSE64664). Additional data, including an in-house designed application for exploring the ultimate raw data set, are available via 'http://www.basophil.net' and 'http://162.129.217.250/basophilMicroarrays'. The website includes a variety of files one of which provides a detailed description of the analysis methodology. These additional files (tables) are referenced in the manuscript as S1, S2, S3, S4 and S5 Tables.

This study is accompanied by the dissemination of an application that can be used to explore the entire basophil dataset as one series (joining HuRef8 and HT12v4 datasets). The application’s help file will describe in detail the calculations used to analyze the data. The websites noted above will provide a variety of large files. There will be a primary folder/directory containing the application to analyze the data, the main raw Illumina data file for use by the provided application, an application Help manual that describes in detail the algorithms used to analyze the Illumina data and how to use the application, two folders/directories containing useful ancillary files for the application, an Excel spreadsheet describing important details about each experiment that formed the basis of the results presented in this manuscript and a folder/directory containing a variety of large tables or results in spreadsheet form that are labeled S1, S2, S3, S4 and S5 Tables.

### Normalization of microarray results between conditions

Briefly, for analysis, the likelihood-of-positivity value (provided by the Illumina scanner software, Bead Studio or Genonme Studio) was used to determine if the spot should be analyzed; a value <0.015 was the threshold to declare positivity. After inclusion, the data from each column of numbers was normalized by comparing column average intensities for all positive transcripts. The averaging was refined by one of two methods; moment normalization which eliminates the highest intensities so as not to skew the average, or median average where the default is to determine the median intensity. Normalization was done within each set of comparisons rather than first normalizing the entire data set. Because most of the samples contained the same total RNA, normalization effects were modest. Most of the data presented does not subtract the background intensity. In this way, even samples that could be justifiably considered zero intensity can be used in the denominator of ratios. The ratios are blunted to some extent by this approach, particularly when a transcript transitions from not being present to being markedly present. When this is important to consider, it will be mentioned in the results.

### Statistical significance of the changes

Two methods were used to determine thresholds for significant change. The simplest was to calculate the standard deviation for the entire array, i.e., the ratio of two conditions is obtained for each transcript, the data log-transformed, the standard deviation of the ratios of all positive spots determined, and the algorithm iterated once more after removing high and low data (first moment). The resulting global standard deviation was corrected for multiple samples (the Bonferroni correction) to obtain upper and lower thresholds that would be considered statistically significant. This provided the most conservative estimate of thresholds for positivity. When there were replicate experiments, the average standard deviation of replicates was calculated and used to determine upper and lower thresholds for statistically significant changes. This calculation provided the least conservative estimate of thresholds for positivity. To provide an algorithmic estimate that was of intermediate between Bonferroni and replicate thresholds, the Benjamini-Hochberg false discovery rate (FDR) method was calculated.

### Similarity Algorithm

The relative sparseness in the number of replications for a dataset with thousands of features led to a simplified approach for comparison. Similarity between two conditions of stimulation (e.g., between a 24-hr treatment with IL-3 vs. IL-33) was calculated using a simple “distance metric” for the change. For this analysis, the manhattan-distance was calculated for each positive gene [38]. The distance or difference metric between two conditions is the absolute value of the difference between the logarithm of the change ratio for a gene under the two conditions of stimulation. This calculation is also described in greater detail in the help manual for the application provided online. For example, the gene ANXA1 (gene ID 301) decreases 0.39 fold with IL-33 and 0.35 fold with IL-3. The distance metric for this gene alone was 0.047 (|log(0.39)-log(0.37)|, close to zero, where the vertical bars denote absolute value). To determine a threshold difference that could be considered meaningful (i.e., two changes that are not the same), a similar calculation was done except that individual results for replicate conditions were each compared to the average distance metric for all replicate conditions for the same gene (this is analogous to calculating standard deviation). The IL-33 distance metric for individual replicates versus their respective average equals 0.282, an average across all genes analyzed. Therefore, the threshold for similarity was ≤0.564 (2 x 0.282) and the change in the ANAX1 transcript for the IL-33 and IL-3 conditions would be considered similar (0.047 << 0.564) and therefore not a unique transcript for either condition. In contrast, THBS1 (gene ID 7057) changed 3.7 fold with IL-3 and 17 fold with IL-33. The distance metric is, therefore, 0.662, which is outside the threshold for similarity (0.662 > 0. 564) and was therefore considered unique to IL-33. This assessment was applied for each other known stimulus (IL-3, no IL-3, IL-33, anti-IgE Ab, FMLP) and for a gene transcript to be considered unique, it needed to be unique in each comparison. This criterion narrows the number of unique gene transcripts considerably.

Once a set of unique transcripts was chosen, it could be used as a signature of the stimulus. One final variation of the similarity index adjusts the calculation for the possibility that an overall signature set may be composed of transcripts that show mostly large vs. small changes. The similarity index can show a much greater range under these conditions. This effect could be normalized by dividing the similarity index by the average fold change in the signature set (as an analogy to standard deviation in frequency statistics, this is a version of coefficient of variation) but this addition to the calculation was ultimately not found to be necessary.

## Results

### IL-3 induced changes in the transcriptome

To perform these experiments, basophils were purified to near homogeneity, mRNA extracted and analyzed on the Illumina HuRef8 or HTv412 platform. 

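The deposited table holds 33 one-colour arrays from 12 experiments, each experiment being 1 preparation of blood basophils. There are 10 arrays of cells at day 0, after about 15 min in culture, 4 after 1 day with IL-3 at 10 ng/ml, 2 after 1 day without IL-3 and 7 after 3 days with IL-3, beside the arrays of the anti-IgE experiments. IL-3 is the growth and survival factor of basophils, and the culture without it is the condition in which they begin to die. Experiments 1, 2, 6 and 7 hold day 0 and day 1 with IL-3, experiments 1 and 2 also hold day 1 without IL-3, and experiments 5 to 11 hold day 0 and day 3 with IL-3. Only experiments 6 and 7 hold day 0, day 1 and day 3 of the same cells. Each array reads biotinylated cRNA from 1 sample on 24526 bead-bound probes, of which 21834 carry a single gene symbol and cover 16922 genes. The sample records name 1 RNA kit for all samples where the methods of the paper name a pair of kits, and they differ from the methods in the antibiotic concentration and in the albumin of the medium.
The values are linear bead intensities from 20.8 to 53413.7, without background subtraction. Array medians range from 40.2 to 71.0, so the arrays had not been brought to a common level. The paper calls a probe positive by the scanner's likelihood, which the table does not hold, so a probe counted here as positive on an array when it was among its 11000 brightest. Each array was scaled so that the median log2 intensity of the 7230 probes positive on all arrays was equal. Changes were tested with limma on log2 intensity in 1 fit of all arrays with the experiment as a block, which leaves 14 residual degrees of freedom, and p was adjusted by Benjamini and Hochberg over the probes tested. A gene is read by its brightest probe, errors beside log2 changes are standard errors of that fit, and a transcript is called when its adjusted p is under 0.05. The number of arrays per condition, and not the depth of any array, limits the precision.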

As noted previously [24], at rest, peripheral blood basophils express 8000–11000 transcripts that register as positive according to the Illumina algorithm to detect positives.

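Transcripts that changed with culture include some that encode the stores of the basophil. HDC, the enzyme that makes histamine, had a mean log2 intensity of 15.05 ± 0.29 (SD, n = 4 experiments) at day 0, and CLC, the Charcot-Leyden crystal protein, 14.50 ± 0.33 (SD, n = 4). The transcription factor GATA2, which keeps the basophil lineage, stood at 12.67 ± 0.30 (SD, n = 2). The beta chain shared by the receptors for IL-3, IL-5 and GM-CSF, CSF2RB, stood at 9.69 ± 0.86 (SD, n = 2). The median over all probes at day 0 was 43.8 to 60.8 intensity units on the 10 arrays before scaling, and that over the probes positive everywhere was 181 to 298. Whether a given transcript was detected cannot be stated from these intensities alone, because the table lists no detection call.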

We have previously published a useful IL-3 signature for basophils that focused on transcripts that both increase and decrease with or without IL-3 exposure for 18–24 hours. This signature of an IL-3 effect was called the SIL3-51T (**S**ignature of **IL3** using **51 T**ranscripts) and the transcripts that composed this signature had the property of reversing their response when in the presence or absence of IL-3, suggesting that the typical peripheral blood basophil sits in a state somewhere between the two extreme phenotypes. 

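CCL23, a chemokine, rose at day 1 with IL-3 by a log2 change of 3.44 (standard error 0.21, adjusted p = 4.93e-10) in all 4 experiments and fell without it by 2.55 (standard error 0.30, adjusted p = 1.14e-04) in both. The cytokine-induced inhibitors of signalling CISH and SOCS1 did the same. CISH rose by 3.51 ± 0.39 (adjusted p = 7.37e-07) and SOCS1 by 2.13 ± 0.22 (adjusted p = 3.50e-07) with IL-3 in each of 4 experiments, and in both experiments without it they changed by -2.18 ± 0.54 (adjusted p = 0.0101) and -2.38 ± 0.31 (adjusted p = 2.73e-04). LTB, a membrane cytokine of the TNF family, rose by 4.13 ± 0.45 (adjusted p = 5.27e-07) with IL-3 and changed by -2.46 ± 0.62 (adjusted p = 0.0109) without it. In the opposite sense, GNLY, a granule peptide, and ECHDC3, a mitochondrial enzyme of lipid metabolism, rose without IL-3 by 3.69 ± 0.66 (adjusted p = 0.00137) and 2.01 ± 0.31 (adjusted p = 6.97e-04) in both experiments. With IL-3 the same transcripts changed by -2.64 ± 0.48 (adjusted p = 1.69e-04) and -2.51 ± 0.23 (adjusted p = 4.97e-08). Of the 14 measured transcripts that the paper lists as raised by IL-3, 12 were lower without IL-3 than at day 0 and 13 were higher with IL-3 than without it, and 13 and 13 when adjusted over the list alone. All 7 listed as lowered were lower with IL-3 than without it, and 6 were higher without IL-3 than at day 0. The paper chose these transcripts partly on the same preparations, so their direction is not independent evidence. Some of the calls without IL-3 need both experiments. With experiment 1 left out, adjusted p was 0.173 for CISH, 0.224 for LTB and 0.0511 for GNLY, and with experiment 2 left out 0.148, 0.138 and 0.0707. CCL23, SOCS1 and ECHDC3 kept their calls.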

In the published description of how to use this signature [24], the ratio (gene-by-gene of the 51 transcripts) of two conditions is calculated and compared to the signature of treating cells with or without IL-3 for 24 hours. If there is a relative absence of IL-3 (or some equivalent functional effect), a comparison with the ‘noIL3’ signature will generate a positive correlation and comparison with the ‘withIL3’ signature, a negative correlation. The slope for each of the two correlations is an indication of the relative strength of the effect (see below). This report will use this signature to help in the analysis of the remaining results.

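With IL-3 for 1 day, ALDH1A2, an enzyme that makes retinoic acid, rose most, by a log2 change of 7.17 (standard error 0.51, adjusted p = 2.33e-09). HBEGF, a growth factor of the EGF family, rose by 5.89 ± 0.32 (adjusted p = 6.16e-11), the cytokine IL1A by 5.59 ± 0.35 (adjusted p = 5.91e-10) and the alpha chain of the IL-4 receptor, IL4R, by 3.80 ± 0.37 (adjusted p = 1.14e-07). The sorting receptor SORL1 and the complement protease CFD changed by -4.57 ± 0.21 (adjusted p = 7.24e-12) and -4.44 ± 0.43 (adjusted p = 1.40e-07). Each of these went 1 way in all 4 experiments. BCL2 rose by 2.93 ± 0.24 (adjusted p = 1.21e-08) and BCL2L1 by 1.74 ± 0.26 (adjusted p = 2.06e-05), both of which restrain the mitochondrial path to cell death, while of the 13 genes of their family 4 rose and 3 fell. Of 21 genes of the unfolded protein response, a stress programme of the endoplasmic reticulum, 14 rose, 2 fell and 5 did not pass the test, among them TRIB3 at 2.86 ± 0.27 (adjusted p = 9.10e-08) and the transcription factor XBP1 at 1.23 ± 0.17 (adjusted p = 1.06e-05). 16 of 22 chaperones rose and 0 fell, with HSPA8 at 1.80 ± 0.20 and HSPH1 at 1.73 ± 0.26. Members of the list of cytosolic ribosomal proteins went the other way, with 28 of 42 lower and 2 higher, and 29 and 3 adjusted over the list alone.
Of 20 targets of STAT5, the factor that the IL-3 receptor activates, 10 rose and 3 fell, and of 26 cytokine receptors 16 rose and 3 fell. 9 of 21 targets of NF-kappaB rose and 2 fell. Counts for the last 3 lists and for the unfolded protein response and chaperones were the same adjusted over the list alone. The camera test of limma, with its preset correlation between genes, gave adjusted p = 1.27e-05 for the unfolded protein response, 1.27e-05 for chaperones, 7.02e-04 for ribosomal proteins, 0.00757 for STAT5 targets, 7.02e-04 for cytokine receptors and 0.00361 for NF-kappaB targets. With a correlation estimated from the data adjusted p was 0.132, 0.268, 0.593, 0.469, 0.154 and 0.510 in the same order. These lists were fixed before the data were examined.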

The IL-3 response is considerably broader than the 51 transcripts used for the published signature and many transcripts don’t show the reciprocal response characteristic of the transcripts chosen for the published signature. Taking advantage of the paired nature of these experiments allows for a threshold of positivity based on the Benjamini-Hochberg false discovery rate (FDR) threshold leads to a choice for significance at changes greater 3.3 fold (in either direction). 

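By limma at an adjusted p under 0.05, 2482 of 12407 probes tested were higher and 3811 lower after 1 day with IL-3, and 728 and 888 of these changed at least 2 fold. The cytokine IL1B, at 4.16 (standard error 0.59, adjusted p = 1.19e-05), and the transcription factor IRX3, at 5.55 (standard error 0.45, adjusted p = 1.14e-08), were among the transcripts with large increases in all 4 experiments. DPEP2, a dipeptidase, was among those with large decreases, at -4.42 (standard error 0.21, adjusted p = 1.02e-11), again in all 4. The balance depends on the scaling, with 3109 higher and 3006 lower under quantile normalization and 4090 higher and 1668 lower with no scaling. Leaving out any 1 experiment gave between 5056 and 6453 called probes. Without IL-3 for 1 day, 797 of 13184 probes were higher than at day 0 and 1313 lower, from 2 experiments, and 1364 higher and 563 lower with no scaling. The count of the main setting rests on both of them: 30 probes were called without experiment 1 and 474 without experiment 2.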

The S1 appendix provides greater detail on the general and specific nature of the basophil response to IL-3 (also see S2 Table).

To provide a useful tool for exploring the effects of cytokines and other stimuli, basophils needed to be cultured and there are well known consequences of *in vitro* culture without IL-3, notably apoptosis, although it is slower process in basophils compared to other polymorphonuclear leukocytes [27,29]. For the current studies, a gene signature was developed for what is being called “culture effects”. For this study there are two forms to this signature. Using results from basophils cultured with (10 ng/ml) or without IL-3 (n = 4 experiments), changes in transcripts that occurred regardless of the presence of IL-3 were compiled. This resulted in a list of 181 genes that change regardless of how the cells are handled. 

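FOSB and FOS, subunits of the AP-1 transcription factor, and DUSP1, a phosphatase that ends MAP kinase signalling, fell in culture whether or not IL-3 was present. FOSB changed by -3.66 ± 0.77 with IL-3 and -5.59 ± 1.05 without it, FOS by -3.88 ± 0.35 and -2.18 ± 0.48, and DUSP1 by -3.44 ± 0.32 and -2.53 ± 0.44, as log2 changes from day 0 with standard errors, in 4 and 2 experiments. MS4A3, a membrane protein of developing granulocytes and basophils, changed by -2.91 ± 0.69 and -4.18 ± 0.94, and RNASE2, a secreted ribonuclease, by -3.18 ± 0.40 and -2.58 ± 0.55. Among the transcripts that rose in both, ANGPT2, a vascular growth factor, changed by 3.64 ± 0.56 and 2.74 ± 0.76, and IL18R1, a chain of the IL-18 receptor, by 1.59 ± 0.27 and 1.83 ± 0.37. By the rule that both changes are called by limma in 1 direction and the smaller exceeds 2 fold, 40 of 12239 probes were higher and 224 lower, for 36 and 176 genes. The excess of lower probes depends on the scaling, since with no scaling the higher and lower counts were close to each other. Adjusted p for FOSB was 6.02e-04 with IL-3 and 0.00192 without it. The paper gives 4 experiments for its list and the samples behind it cannot be identified, so all 4 experiments with IL-3 and both without it were used here. The count depends on the experiments without IL-3, with 3 transcripts when experiment 1 was left out and 110 when experiment 2 was left out. It also depends on the day 0 arrays. Some experiments hold day 0 and day 3 but no day 1 array. Without their day 0 arrays, an alternative chosen after the data were seen, the rule gave 420 transcripts, 85 higher and 335 lower. Without experiment 1, adjusted p for the change without IL-3 was 0.225 for FOSB, 0.205 for FOS and 0.123 for MS4A3, and without experiment 2 it was 0.168 for MS4A3.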

The second form of this signature includes genes that change in culture without IL-3. Further information about the selection of these genes is included in the S1 appendix. These two lists were useful as a first pass for screening the changes that occur with all stimuli but a more graded algorithm was also used to finalize the search for unique changes with other stimuli (see below). The fact that there is a ‘cultureEffect’ is interesting because it suggests that *in vitro* studies have a built-in bias but also that once it is possible to study cells that have not needed extensive *ex vivo* preparation that we may come to understand the conditions that define the *in vivo* state.

While the potential relevance of the changes to basophil biology induced by IL-3 is of interest (and is covered more extensively in the supporting information appendix (S1 Appendix), the primary goal of the study was to determine if there are signatures that could be used for analysis of “natural” basophil phenotypes. To this end, there were several issues that were of interest when considering the IL-3 response:

1. IL-3 effects occur on 3 time frames, the fastest of which (2–5 minutes) is likely to be essentially a regulation of post-translational influences [25,39–41]. However, there are differences in the cellular response between 1 and 3 days and this prompts an exploration using the microarrays.
2. A differential dependence on IL-3 concentration of several described functional outcomes [26,30] leads to questions about whether there are clusters of transcripts that significantly differ in their dependence on the concentration of IL-3.
3. IL-3Rα shares a beta subunit with IL-5 and GM-CSF but expression of these receptors appears considerably lower in basophils and functional studies [27] suggest that the functional consequences of IL-3 vs. IL-5 might be distinct. Therefore a comparison between IL-5 and IL-3 was made.
4. NGF appears to share some properties with IL-3 [27] although like IL-5, the functional outcomes to NGF exposure are modest. A comparison of NGF and IL-3 was made.

### Extended treatment with IL-3

Changes in the basophil phenotype induced by IL-3 occur on several time scales, including a time scale of days. Therefore, basophils were also cultured for 3 days with IL-3. 

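After 3 days with IL-3, most of the genes listed for ribosome assembly and for the proteasome were higher than at day 0, and most interferon-stimulated genes lower. As groups these 3 lists passed camera only with its preset correlation, not with an estimated one (adjusted p = 0.323, 0.266 and 0.425). Of 20 genes of ribosome assembly 18 rose and 1 fell, with BOP1, a factor for the large subunit, at 2.17 ± 0.17 (adjusted p = 2.28e-09) in all 7 experiments. Proteins of the cytosolic ribosome itself had 7 higher and 19 lower of 41, and by camera adjusted p = 0.519, or 0.886 with an estimated correlation. Of 28 subunits of the proteasome 20 rose and 0 fell, with PSMD14 at 1.74 ± 0.14 (adjusted p = 3.90e-09), and of 29 genes of oxidative phosphorylation 19 rose and 5 fell, with NDUFB3 of complex I at 1.76 ± 0.13 (adjusted p = 2.11e-09). Of 15 cell cycle genes 10 rose and 1 fell, with PCNA, the clamp of the replication fork, at 1.79 ± 0.17 (adjusted p = 2.62e-08) and the thymidylate synthase TYMS at 1.86 ± 0.26 (adjusted p = 4.51e-06). The rise of this list differed between preparations. Its log2 level went from 6.41 to 7.73 in experiment 9 and from 6.43 to 7.50 in experiment 10. In experiment 5 it went from 6.63 to 6.44 and in experiment 11 from 6.40 to 6.53, with the changes of experiments 6, 7 and 8 between these. Of 23 interferon-stimulated genes 20 fell and 3 rose, with the antiviral GTPases MX1 at -3.50 ± 0.31 (adjusted p = 1.09e-08) and MX2 at -2.76 ± 0.16 (adjusted p = 6.60e-11). Markers of other blood cells had lower members too, 6 of 9 for monocytes, 4 of 6 for neutrophils, 3 of 3 for eosinophils and 3 of 3 for T and NK cells, with none higher. B cells and erythroid cells each had 1 higher and 1 lower of 2, dendritic cells 1 higher and 2 lower of 3, and platelets 0 and 0 of 3. Of all probes tested 4924 of 11537 were lower. A loss of other cells is not excluded. IL1RN, the natural antagonist of IL-1, rose by 4.23 ± 0.35 (adjusted p = 5.10e-09) and the cytokine TNF by 3.63 ± 0.25 (adjusted p = 7.28e-10), while CXCR4, the receptor for CXCL12, changed by -5.06 ± 0.24 (adjusted p = 6.51e-12).
By camera the other lists gave adjusted p = 1.67e-06 for ribosome assembly, 1.67e-06 for the proteasome, 5.70e-04 for oxidative phosphorylation, 0.00516 for the cell cycle and 0.00105 for interferon-stimulated genes. With an estimated correlation adjusted p was 0.425 for oxidative phosphorylation and 0.446 for the cell cycle. Adjusted over the list alone, the member counts of all these lists were unchanged. In total 2959 of 11537 probes were higher and 4924 lower than at day 0 by limma, from 7 experiments. The median log2 change over the probes tested was -0.14 after scaling and 0.39 in the values as deposited, so the balance of increases and decreases depends on the scaling.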

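The slope of the reciprocal transcripts measures how strongly a sample carries the effect of IL-3, with 1 for the paper's own change after 1 day. It was 1.05 ± 0.17 (SD, n = 4) for day 1 with IL-3 over day 0 and 1.31 ± 0.17 (SD, n = 7) for day 3, above 0 in all experiments of both days. By an exact two-sided sign-flip test over experiments, p was 0.0156 at day 3 and 0.125 at day 1, in each case the smallest that the number of experiments allows. Without IL-3 for 1 day the slope was -0.93 ± 0.12 (SD, n = 2). In experiments 6 and 7, the only ones with both days, it was 1.23 and 1.03 at day 1 and 1.09 and 1.10 at day 3, and the higher values at day 3, from 1.24 to 1.50, are those of the 5 experiments with day 0 and day 3 but no day 1 array. Only 22 of the 24 transcripts of this signature could be matched, and since the paper picked them partly on these preparations, their direction is not independent evidence.

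**Figure D1:**
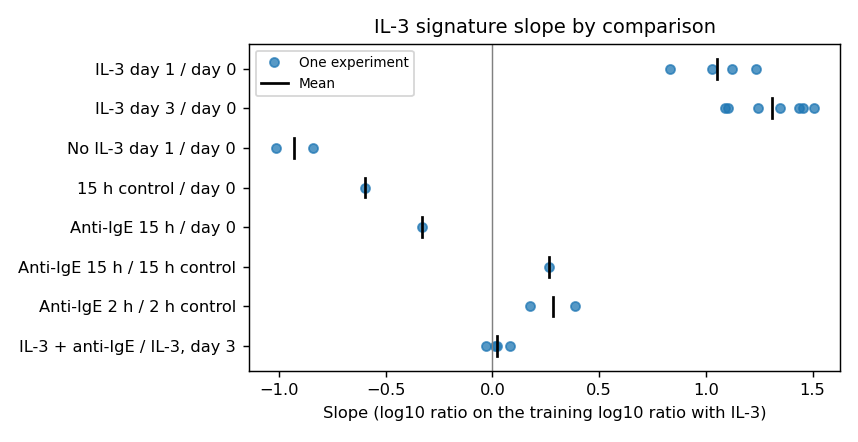
Slope of the reciprocal transcripts on the paper's log10 changes with IL-3, per experiment (points) and mean (bars) for each comparison. Day 1 and day 3 with IL-3 lie above 0 in all experiments, and anti-IgE at day 3 lies near 0.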

As noted previously, a SIL3-51T signature analysis shows that the 51-gene subset behaved similarly between 1 and 3 days.

Non-paired comparisons were made for day 1 and day 3 and these were validated in a couple of experiments directly comparing day 1 with day 3 in the same cells. Since there are functional differences between day 1 and day 3, the focus of the analysis was on changes that distinguished these two time points. Not surprisingly, several patterns could be observed. 

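NKG7, a membrane protein of cytolytic granules, and MRPS6, a protein of the mitochondrial ribosome, kept rising to log2 changes of 2.69 ± 0.22 (adjusted p = 4.80e-09) and 3.14 ± 0.18 (adjusted p = 4.37e-11) over day 0 at day 3. Of 1582 probes called by limma and changed over 2 fold at day 1, 692 (43.7%) had a day 3 change within 2 fold of that at day 1. Another 775 (49.0%) were transient, with a day 3 change under 2 fold or under 0.5 of the log2 change at day 1. The rest comprised 44 that lessened, 50 (3.16%) that changed over 2 fold more and 21 (1.33%) that went over 2 fold the other way. Shares depend on the arrays compared: with only experiments 6 and 7, which hold day 0, day 1 and day 3 of the same cells, 63.7% were stable and 31.2% transient. No test belongs to these shares, since the paper states no limits for them and the 2 fold limit was chosen before the data were examined.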

Approximately 50% of the changes observed for one day of treatment were relatively stable, approximately 40% were transient, with the remaining 10% either showing considerably greater change by day 3 or even reversing direction. Of these remaining 10%, there were only 35 that were different enough to be notable in both paired and non-paired experiments; Table A1 in the S1 appendix shows a curated list of significant changes after removing cultureEffect genes. 

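From day 1 to day 3 the direction of change of the transcripts singled out by the paper was mostly kept here. DUOXA2, needed for an oxidase that makes hydrogen peroxide, and IL1RL1, the receptor for IL-33, rose and then fell, while PDE4B, a phosphodiesterase that lowers cAMP, fell after day 1. The rise of PDE4B by day 1, 0.97 ± 0.49 (adjusted p = 0.104), did not pass the test, though it did with no scaling (adjusted p = 0.0465), with no block (0.0371) and with only the arrays of the 2 groups (3.64e-04). For DUOXA2, IL1RL1 and PDE4B the log2 changes from day 1 to day 3 were -3.55 ± 0.27 (adjusted p = 1.58e-07), -3.20 ± 0.54 (adjusted p = 2.79e-04) and -3.49 ± 0.55 (adjusted p = 1.58e-04), lower in both experiments that hold the 2 days. FFAR2, a receptor for short fatty acids, and ID2, an inhibitor of transcription factors, fell by day 1 and then rose by 2.86 ± 0.40 (adjusted p = 5.12e-05) and 3.17 ± 0.32 (adjusted p = 2.07e-06), again in both. Whether they end above day 0 is open, since without the day 0 arrays of experiments 5, 8, 9, 10 and 11, an alternative chosen after the data were seen, their changes at day 3 were 0.39 (adjusted p = 0.379) and 0.47 (adjusted p = 0.211). DPYSL2, a protein of the cytoskeleton, HAVCR2, the inhibitory receptor TIM-3, and NEK6, a mitotic kinase, rose late, by 2.42 ± 0.22 (adjusted p = 7.28e-07), 1.87 ± 0.25 (adjusted p = 3.97e-05) and 2.10 ± 0.20 (adjusted p = 8.21e-07). PKM, a pyruvate kinase, was already higher at day 1, by 0.74 ± 0.23 (adjusted p = 0.0112), and rose further by 1.60 ± 0.26 (adjusted p = 1.80e-04). LGALS1, which encodes galectin-1, kept rising by 2.40 ± 0.29 (adjusted p = 1.25e-05), while the calcium-binding protein S100P and the phosphatase DUSP16 kept falling, with -2.68 ± 0.32 (adjusted p = 1.01e-05) and -2.38 ± 0.38 (adjusted p = 1.56e-04).
Counted over the paper's groups, 3 of 3 transcripts that in the paper rose and then fell were lower at day 3 than at day 1, and 5 of 5 that fell and then rose were higher. Among the 11 that in the paper changed by day 3 only, 8 were higher and 3 lower than at day 1, though 2 were already higher and 1 lower than day 0 at day 1, and of 8 with a further change, 3 and 3. The paper drew these groups from such arrays, so the counts, which are the same adjusted over the list alone, are not independent evidence.

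**Figure D2:**
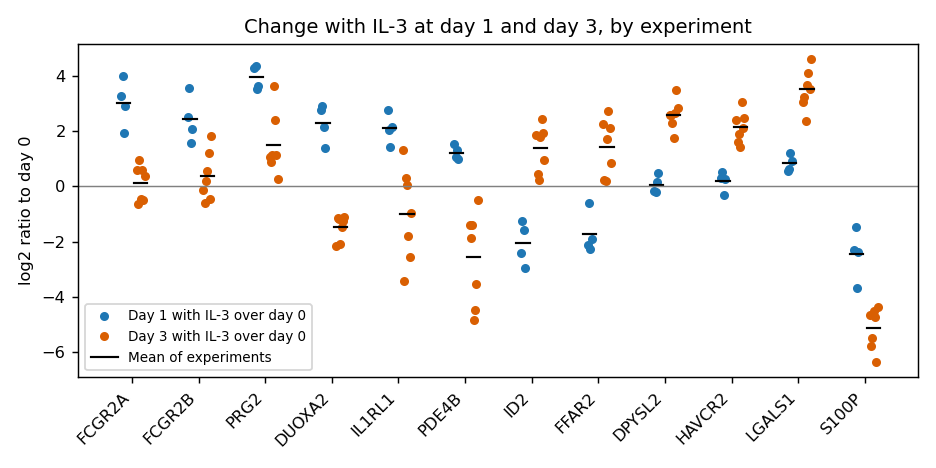
Log2 change from day 0 with IL-3 (vertical axis) of transcripts named by the paper at day 1 and day 3, with 1 point per experiment and a bar at the mean. FCGR2A and FCGR2B are high at day 1 and near 0 at day 3, and ID2 and FFAR2 lie higher at day 3 than at day 1.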

Some of the functionally relevant transient changes were notable. For example, CD32 (both FcγRIIa and FcγRIIb) transcripts increased at Day 1 but were near starting levels after 3 days. It is possible that these patterns could be used to distinguish a recent exposure to IL-3 vs. more chronic exposure and the transcripts listed in bold were included in the general signature analysis filter discussed below.

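FCGR2A, the activating form of this low affinity receptor for IgG, rose at day 1 by a log2 change of 2.97 (standard error 0.26, adjusted p = 4.17e-08) and the inhibitory form FCGR2B by 2.54 (standard error 0.32, adjusted p = 2.87e-06), each in all 4 experiments. At day 3 the changes from day 0 were 0.23 (standard error 0.21, adjusted p = 0.328) for FCGR2A, higher in 4 of 7 experiments, and 0.45 (standard error 0.25, adjusted p = 0.119) for FCGR2B, higher in 4 of 7, and neither passed the test, though both did with no scaling, at 0.76 (adjusted p = 0.00130) and 0.98 (adjusted p = 0.00155). In the joint fit the change from day 1 to day 3 was -2.74 (standard error 0.30, adjusted p = 4.39e-06) for FCGR2A and -2.09 (standard error 0.36, adjusted p = 3.26e-04) for FCGR2B. Only experiments 6 and 7 hold the 2 days, and the others add to this fit through their day 0 arrays. In experiments 6 and 7 day 3 was lower than day 1 in both. Their mean fold over day 0 went from 5.37 to 1.11 for FCGR2A and from 3.56 to 0.865 for FCGR2B. Of the 8 transcripts that the paper lists as transiently increased 8 were lower at day 3 than at day 1, and of the 7 measured that it lists as transiently decreased 7 were higher, with the same counts adjusted over the list alone. These groups come from the paper and are not independent evidence. The paper raises the possibility of telling a recent exposure to IL-3 from a longer one by such transcripts, and states later that these signatures were less reliable in cells with an earlier exposure.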

### Concentration-dependence of the IL-3 Response

There are indications that there is considerable variability in the concentrations of IL-3 required to induce different phenotypic effects. We were interested in several related questions that required an analysis of the IL-3 dose response curve. Basophils were stimulated with IL-3 at 10, 2, 0.2, and 0.06 ng/ml IL-3 for 24 hours (although not always in the same experiment due to limitations in basophil number). The first question asked of the results was about the character of SIL3-51T across the dose response curve (this signature set was developed from the two extremes of IL-3, none vs. 10 ng/ml). There are two ways to analyze these results using SIL3-51T. The first uses the slope of the two regression fits that are part of the SIL3-51T analysis (see above); Fig 1A shows that 2 calculated slopes invert at a concentration between 1 and 2 ng/ml (when comparing 24 hours with the respective IL-3 concentration to day 0). Fig 1B shows that a more traditional calculation of fold change for the two subsets of genes (those that increase with IL-3 vs. those that decrease) within SIL3-51T show a crossing point also at approximately 1 ng/ml. Finally, for comparison, Fig 1B also the dose-response relationship is shown for the 109 genes that change greater than 5 fold at 10 ng/ml IL-3.

**Fig 1:**
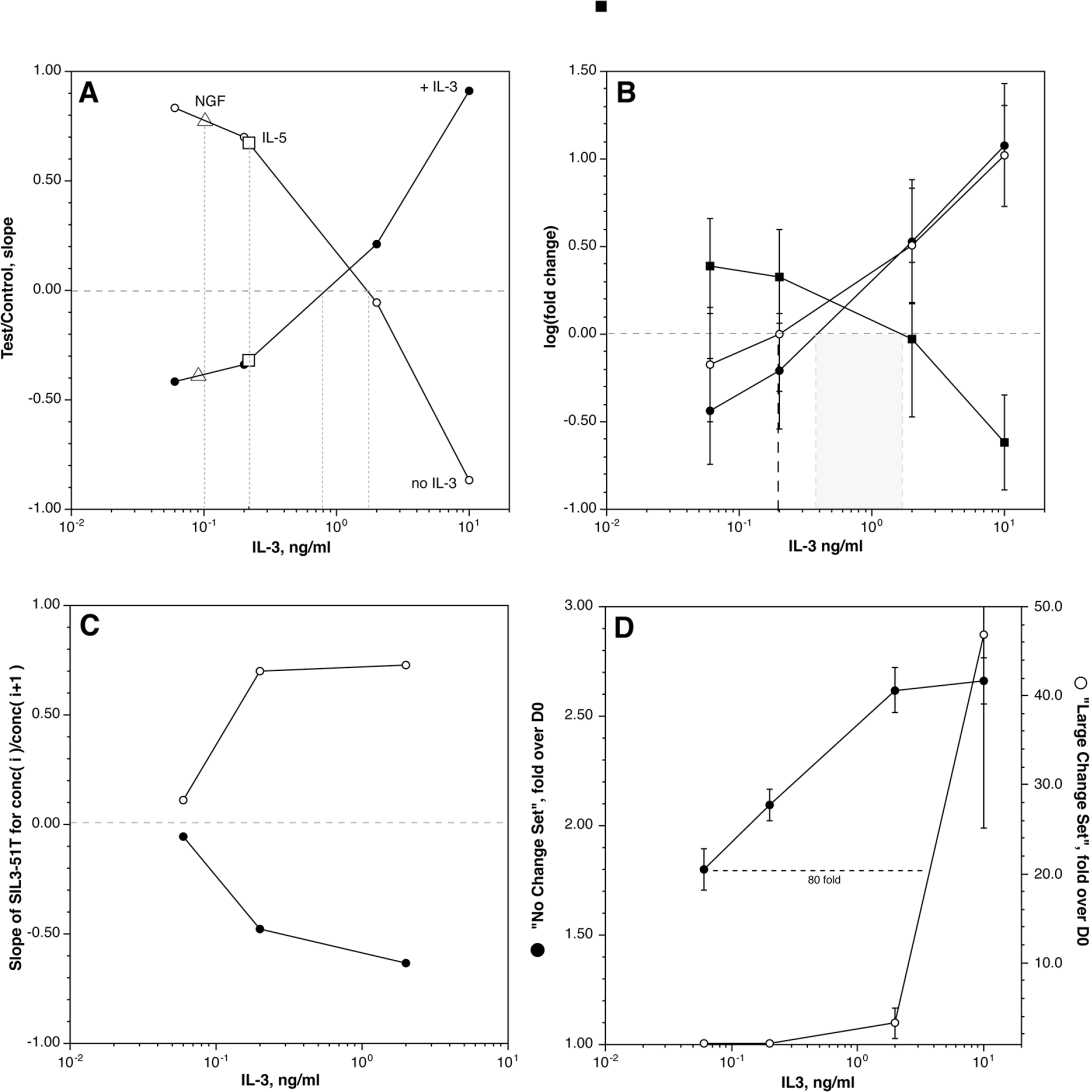
Concentration-dependence of the transcriptome response to IL-3. Panel A: Slope of SIL3-51T gene set for a 24 hour culture at the concentrations shown. The data points for each of the concentrations were derived from different numbers of experiments (n = 2 for 0.06 ng/ml, and n = 4 for 0.2, 2.0 and 10.0 ng/ml) and the plots represent composites of the results from different experiments. The lines represent the comparison with the +IL-3 (●) dataset or the noIL3 dataset (○). The square symbols represent the slopes for an IL-5 at 10 ng/ml exposure (relative to the SIL3-51T test set) and open triangles, the slope for NGF at 10 ng/ml). Panel B: Fold changes in three groups of transcripts. Two groups were derived from SIL3-51T, those that increased with IL-3 (●, n = 34) and those that decreased with IL-3 (■, n = 17). The third group (○) are transcripts that increase greater than 5 fold at the 10 ng/ml IL-3 concentration. Panel C: value of the SIL3-51T relationship between concentrations of IL-3. The ordinate is the slope of the SIL3-51T relationship for IL-3 concentration(i) vs. concentration(i+1) where (i) is a chosen concentration and (i+1) the next higher concentration, for example, 0.06 ng/ml vs 0.2 ng/ml (or 0.2 vs. 2.0, 2.0 vs. 10). The two lines are the slopes for the noIL3 relationship (○) and the +IL3 relationship (●). Panel D: Concentration dependence for two subsets of transcripts chosen with a hierarchical clustering algorithm (see text), those that show similar changes at 2 vs. 10 ng/ml (●) and those that show significant differences at the two concentrations (○).

A related question is whether 2 different concentrations of IL-3 always show the expected relative relationship when analyzed using SIL3-51T since this signature was developed to detect the relative exposure to IL-3. This question is relevant to future comparisons where, *a priori*, it is not known where on the IL-3 dose response curve the experiment starts. Fig 1C indicates that throughout the range of 0.1 to 10 ng/ml, if one compares one concentration to another, SIL3-51T properly indicates the direction of the difference. For example, if incubation in 0.2 ng/ml were compared to 2 ng/ml, SIL3-51T would show the relative absence of IL-3 (where ratios of the changes at 0.2 ng/ml divided by changes at 1 ng/ml were calculated and used in the standard SIL3-51T analysis).

To analyze the broader response to IL-3, a clustering algorithm was used to discover the range of behavior across the dose-response curve. Briefly, after removing ‘cultureEffect’ transcripts from the analysis and excluding transcripts that changed less than 2 fold (increase or decrease after 24 hours), the *ratio* in of the response at 2 vs. 10 ng/ml was used as a metric for a Ward hierarchical clustering algorithm. Clusters were found where the transcripts show a similar increase or decrease at both 2 and 10 ng/ml (vs. day 0), clusters were found that show an extreme difference between 2 and 10 ng/ml and clusters between these extremes were identified. Fig 1D shows the very different dose response curves for the two extreme cluster groups. The cluster that shows very little difference between 2 and 10 ng/ml is composed of 80 transcripts (from approximately 1418 transcripts that change 2 fold or greater) from which 27 show an increase with IL-3 exposure (the rest showing a decrease). The cluster that shows only a response at 10 ng/ml is composed of only 7 transcripts (5 of which increase with 10 ng/ml IL-3, shown in Fig 1B). But the average fold change for the cluster with a low EC50 is only 2.5 fold while the average fold change for the cluster that depends on high IL-3, is nearly 50 fold. Within these two clusters, the EC50 was related to the starting expression level; the high IL-3 dependent cluster showing starting expression levels that are near zero and the low IL-3-dependent cluster showing initial expression levels near the average for basophils. But this relationship between starting expression level and the EC50 for change did not hold for the entire 1418 transcripts that change at least 2-fold. The results might be used to distinguish between exposures to mid and high IL-3 concentrations (see below). For example, if changes in granzyme B expression were to be observed *in vivo*, one might conclude that the cells had been exposed to high concentrations of IL-3.

### Response to IL-5

The presence of IL-5Rα and the shared IL-3β subunit suggests that basophils may simply have a redundant or vestigial regulation through this receptor. We and others have noted that IL-5Rα appears to be less well expressed than IL-3Rα (with the caveat that antibodies for the two receptors are not typically cross-calibrated) [27,42] and we have observed weaker functional consequences to IL-5 exposure than observed with IL-3. Basophils were treated with 10 ng/ml IL-5 in parallel with an IL-3 dose response curve study. As a first level of analysis, the SIL3-51T signature was examined and as shown in Fig 1A, the response to IL-5 shows a response consistent with somewhat less than 0.2 ng/ml of IL-3. After excluding cultureEffect transcripts, the changes observed with IL-5 are very nearly the same as observed for 0.2 ng/ml of IL-3. Fig 2A shows the tight correlation between changes induced by IL-3 and IL-5. No outliers were observed. For one experiment, 30 ng/ml of IL-5 was compared to 10 ng/ml of IL-5 and there was no meaningful difference suggesting that the results with 10 ng/ml of IL-5 were as significant as could be expected.

**Fig 2:**
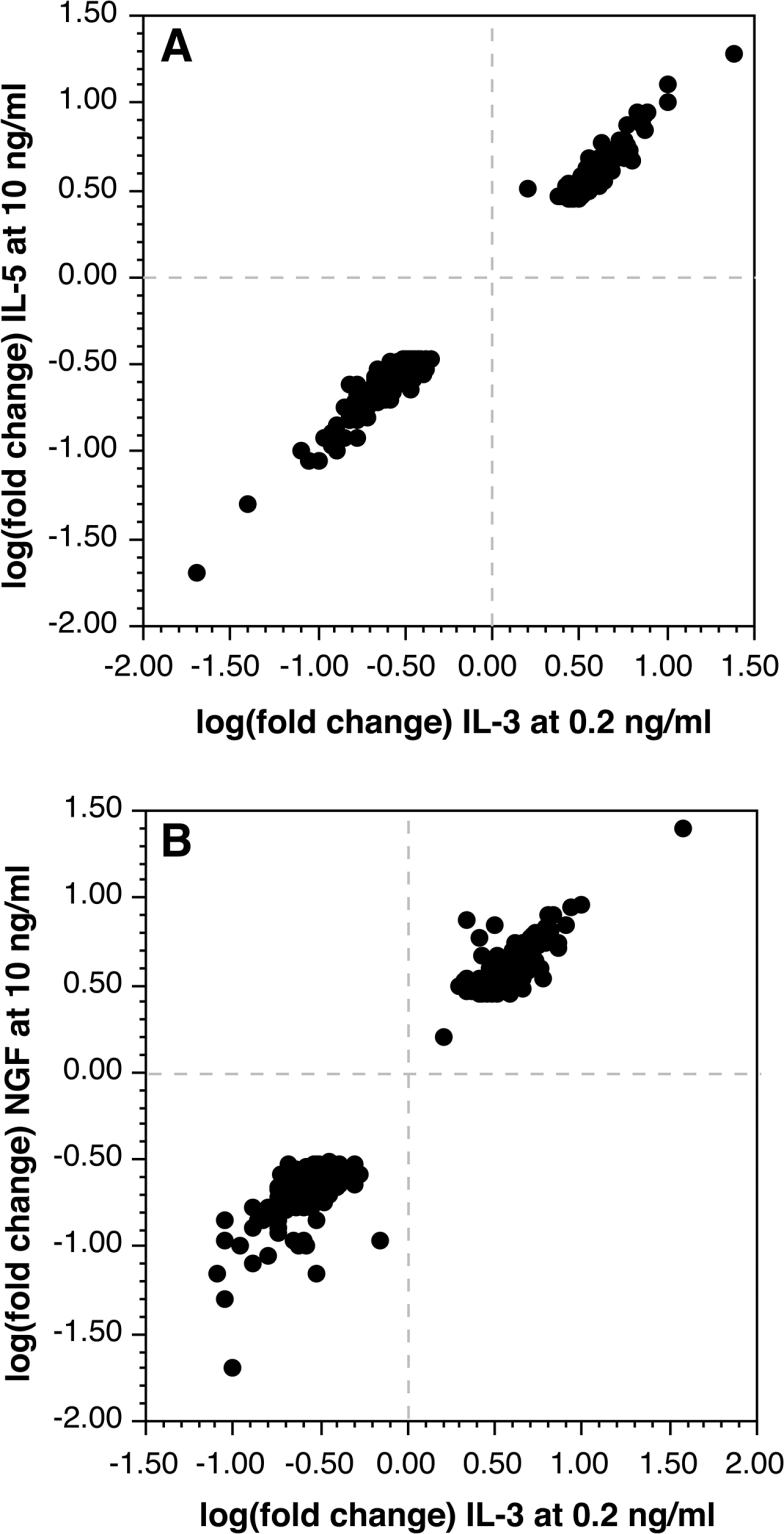
Relationship between changes in transcripts responding to IL-5 or NGF and IL-3. Panel A: IL-5 at 10 ng/ml vs. IL-3 at 0.2 ng/ml. Panel B: NGF at 10 ng/ml vs. IL-3 at 0.2 ng/ml.

### Response to NGF

Previous functional studies noted that NGF induces changes in function that are similar to IL-5 and low concentrations of IL-3 [27,43]. But since this receptor is distinct from IL-3 and IL-5, basophils were examined for a potentially unique signature in the response to 10 ng/ml NGF for 24 hours. The SIL3-51T analysis places NGF in the same region as IL-5, behaving like 50–100 pg/ml of IL-3 (see Fig 1A). Like IL-5, there were no significant outlier changes in response to NGF that would suggest a unique signature. Fig 2B shows the tight correlation in response to NGF at 10 ng/ml vs. and IL-3 at 0.2 ng/ml. The results in Fig 2B are relative to D0 for either IL-3 or NGF but a comparison can be made between D1 IL-3 at 0.2 ng/ml and D1 NGF at 10 ng/ml and the average difference for 382 transcripts (which exclude cultureEffect changes) was 0.96 fold.

### IL-2 induced changes following up-regulation of IL2R by IL-3

Early experiments demonstrated that IL-3 induced large changes in IL-2R (11, 36 and 2.3 fold for alpha, beta and gamma, respectively). 

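IL2RB, the signalling chain that IL-2 shares with IL-15, rose by a log2 change of 5.43 (standard error 0.31, adjusted p = 1.77e-10) after 1 day with IL-3 and 6.15 (standard error 0.25, adjusted p = 1.01e-12) after 3 days, which are 43.2 and 71.0 fold. IL2RA, the chain that gives high affinity, rose by 1.39 (standard error 0.21, adjusted p = 1.78e-05) and 1.16 (standard error 0.16, adjusted p = 3.64e-06), and IL2RG, the chain common to several receptors, by 1.08 (standard error 0.18, adjusted p = 7.19e-05) and 0.47 (standard error 0.14, adjusted p = 0.00621). All were higher in each of 4 experiments at day 1, and at day 3 IL2RB and IL2RA were higher in each of 7 and IL2RG in 6 of 7. IL2RA was not among the positive probes at day 0, so its change is at least 2.57 fold at day 1 and at least 1.72 fold at day 3. At day 1 IL2RB was 6.15 ± 0.43 (adjusted p = 4.86e-09) higher in log2 with IL-3 than without it in both experiments.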

Changes in the protein were also noted and discussed in the text of the S1 Appendix and shown in Fig A2 in the S1 Appendix. The appearance of the IL-2 receptor on IL-3 treated basophils led to testing whether IL-2 could mediate interesting changes in the basophil transcriptome. Basophils were first incubated with 10 ng/ml IL-3 for 24 hours after which 10 ng/ml IL-2 was added to the cultures for a second 24 hour period. For comparative purposes, the control was the 2 days with IL-3 alone. In this analysis, the ‘cultureEffect’ filter was used (the noIL3 list was not included since both samples used IL-3). The remaining list of transcripts were only those found for IL-3, or in a direct comparison of IL-2 + IL-3 vs IL-3, no difference was observed.

### Changes in miRNA with IL-3

Five preparations of basophils were examined for resting levels of miRNAs. Two experiments also tested for changes in response to IL-3 for 3 days. In resting cells, there were 160 out of 920 possible miRNAs tested that were considered positive. S3 Table (see methods) lists these miRNAs in descending order of presence. A comparison of D0 and D3 treatment with 10 ng/ml IL-3 showed only modest changes in 15 miRNAs; these are also listed in S3 Table. Unlike the quantitative robustness of mRNA microarrays (see the S1 Appendix), miRNA microarrays are less quantitative, changes less than 5 fold on the miRNA microarray do not generally repeat with qPCR. However, changes larger than 10 fold do appear to hold true when using qPCR (data not shown). In this context, the changes due to IL-3 exposure were minimal, with only one possible change of 10 fold for hsa-miR-21*.

### IL-33 induced changes

IL-33 induced a change in profile that was shared with and differed from IL-3 in substantial ways. First, the SIL3-51T signature indicated a response that was consistent with the absence of IL-3. Interestingly, this analysis revealed that 4 of the transcripts that are part of SIL3-51T behave in a way not consistent with the absence of IL-3 and this observation allows a refinement of the SIL3-51T signature set to exclude these 4 transcripts to further focus the signature on IL-3-dependent changes (a refinement to be incorporated in the combined signature tool below).

Treatment with IL-33 generated a list of ca. 1100 transcripts using a positive threshold based on replicate SD, 75 that used the Benjamini threshold of ±5.85 fold and only 39 using a Bonferroni threshold of ±7.85 fold. But curating the lists by removing cultureEffect transcripts and culture without IL-3 transcripts (to be consistent with the SIL3-51T results), there were only 32 and 10 transcripts remaining from the FDR and Bonferroni lists. Working with the FDR-generated list of 32 transcripts, 22 were unique to IL-33 and 10 changed to a similar degree with IL-3 (the website includes a spreadsheet with these 32 gene transcripts) but this list is further curated using the similarity algorithm below. Further details concerning IL-33 can be found in the S1 Appendix.

### Changes with IgE-mediated stimulation

There is one published accounting of the changes induced in the transcriptome in basophils stimulated through the IgE receptor [31]. But we were interested in determining if there are long lasting signatures that can identify the history of a circulating basophil, so basophils were studied using stimulation with anti-IgE Ab over 3 time frames, 2, 15 and 72 hours. 

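Anti-IgE crosslinks the IgE held by FceRI on the basophil and so triggers it as an allergen would. The table holds 2 arrays after 2 h with anti-IgE at 0.5 µg/ml and 2 of their controls, from experiments 12 and 13, and 1 of each after 15 h together with day 0 of the same cells, from experiment 15. For 3 days there are 4 arrays with IL-3 and anti-IgE from experiments 8 to 11, which also hold day 3 with IL-3 alone and day 0. Cells of the 2 h arrays were spun down at 30 min and returned to fresh medium with the same anti-IgE. Units, scaling and the fit are those of the IL-3 arrays, with the comparisons of 2 h and 3 days taken from the joint fit of all arrays by limma. The 15 h comparison has 1 experiment and so no test and no estimate of replicate error, and its transcripts are given as ratios. For lists at 15 h, the median ratio was ranked among 10000 random lists of the same size and similar intensity. In data simulated from these arrays, a 2 fold change was recovered in 64.2% of changed probes at 2 h and 82.1% at 3 days, and a 1.5 fold change in 26.9% and 49.3%.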

The longer incubation required the use of IL-3 so that a comparison at 3 days was between IL-3 alone (for 3 days) or IL-3 + anti-IgE Ab. The 2 and 15 hour incubations did not include IL-3. Based on the one published study [31], the cells stimulated for 2 hours were centrifuged after 30 minutes to remove the supernatant, restored in media plus the same concentration of anti-IgE for the additional 1.5 hours (this was reported to remove feedback changes related to initial secretory events). 

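SOCS1, which the IL-3 receptor induces through STAT5, rose by a log2 change of 2.70 (standard error 0.33, adjusted p = 6.43e-04) at 2 h with anti-IgE and the phosphatase DUSP5 by 2.94 (standard error 0.66, adjusted p = 0.0351), both in 2 of 2 experiments. Of 13 measured transcripts that the paper lists as raised by IL-3, 3 rose at 2 h and 0 fell, and 4 rose when adjusted over the list alone. The slope of the reciprocal transcripts was 0.28 ± 0.15 (SD, n = 2), above 0 in both experiments. At 15 h it was 0.27 against the control of the same time, while control and anti-IgE both lay below 0 against day 0, at -0.60 and -0.33. With experiment 12 left out, adjusted p was 0.0773 for SOCS1 and 0.621 for DUSP5, and with experiment 1 or 11 left out DUSP5 had 0.0612 and 0.0539. DUSP5 also had 0.0529 with no scaling and 0.0540 with the robust form of the fit.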

As noted in our report on the SIL3-51T signature, 2 hours of stimulation with anti-IgE results in a weak signature of the presence of IL-3 (see below, this can also be seen in the heatmap shown in Fig 3). 

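The transcription factors EGR1 and EGR3, which follow receptor signalling within minutes to hours, rose most at 2 h with anti-IgE, by log2 changes of 4.81 (standard error 0.73, adjusted p = 0.00331) and 4.38 (standard error 0.78, adjusted p = 0.00909). PHLDA1, a regulator of cell death, rose by 2.99 ± 0.48 (adjusted p = 0.00399), the cytokine OSM by 2.59 ± 0.47 (adjusted p = 0.00940) and MCL1, a survival protein of the BCL2 family, by 1.56 ± 0.30 (adjusted p = 0.0132). LMBRD1, a lysosomal transporter of vitamin B12, was the member of the paper's list that fell, by -1.15 ± 0.20 (adjusted p = 0.00756). Each of these went 1 way in both experiments. Of 20 immediate early genes 4 rose and 0 fell, and 7 rose adjusted over the list alone, and of 17 STAT5 targets 5 rose and 0 fell, with 11 adjusted over the list alone. 4 of 11 Th2 cytokines and chemokines rose and 0 fell, with 5 adjusted over the list alone, and 2 of 20 NF-kappaB targets rose. By camera adjusted p was 3.78e-05 for immediate early genes, 1.59e-08 for STAT5 targets, 1.04e-04 for Th2 cytokines and 1.31e-04 for NF-kappaB targets. With an estimated correlation adjusted p was 0.355, 0.109, 0.132 and 0.493 in the same order.
By limma 109 of 11428 probes tested were higher and 17 lower. The balance depends on the scaling, with 306 higher and 253 lower under quantile normalization and 43 higher and 13 lower with no scaling. Most calls rest on experiment 12: 2 probes were called without it and 175 without experiment 13, and 77 without experiment 1 or experiment 2, which inform only the error. Without experiment 12 adjusted p was 0.158 for EGR1, 0.171 for EGR3, 0.328 for PHLDA1, 0.221 for OSM, 0.368 for MCL1 and 0.326 for LMBRD1. Without experiment 13 it was 0.0744 for EGR3 and 0.0654 for OSM, and with no scaling it was 0.0580 for MCL1. By fold alone, outside the culture effect list of this data set, 176 probes were over 2.09 fold higher and 25 lower.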

At two hours, there were 128 changes that exceeded the replicate threshold of 2.09 fold and which excluded cultureEffect genes (which notably includes IL-4 because expression of IL-4 transcripts decreases about 2 fold in simple culture; with stimulation, it increases 2.7 fold at the 2 hour time point but from previous studies, the peak is known to occur at approximately 45 minutes). This list is reduced to 34 relatively unique changes that will be discussed further below. 

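Of the 29 measured members of this list 10 rose, 1 fell and 18 did not pass the test, and 18 rose and 7 fell adjusted over the list alone. The paper chose the list on such arrays, so the latter is not independent evidence. METRNL, a secreted factor of immune cells, rose by a log2 change of 1.57 (standard error 0.30, adjusted p = 0.0125), CSRNP1, a nuclear protein induced early after stimulation, by 2.15 (standard error 0.51, adjusted p = 0.0461) and NFKBID, an inhibitor of NF-kappaB, by 1.27 (standard error 0.21, adjusted p = 0.00484), all in both experiments. By camera adjusted p was 3.18e-04 for the list, and 0.256 with an estimated correlation. Adjusted p without experiment 12 was 0.370 for METRNL, 0.476 for CSRNP1 and 0.0733 for NFKBID, and without experiment 13 it was 0.0878 for NFKBID. CSRNP1 lay at 0.0513 to 0.0774 when experiment 1, 2, 6, 9, 10 or 11 was left out. It had 0.0558 with moment scaling, 0.0872 with no scaling, 0.0734 with normexp background and 0.0600 with the robust form of the fit.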

With the exception of IL-4, many of the genes on the list were not known to be relevant to basophil biology. None of these changes were evident after 15 hours or 3 days. However, after 15 hours of stimulation a different set of genes became apparent that were unchanged at 2 hours. 

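Transcripts raised at 2 h mostly lay nearer to the control at 15 h, in another preparation, and none stood out at 3 days. EGR1, high at 2 h, had a log2 ratio to its control of 0.92 at 15 h and -0.46 at day 3. OSM was at -0.83 and 0.17. LAX1, an adaptor that dampens antigen receptor signalling, had risen by 2.78 ± 0.48 (adjusted p = 0.00756) at 2 h in both experiments and stood at 0.54 at 15 h and -0.27 at day 3. Some of the 2 h transcripts were over 2 fold above the control at 15 h, among them DUSP5 at 4.24 fold, SOCS1 at 3.16 fold and the chemokine CCL5 at 2.12 fold, in the single experiment of that time. Against day 0 of the same cells these transcripts were lower with anti-IgE, at 0.249, 0.450 and 0.315 fold. Over the 109 probes called higher at 2 h, the median log2 change was 1.30 at 2 h, 0.27 at 15 h and -0.06 at day 3, where 97 of them were tested. Since these probes were chosen for a rise at 2 h, smaller values in other preparations would follow from the choice alone. 12 of the 109 were over 2 fold higher at 15 h and 0 over 2 fold lower, and of the 17 called lower at 2 h 0 were over 2 fold lower at 15 h. Among the transcripts raised at 2 h the largest rise in log2 at day 3 was 0.31, and EGR3 was lowest, at -0.73.
A direct test in limma of the change at 2 h against that at day 3 passed an adjusted p of 0.05 for 44 of 10301 probes, 43 of them larger at 2 h. Of 114 probes called at 2 h, 40 passed this test, and the count was 0 without experiment 12 and 73 without experiment 13. Adjusted p for LAX1 at 2 h was 0.189 without experiment 12 and 0.0569 without experiment 13.

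**Figure D3:**
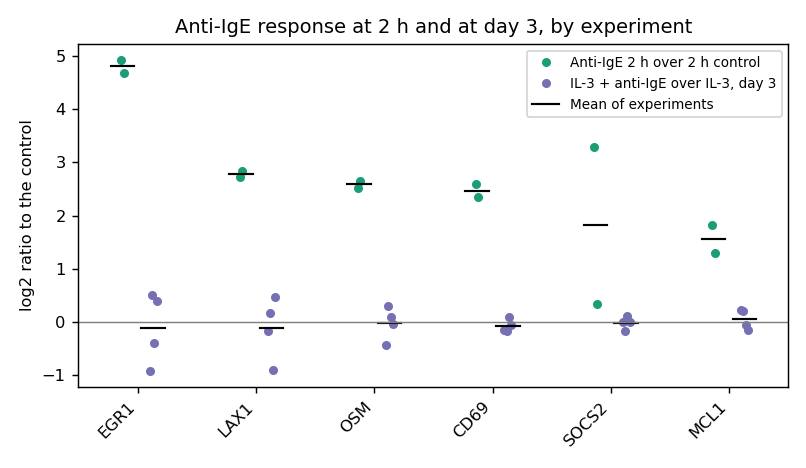
Log2 ratio of anti-IgE to its control (vertical axis) at 2 h and at day 3, with 1 point per experiment and a bar at the mean. All points at 2 h lie above 0, and those at day 3 lie on both sides of 0.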

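After 15 h with anti-IgE, the kinase PIM1 and the signalling inhibitor SOCS2, both targets of STAT5, were 7.51 and 7.00 fold above the 15 h control. CRLF2, a chain of the receptor for TSLP, was 6.28 fold higher, LGALS1 5.45 fold and the adhesion molecule CEACAM1 5.17 fold. Lowest were PNPLA7, a lysophospholipase, at 0.216 fold and RYR3, a calcium channel of the endoplasmic reticulum, at 0.239 fold. Of 12013 positive probes 171 were over 2 fold higher and 109 over 2 fold lower, and 39 and 6 over 3 fold. These are ratios from 1 experiment, so no change can be set against replicate error. The median ratio of STAT5 targets was 1.98 fold, above all random lists of its size, and that of interferon-stimulated genes was 0.770 fold, at percentile 0.030 of such lists. Transcripts that the paper lists as raised by IL-3 had a median ratio of 2.12 fold, also above all random lists. So, among others, were genes of basophil identity at 1.42 fold and of the cytosolic ribosome at 1.16 fold. Random lists are drawn without regard to genes that move together, so in 1 pair of arrays this rank does not show an effect of anti-IgE.
PRPSAP1, a regulator of nucleotide synthesis named by the paper for 15 h, was 3.76 fold above day 0 with anti-IgE and 6.46 fold above it in the control without anti-IgE. NFKB2, a subunit of NF-kappaB, was at 0.277 and 0.315 fold of day 0. CA8, a protein that regulates the calcium channel of the inositol trisphosphate receptor, had the highest ratio of anti-IgE to control of the set, 1.86 fold, and FAM111A, a protease, the lowest, 0.468 fold. At 2 h, 0 of the 15 measured members rose and 0 fell by limma, or 0 and 1 adjusted over the list alone, and the median log2 change was -0.26. By camera the list was lower at 2 h with adjusted p = 0.0135, or 0.529 with an estimated correlation, 0.0978 with quantile normalization, 0.0804 with no scaling and 0.0575 with the 8000 brightest probes.

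**Figure D4:**
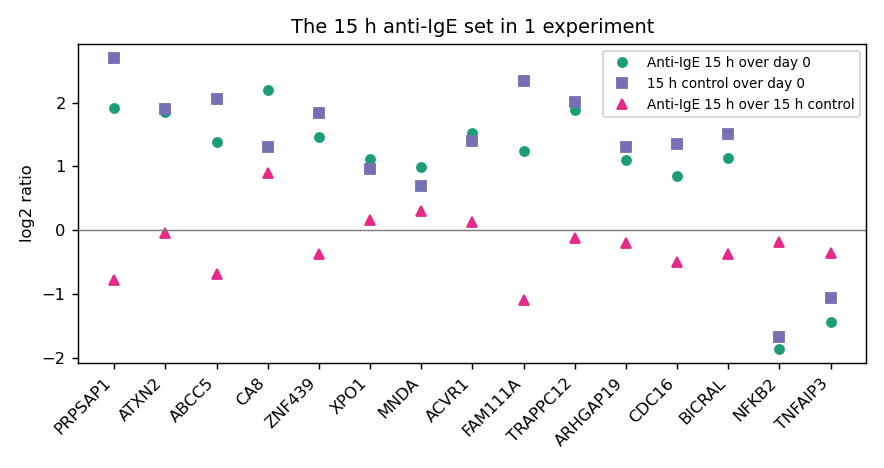
Log2 ratios (vertical axis) in 1 experiment for the transcripts that the paper names for 15 h: anti-IgE over day 0, control over day 0 and anti-IgE over control. Control and anti-IgE lie on the same side of day 0 for all 15 transcripts.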

An initial list of 35 changes that passed through the cultureEffect filter, was further refined (as described below) to a list of 16 (also see the heatmap in Fig 3). None of these genes were different after 3 days. 

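Of the 15 measured transcripts of the 15 h set, 0 rose and 0 fell at day 3 with anti-IgE by limma, with the same counts adjusted over the list alone. PRPSAP1 had a log2 change of -0.14 (standard error 0.29, adjusted p = 0.947), higher in 3 of 4 experiments, and XPO1, the main exporter of proteins from the nucleus, -0.17 (standard error 0.18, adjusted p = 0.892), higher in 0 of 4. NFKB2 was at 0.47 (standard error 0.21, adjusted p = 0.863), higher in 4 of 4, and TNFAIP3, an inhibitor of NF-kappaB, at 0.38 (standard error 0.34, adjusted p = 0.878), higher in 3 of 4. The median over the list was -0.17, and the list gave adjusted p = 0.422 by camera.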

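H4C3, a histone H4 gene known as HIST1H4C, was the one transcript over the upper limit, at 2.03 fold as a mean of experiments and a log2 change of 1.20 (standard error 0.33, adjusted p = 0.863) in the fit, higher in 4 of 4. CCL2, a chemokine for monocytes, was at 0.487 fold and -1.12 (standard error 0.63, adjusted p = 0.863), lower in 3 of 4, and JAML, the adhesion molecule also called AMICA1, at 0.537 fold and -0.70 (standard error 0.34, adjusted p = 0.863), lower in 4 of 4. PPARG, a nuclear receptor of lipid metabolism, was at 0.513 fold, lower in 2 of 4, and 3 probes without a gene symbol were at 0.509, 0.519 and 0.499 fold. HBB, the beta chain of hemoglobin, was at 1.71 fold as a mean of experiments, just under the limit, and at a log2 change of 1.45 (standard error 0.70, adjusted p = 0.863) in the fit, higher in 3 of 4, and HBD, the delta chain, 1.07 (standard error 0.58, adjusted p = 0.863). In total 7 probes lay beyond 1.72 fold or below 0.58 fold. Among 11625 probes tested by limma in 4 experiments 0 were higher and 0 lower, the smallest adjusted p was 0.863, and 641 had p under 0.05 before adjustment, where 581 are expected by chance.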

Simply stated, stimulation with anti-IgE for 3 days generated no differences that exceeded Bonferroni adjusted thresholds and only 6 (AMICA, CCL2, CCL4L1, DHR59, HBB, HIST1H4C) that exceeded a threshold defined by the average measured standard deviation between replicates of positive genes (<0.58, > 1.72). Relative to the IL-3-induced changes at 3 days, the changes induced by anti-IgE for 3 days more closely resembled the background “noise” of simple replicate measurements of resting cells (see below and Fig 3).

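Transcripts called higher at 2 h with anti-IgE, such as CD69, an early marker of activation, did not differ at day 3, where its log2 change was -0.11 (standard error 0.33, adjusted p = 0.968), higher in 1 of 4 experiments. MCL1 was at -0.12 (standard error 0.20, adjusted p = 0.933), higher in 2 of 4. The global standard deviation of ratios, which measures how far all positive transcripts spread, was 1.15 ± 0.015 (SD, n = 4) as a fold for anti-IgE with IL-3 over IL-3 alone within an experiment. For IL-3 at day 3 over day 0 it was 1.58 ± 0.083 (SD, n = 7), and larger in each of the 4 experiments that hold both, with p = 0.125 by an exact two-sided sign-flip test over these, the smallest p that they allow (adjusted p = 0.167 over 4 such tests). The paper looked for signatures that last, and it states that those at 3 days were closer to the noise of replicates than to the response to IL-3.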

**Fig 3:**
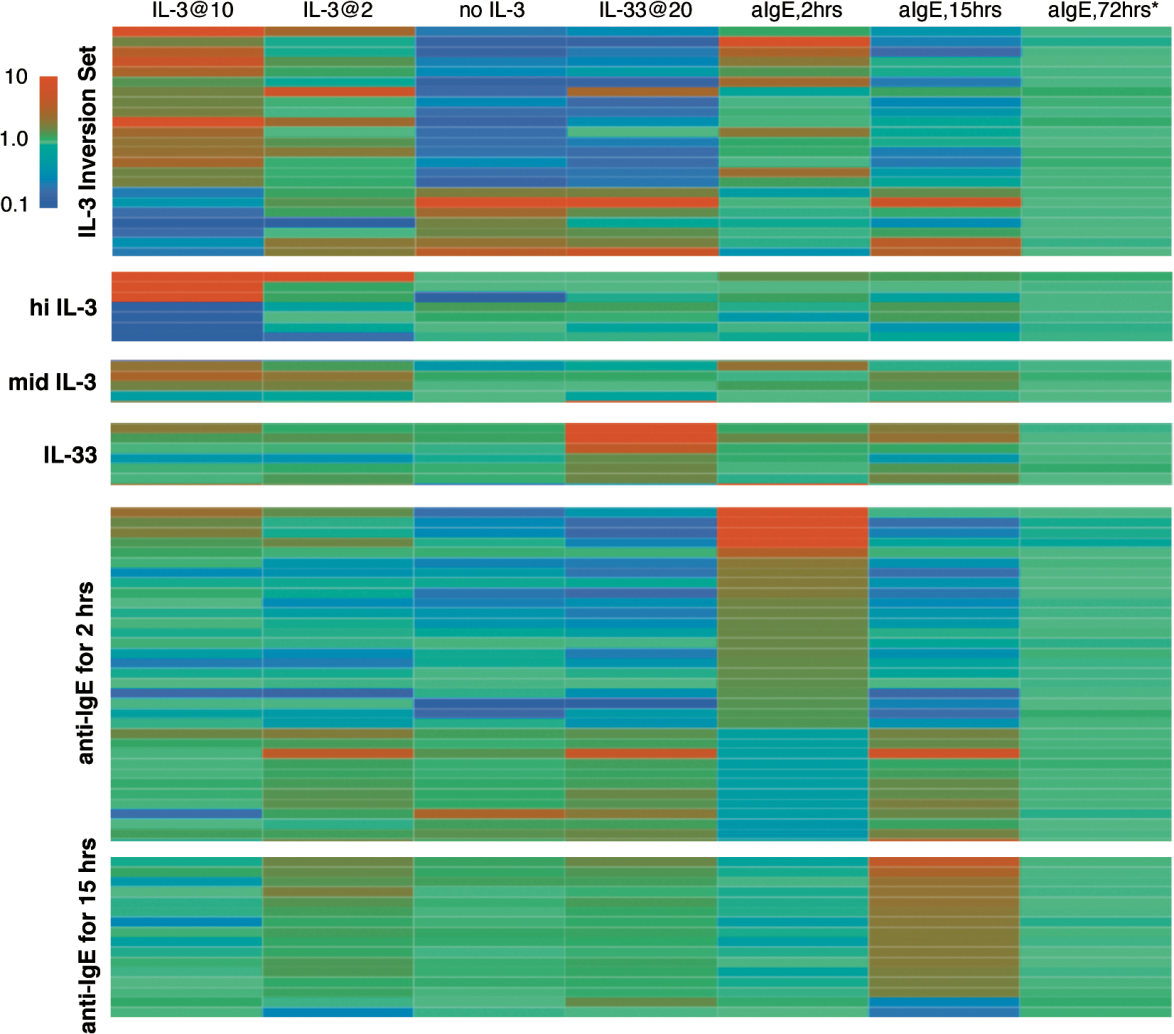
Heatmaps of selected genes to be considered as signatures for stimulation by IL-3, IL-33 and anti-IgE Ab. Seven conditions are presented across the horizontal and 6 potential signature sets along the vertical. There are 24, 7, 4, 6, 34 and 16 genes in the 6 signature sets (see Table A3 in the S1 appendix for a textual listing). The IL-3 conditions include 10 and 2 ng/ml IL-3 for 24 hrs and no IL-3 for 24 hrs. IL-33 at 20 ng/ml for 24 hours and anti-IgE Ab at its optimal concentration of 0.5 μg/ml for 2, 15 and 72 hrs are also shown. The 72 hour incubation for anti-IgE includes IL-3 at 10 ng/ml and the comparison is between IL-3 alone for 72 hours vs. IL-3 plus anti-IgE Ab for 72 hours. All other comparisons are between the stimulation condition and freshly isolated cells (Day 0). The insert shows that the gradient of colors progress from blue for down-regulation of expression to green for no change and red for up-regulation of expression in the range of 0.1 to 10 fold. Values below 0.1 or above 10.0 are blue and red respectively. The signature set labeled ‘IL-3 inversion set’ refers to the genes whose expression behave in opposite directions in the presence or absence of IL-3 and represent a subset of SIL-51T. The set labeled ‘hi IL-3’ are genes that are changed only at 10 ng/ml IL-3 while the set labeled ‘mid IL-3’ are selected from genes that change to a similar extent in both 2 and 10 ng/ml IL-3. As noted in the text, there a 2 potential sets for stimulation with anti-IgE Ab, reflecting differences between 2 and 15 hours of stimulation.

### Response to FMLP

Basophils respond to several 7-transmembrane, GTP-binding protein linked receptors of which FMLP produces the most marked changes in function. In a pilot experiment, basophils were stimulated with 100 nM FMLP for 15 hours in the absence of IL-3. As with all other non-IL3 stimuli, there was a SIL3-51T signature consistent with the absence of IL-3 and consistent with this behavior were hundreds of changes due to culture. The Benjamini FDR could not be readily calculated for n = 2 and the Bonferroni threshold of 8.88 fold resulted in 10 changes, of which only 2 remained after removing cultureEffect genes. No changes were unique to FMLP (relative to IL-3, noIL-3, IL-33 and anti-IgE Ab, see below). A single experiment of a 2 hour challenge showed only 19 significant changes, none of which were unique to FMLP, so further studies were not pursued.

### Signatures

To develop possible signatures for each of the cytokines examined, a similarity algorithm was employed. In place of using the qualitative yes-no process used to exclude “cultureEffect” changes or changes associated with apoptosis (or no IL3), the similarity algorithm uses the quantitative results of the microarray. The methods section and online information describe this algorithm. This process eliminates cultureEffect and no-IL3 genes just as the manually curated exclusion lists did but has the virtue of including the entire dataset for all conditions in the decision process. For example, when this approach is used to search for unique changes caused by IL-33, 4–7 genes remain that are distinct for IL-33 (a variable number because this approach allows for some adjustment in the threshold for inclusion in a unique set). For the anti-IgE response at 2 hours, 34 genes stand out, for the anti-IgE response at 15 hours, 16 genes stand out. While FMLP shows 28 changes that don’t intersect with IL-3 or noIL-3, adding anti-IgE and IL-33 into the comparative filter reduces the unique selection to 0. Therefore, there were no clearly distinct changes associated with FMLP. The analysis of the IL-3 dose response sensitivity adds some genes that distinguish between high dose IL-3 and mid-dose IL-3. Note that IL-5, NGF, or IL-2 cannot be distinguished on the basis of unique signatures from the 4 conditions above or from an IL-3 or no IL-3 signature alone. Finally, part of a general signature analysis includes the previously published SIL3-51T that allows one to test for the relative presence or absence of IL-3. Table A3 in the S1 Appendix lists the transcripts part of the signature set.

Fig 4 shows how a signature similarity matching could be used to detect the presence of stimulation by IL-3, poor IL-3, long or short IL-3, IL-33 and IgE-mediated stimulation. The transcripts used for each of the similarity tests are listed in Table A2 of the S1 Appendix. Fig 3 shows a heatmap of the changes associated with each of the signature sets for 7 conditions of stimulation. If a weak signature of IL-3 were detected, it would not be possible to distinguish it from high concentrations of IL-5 or NGF. The flow diagram in the top half of the figure was the initial logic based on potential signature genes. The logic reflects the recognition that IL-3 (or no IL-3) dominates the behavior of basophils in these *in vitro* cultures (see next paragraph) and is therefore placed as the first analysis in the logical flow, after which, other signatures are analyzed. It includes the possibility that IL-33 and IgE-mediated stimulation could be detected in the presence of a detectable IL-3 exposure and included the possibility that a 15-hour IgE-mediated stimulation could be detected. However, after exploring the various conditions in the entire dataset, it became apparent that pruning of the flow diagram was necessary. As noted above, IL-3 exposure suppresses the IL-33 signature. For this reason the anti-IgE signature, in the presence of a positive IL-3 signature (right side of the flow diagram) is included with qualification. It is apparent that in culture, IgE-mediated stimulation generates a weak IL-3 signature and the anti-IgE-signature was derived from these conditions and is therefore valid. But whether a basophil that is exposed to IL-3 for a significant period of time prior to stimulation through FcεRI shows the same aIgE signature or the signature is modified/blunted as observed with IL-33 (see S1 Appendix) is unclear without further testing. In addition, while a comparison of short and long term exposure was a possibility if the starting point was freshly isolated leukocytes, it became apparent that these signatures were less reliable if some prior exposure to IL-3 was the starting point (at least *in vitro*). Finally, the 15-hour anti-IgE Ab signature appeared to show similarity to a variety of other conditions, such as poor IL-3, high IL-5 or high NGF. The bottom half of Fig 4 shows the logical flow that the data supports.

**Fig 4:**
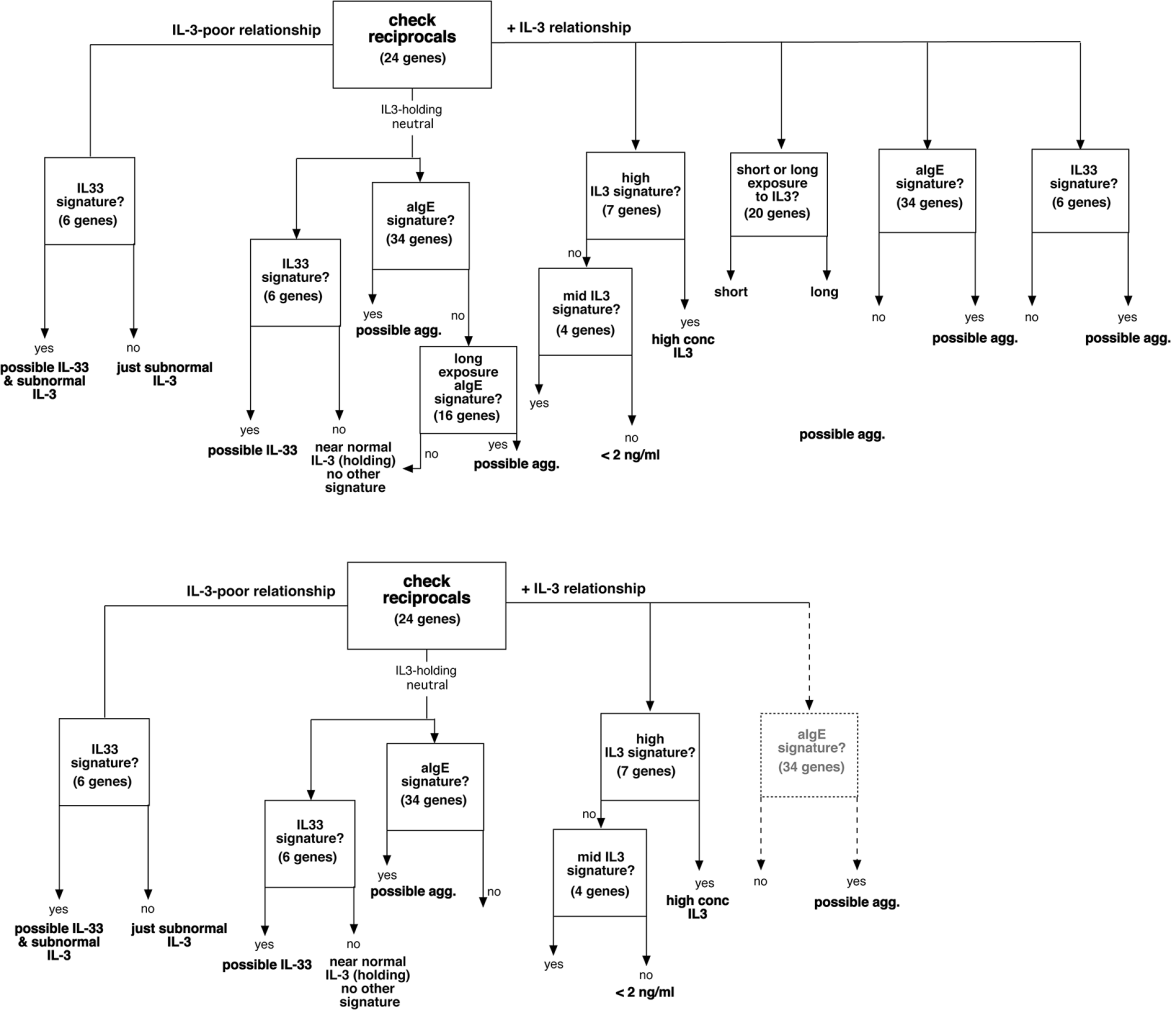
Design of a signature algorithm that incorporates the results for the various stimuli. The top half shows the algorithm that was explored using the existing information and the bottom half the algorithm pruned for those elements that were found to be consistent with the results.

In order to obtain a sense of the stability of the microarray profiling, this study initially generated some samples for comparison that were analyzed on the microarrays in various ways. As has been noted in other microarray studies, the optimal design of comparative studies is to run samples 1) on the same microarray slide or 2) run samples on multiple microarray slides but using the same reagent preparations for amplification (in the figure and in the spreadsheet describing the experiments (S1 Table), this is referred to as same service preparation) and finally, at a minimum, the same RNA isolation techniques and the same type of microarray. Fig 5 summarizes an analysis that used the global standard deviation of ratios for the entire microarray results as a metric of various comparisons (i.e., if many large changes occurred during stimulation, the global SD would be larger than if no changes occurred). The samples used in these calculations varied but included the same leukapheresis preparations, different leukapheresis preparations, and basophils isolated by standard venipuncture. In this later case, the donors were chosen from several categories; non-atopic subjects, atopic subjects, and subjects whose basophils had previously been classified as non-releasers or releasers. Some of the comparisons were part of earlier pilot experiments and are not explicitly part of the list of experiments listed in S1 Table. Because some of these comparisons were necessarily non-paired, all the comparisons were done with a non-paired analysis. In addition, in some cases the global standard deviation could only be calculated for non-paired singlets, so this was used throughout even when multiple samples were present so that the global standard deviation did not reflect the smoothing of variation due to replication. As expected, comparing the same sample on the same microarray slide generated the least amount of general variation. There was more variation when comparing donor to donor on the same array and comparison of standard venipuncture samples to leukapheresis samples increased the variation to a point that suggested this was not a reliable comparison. Not shown is that the basophil isolation methods must be the same if a non-paired comparison is made and that results cannot be compared across different service preparations of reagents (although different slides with the same service preparation of reagents was nearly as good as same slide comparisons).

**Fig 5:**
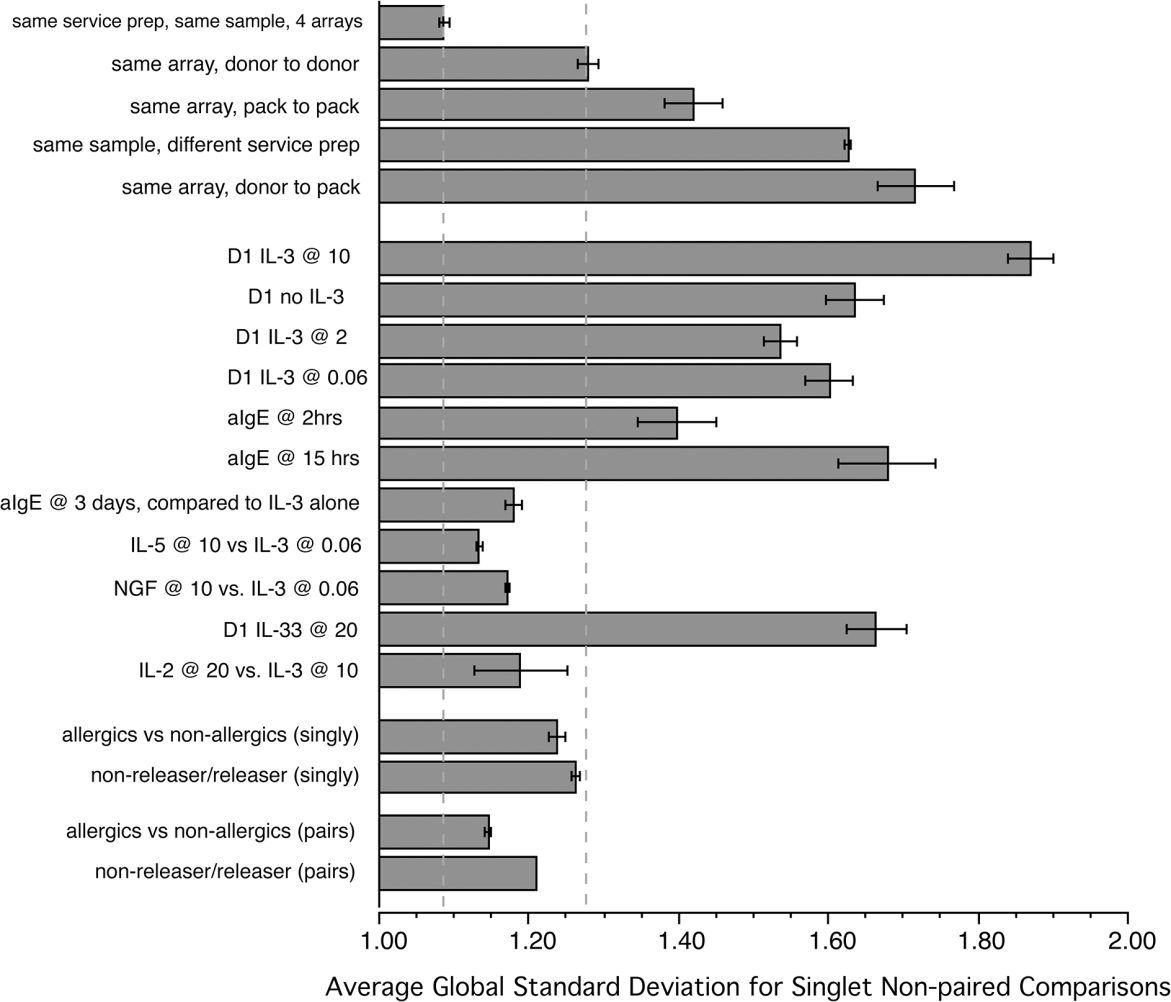
Use of global standard deviation as a metric of the relative magnitude of changes for a variety of comparisons.

With these guidelines, Fig 5 shows with two dotted lines a range of variation that might be considered expected for donor-to-donor comparisons. 

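Within an experiment, IL-3 for 1 day gave a global standard deviation of 1.53 ± 0.052 (SD, n = 4) as a fold, and 1 day without IL-3 1.39 ± 0.053 (SD, n = 2). Anti-IgE gave 1.28 ± 0.060 (SD, n = 2) at 2 h, and in single experiments 1.25 at 15 h over the control of that time and 1.39 over day 0. Day 0 arrays of different experiments, set against each other, differed by 1.44 ± 0.10 (SD, n = 45 pairs). Non-paired ratios across experiments, the form that the paper used, gave 1.63 ± 0.073 (SD, n = 36) for IL-3 at day 1, 1.46 ± 0.14 (SD, n = 18) without IL-3, 1.39 ± 0.093 (SD, n = 24) for anti-IgE at day 3 and 1.37 ± 0.043 (SD, n = 2) for anti-IgE at 2 h, where the pairs share arrays and are not independent. Between conditions, exact two-sided permutation tests gave p = 0.0286 (adjusted 0.114) for IL-3 at day 1 against anti-IgE at day 3 and p = 0.0667 (adjusted 0.133) for IL-3 at day 1 against anti-IgE at 2 h, adjusted over 4 tests and both the smallest that their numbers allow. Day 1 and day 3 with IL-3 share only experiments 6 and 7, too few for a sign-flip test to pass 0.05. Single large changes lie beyond the 2 standard deviations where ratios are removed from this measure, such as MAOA, a monoamine oxidase, at day 1 with IL-3, whose log2 change was 5.33 ± 0.35 (adjusted p = 9.14e-10) in all 4 experiments.

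**Figure D5:**
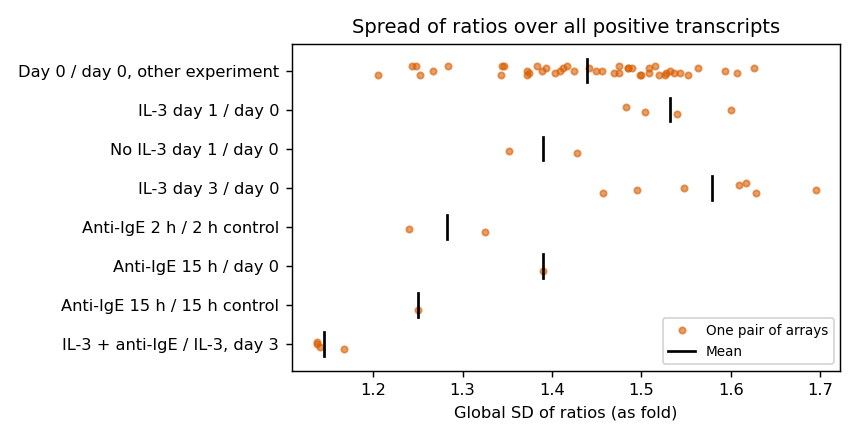
Global standard deviation of ratios as a fold (horizontal axis) for each comparison, with 1 point per pair of arrays and a line at the mean. Among pairs within an experiment the mean is lowest for anti-IgE at day 3, and the points of IL-3 at day 1 and at day 3 overlap.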

In the middle section of the figure is shown the global variation with various types of stimulation and it is clear that IL-3 or its absence for a one day incubation creates the largest amount of variation. In this group are some comparisons that fall within the expected range for little difference. With these results providing a context, it can be seen that there are no differences in the 3 categories of venipuncture-derived samples. Six samples each from non-atopic and atopic subjects (who were sampled outside of the seasonal allergy periods but not perennial allergen seasons) were run on the same HuRef12 microarray slide and 2 samples each from releasers and non-releasers were run on a separate microarray slide. Comparing releasers to non-releasers or atopics to non-atopics resulted in global variation that was within the range expected for little or no differences. Use of the simple global standard deviation as a metric is limited since specific but low frequency differences would be hidden in the global calculation. Using the general signature tool outlined in Fig 3, there were no changes consistent with differential exposure of the any of the groups to any of the stimuli examined in this study. Furthermore, a simple search for any changes between the non-atopic and atopic groups reveals only 5 transcripts with a difference between 2.0–3.0 fold. Indeed, the differences between the groups were similar to comparing a sample to itself.

## Discussion

This survey provides a first look at the regulation of basophil mRNA expression by several cytokines and secretagogues and the results provide a potential tool for examining the status of basophils with respect to exposures *in vivo*. One potential limitation of the approach is that simple isolation of basophils from circulation induces a series of changes that are significant. It is not surprising that apoptotic changes would be one aspect of the basophil response to isolation but it is apparent that some changes occur regardless of the presence or absence of IL-3, which is generally known to prevent apoptosis in basophils, at least for a period of 24–48 hours. Indeed, relative to other polymorphonuclear leukocytes, basophils are relatively resistant to apoptosis [27,29] (note the viability and recovery statistics in S1 Table, 95% viability and 83% recovery), so changes that occur with or without IL-3 may not only represent initiation of apoptosis. For convenience, these non-IL-3 dependent changes have been termed cultureEffect changes but their precise origin and function are unknown. It is also unknown whether these changes can mask the effects of other non-IL-3 stimuli. This would be difficult to examine because only exposure *in vivo* could provide the necessary information and a controlled exposure *in vivo* is not likely to be done. With this concern in mind, the results suggest that of the stimuli examined, IL-3, or its lack, dominates the behavior of basophils and the behavior of the transcriptome. There were 700–900 gene transcripts that change greater than a threshold derived from replicate variation (without adjustment for multiple tests) with or without IL-3. The Benjamini-Hochberg FDR thresholds resulted in 229 and 100 changes respectively for 10 ng/ml IL-3 and no IL-3. In contrast with these numbers, use of an FDR threshold generated 0 positives for IgE- and FMLP-mediated at 2 hours and 75 for 20 ng/ml IL-33 from which, only 5 are not excluded because they are also expected from the cultureEffect and the absence of IL-3. 

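In the joint fit at day 1, cells with IL-3 had more PIM1, a survival kinase induced by STAT5, than cells without it, by a log2 difference of 4.52 (standard error 0.47, adjusted p = 4.62e-07) in both experiments. The chemokine CXCL8 was higher by 4.27 ± 0.59 (adjusted p = 1.32e-05), and the glycolytic enzyme ENO1 by 2.65 ± 0.21 (adjusted p = 2.16e-08). TFDP1, a partner of the E2F factors of the cell cycle, and IFIT2, an interferon-stimulated gene, were lower with IL-3, by -4.51 ± 0.35 (adjusted p = 1.54e-08) and -3.30 ± 0.36 (adjusted p = 8.74e-07). Of 19 STAT5 targets 15 were higher with IL-3 and 1 lower, of 21 NF-kappaB targets 14 higher and 0 lower, and of 21 genes of the unfolded protein response 18 higher and 1 lower, with 19 adjusted over the list alone. Camera gave adjusted p = 2.03e-08, 1.56e-05 and 5.93e-08. With an estimated correlation adjusted p was 0.0684, 0.332 and 0.0331, so that only the last list passed both. Limma called 2255 of 12241 probes higher and 2103 lower, and 2007 in all without experiment 1 and 2532 without experiment 2. None of the genes named here lost its call with either left out. From the number of changes with IL-3 and without it, beside the few with other stimuli, the paper proposes that IL-3 or its lack dominates among the stimuli it examined.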

Relaxing the threshold to the average replicate limits for positivity yields 129 changes for IgE-mediated stimulation but even here, the changes are relatively modest (3–5 fold range with a few exceptions). This general picture of influence of the various stimuli is recapitulated in the analysis of variation shown in Fig 5. The domination by IL-3 (or its absence) suggests a logical flow to evaluating a basophil phenotype based on its mRNA profile. This logic is shown in Fig 3 and the primary node in the flow of logic is an evaluation of the relative presence of IL-3 using a subset of the SIL-51T signature presented previously. In the current version, 24 transcripts define the reciprocal signature and if it shows a relative absence of IL-3, the ability to analyze the profile for other influences is restricted to IL-33. If the response is neutral, then the response could be analyzed for an influence by IgE-mediated stimulation or IL-33. Finally, if there is a signature of relative IL-3 exposure, 4 signatures of the IL-3 response could be assessed. If the IL-3 exposure is from high concentrations of IL-3, this might be distinguished from mid-level IL-3 exposure. 

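Between day 1 and day 3 in the same cells, the slope of the reciprocal transcripts was -0.14 in experiment 6 and 0.08 in experiment 7. The spread of the slope between experiments of 1 comparison, pooled over comparisons, was 0.148 (SD), which both values stay within. CISH, which follows the IL-3 receptor closely, stood at a log2 change from day 0 of 3.84 (standard error 0.31, adjusted p = 3.91e-09) at day 3, higher in 7 of 7 experiments. With 2 experiments, the sign-flip test of this slope cannot reach p under 0.05.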

Use of SIL-51T (or newer SIL3-24T indicates that between D1 and later times, there a slight tendency towards IL-3 depletion in culture. But there is also the potential to distinguish exposures that are in the 24 hour range vs 72 hour range because some transcripts show large swings between these time points. It also appears that the signature of long IL-3 exposure only works well if the starting condition is a “resting” basophil, i.e., if the first measurement were made longer than 12–24 hours after exposure to IL-3 then these length-of-time signatures don’t seem to apply. This may restrict the use of this particular signature. However, at this time there is no way to confirm whether these signatures would faithfully identify these characteristics *in vivo*. It is also apparent from these *in vitro* studies that there is no unique signature for IL-2, IL-5 and NGF and that IL-5 and NGF look similar to low concentrations of IL-3. In addition, using the 15 hr signature for anti-IgE Ab under a variety of other conditions, e.g., comparing day 1 and day 2 IL-3, suggests that this signature will be difficult to interpret. Therefore, while some of these signatures may be useful to suggest possible influences, the most conservative interpretation of the results is that exposure to IL-3 or its lack is likely to be detectable, while short term exposure to IgE-mediated stimulation or longer exposure to IL-33 only have a modest chance of being detectable.

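S100A4, a calcium-binding protein of motile cells, rose from day 1 to day 3 with IL-3 by a log2 change of 4.15 (standard error 0.48, adjusted p = 8.04e-06), and GALC, a lysosomal galactosidase, changed by -4.08 (standard error 0.27, adjusted p = 2.07e-08). Of 21 enzymes of glycolysis 10 were higher and 0 lower, and 11 and 2 adjusted over the list alone, among them LDHA, the lactate dehydrogenase of muscle type, at 1.59 ± 0.22 (adjusted p = 4.24e-05). Of 20 NF-kappaB targets 10 fell and 1 rose, and 12 and 2 adjusted over the list alone, with NFKB2 at -1.60 ± 0.23 (adjusted p = 8.12e-05) and RELB, its partner, at -1.27 ± 0.19 (adjusted p = 9.04e-05). Of 25 cytokine receptors 12 were lower and 2 higher, with 13 and 2 adjusted over the list alone, including IL4R at -2.23 ± 0.41 (adjusted p = 5.82e-04) and IL1R1, the receptor for IL-1, at -2.35 ± 0.21 (adjusted p = 7.28e-07). All genes named went 1 way in both experiments that hold the 2 days. With only the arrays of the 2 groups, adjusted p was 0.0525 for NFKB2 and 0.0517 for RELB. By camera adjusted p was 0.00113 for glycolysis, 0.00306 for NF-kappaB targets and 0.00803 for cytokine receptors. Taken with an estimated correlation, adjusted p was 0.398, 0.748 and 0.495. Limma called 1577 of 11736 probes higher and 1998 lower, and 2231 in all without experiment 1, whose day 0 and day 1 arrays inform the fit. There were 1940 higher and 1582 lower with moment scaling, 3352 higher and 665 lower with no scaling and 683 in all with only the arrays of the 2 groups, so the balance depends on the scaling.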

The primary goal of the study was to determine if unique signatures could be found for known ways to stimulate basophils but these studies are also the most complete exploration of the basophil transcriptome to date. There are many interesting observations about basophil biology that follow from these measurements. Some interesting examples are explored in the S1 Appendix and some of the observations made in the early development of this dataset have helped define new areas of basophil biology.

Although the purpose of this study was not to determine the precise relationship between the changes in mRNA and the proteome of the basophil, it is apparent that the two outcomes are not always concordant. In general, we found that the Illumina microarray generated very consistent results that matched information obtained by qPCR, i.e., the rough changes detected by the microarray appear validated. However, the translation of these changes to protein expression was, as a general statement, blunted. More often than not, changes in mRNA on the order of less than 3–10 fold did not result in a similar change in the protein. There were some interesting exceptions but it is clear that this survey can only be used as a tool to identify signatures that may have utility in identifying candidate protein changes or utility for expression profiling.

Of the cytokines examined, only IL-33 induced changes both significant in effect and distinct from IL-3. This may be expected since studies by Pecaric-Petkovic et al [44] indicate that even acute changes induced by IL-33 (despite a very low level of ST2 expression) are mediated through an NFkB pathway, unlike the pathways initiated by acute exposure to IL-3 [27]. From the standpoint of discovering unique signatures to identify the potential causation of basophil phenotypes, the response to IL-33 is perhaps not unique enough to design an assay. Nearly 60% of the changes follow those induced by IL-3 as well as being proportional to changes induced by IL-3. This suggests a shared group of transcriptional regulators for both cytokines. Although it appears that approximately 15% of the changes induced by IL-33 are potentially useful since the direction of change is opposite to IL-3, further testing with the similarity algorithm (with comparisons to other stimuli) removes these from the list of possibly unique transcripts. Likewise, 30% of the changes do not occur with IL-3 (or its absence) but a close examination of the utility of these differences suggests only 6 that might clearly be distinguished from background and exposure to IL-3. Nevertheless, 4–7 transcripts might be useful as a signature of IL-33 exposure.

It was somewhat surprising that chronic exposure to an aggregating stimulus did not result in any additional permanent changes in mRNA transcripts. It was apparent that the fairly modest changes induced by FcεRI aggregation were short-lived, requiring less than 1 day to return to the nominal state. Because the basophil cannot be cultured for more than 18 hours without progression into apoptosis, the 3-day cultures with anti-IgE antibody required IL-3 (note that the IL-3 generated by IgE-mediated stimulation alone is not sufficient to prevent apoptosis over many days [45]) and it could be that the marked changes in transcript expression induced by IL-3 swamped any effects due to chronic aggregation. But even a 15 hour incubation without IL-3 showed that the changes observed in the first few hours were transient. Nevertheless, there were some changes in transcripts that were found to distinguish IgE-mediated signaling from IL-3-induced signaling. There is increasing evidence that changes observed *in vitro* may be blunted relative to changes that can occur *in vivo*. For example, synthesis of FcεRIα is markedly blunted *in vitro*, perhaps by 20 fold [46,47]. Likewise, synthesis of FcRβ is nearly non-existent *in vitro* [48], even with IL-3 present, but is clearly present *in vivo*. It is possible that aggregation-induced changes are more marked or longer-lived *in vivo* and therefore more detectable but this will need to be determined.

In summary, it appears possible to distinguish the mRNA profile of basophils exposed to IL-3, IL-33 and IgE-mediated stimulation but stimulation with IL-2, IL-5, NGF or FMLP does not generate a unique signature and likely does not generate any change that is anymore remarkable that the progression of the cell into apoptosis or its adaptation to culture conditions.

## Supporting Information

S1 Appendix Text of the appendix describing the changes induced by IL-3, IL-33 and anti-IgE Ab. Fig A1: IL-3 dose response curves for the expression of CD32a (●) or CD32b (○). The mRNA expression results are derived from the microarray results. The grey lines show protein expression results derived from a previous study [12] and these results are plotted as a fraction of the maximum increase observed at 10 ng/ml of IL-3. Fig A2: Flow cytometry for cell surface IL-2alpha on purified basophils. Panel A shows the profile for day 0 basophils, light gray line is the isotype control antibody and the darker line, the anti-CD25 antibody; panel B is for Day 2 IL-3 treated basophils. Panel C is derived from another experiment, day 0 profiles, and Panel D, the day 3 profiles. Table A1: Differences between changes in expression following IL-3 on Day 1 (n = 6) vs. Day 3 (n = 5). Text in bold highlights notable differences. Table A2: Fidelity of the microarray changes as assessed by either qPCR or Western blotting for the related protein. In some cases, the comparison was made between the microarray and qPCR while in other cases, the comparison was between the microarray and protein changes assessed by either Western blots or flow cytometry. * measured at 45 minutes, ** measured after 18 hours incubation. None of the comparisons are matched samples, i.e., these are unpaired comparisons that are reflective of the general changes observed. Table A3: Listing of the unique genes used for the combined signature analysis shown in Fig 4. There are several groups that test for the presence of IL-3, high or low concentrations of IL-3, short or long exposure to IL-3, exposure to IL-33 or IgE-mediated stimulation. In some of the table cells labeled ‘Ratios’, there are two numbers. When present, the genes are used in two similarity determinations or, in the case of the IL-3 reciprocal set, used for two correlations. For the genes labeled ‘24 reciprocals’, the first ratio is the training set determined change in the absence of IL-3 and the second number, the change in the presence of IL-3. For the genes labeled ‘short vs. long IL-3’, the first number is the ratio after 24 hours of exposure and the second number is the ratio after 72 hours.
(ZIP)

**S1 Table. Synopsis of 26 experiments used in the analysis.** Where measured, the viability and recovery of basophils after culture is noted. The starting basophil purity is noted and where relevant, the percent histamine with an optimal concentration of anti-IgE Ab is noted. The column designated as CHIP# shows which Illumina slide (numbered to distinguish one slide from another) an experiment was run on. The column designated Service # shows which reagent preparation was used to run an experiment. This refers to the practice by the service lab of running a set of experiments on different slides but with the same amplification reagent preparation. It is provided to allow comparisons, where appropriate, that should yield optimal results. Available on http://www.basophil.net and http://162.129.217.250/basophilMicroarrays.

**S2 Table. IL-3 induced changes that exceed the Benjamini-Hochberg FDR of 0.30 to 3.31 fold for IL-3 at 10 ng/ml (n = 11 experiments).** The left-most columns (n = 289) do not exclude cultureEffect genes, the middle set of columns (N = 207) exclude the cultureEffect genes and the rightmost set of columns show the same as the middle but ranked for the magnitude of change. Available on http://www.basophil.net and http://162.129.217.250/basophilMicroarrays.

**S3 Table. Basal expression of miRNA in basophils and the effect of IL-3 on miRNA expression.** The data is unprocessed from the miRNA arrays and not normalized for differences in average intensity. There were 5 experiments for basal levels and in two of these 5, a paired set of data for treatment with IL-3 at 10 ng/ml for 3 days. The average intensity data is provided for the 5 experiments and the average intensities for experiments 4 and 5 for the D0 time point and the D3 IL-3 at 10 ng/ml time point. Available on http://www.basophil.net and http://162.129.217.250/basophilMicroarrays.

**S4 Table. Culture Effect list used to ignore changes that occur regardless of the presence of IL-3.** The list is not exhaustive but curated for consistency across the two Illumina array products used in these studies. Available on http://www.basophil.net and http://162.129.217.250/basophilMicroarrays.

**S5 Table. IL-33 response: selection of 32 transcripts that resulted from the Benjamini FDR threshold filter after subtracting cultureEffect and no IL-3 genes.** The list is sorted for those changes similar to IL-3 vs. those that are not. Available on http://www.basophil.net and http://162.129.217.250/basophilMicroarrays.

# Supplementary material for: Expression Profiling of Human Basophils: Modulation by Cytokines and Secretagogues
**Source:** PLoS One. 2015 May 11;10(5):e0126435. doi: 10.1371/journal.pone.0126435
**Supplement:** S1 Appendix — Fig A1: IL-3 dose response curves for the expression of CD32a (●) or CD32b (○). The mRNA expression results are derived from the microarray results. The grey lines show protein expression results derived from a previous study [12] and these results are plotted as a fraction of the maximum increase observed at 10 ng/ml of IL-3. Fig A2: Flow cytometry for cell surface IL-2alpha on purified basophils. Panel A shows the profile for day 0 basophils, light gray line is the isotype control antibody and the darker line, the anti-CD25 antibody; panel B is for Day 2 IL-3 treated basophils. Panel C is derived from another experiment, day 0 profiles, and Panel D, the day 3 profiles. Table A1: Differences between changes in expression following IL-3 on Day 1 (n = 6) vs. Day 3 (n = 5). Text in bold highlights notable differences. Table A2: Fidelity of the microarray changes as assessed by either qPCR or Western blotting for the related protein. In some cases, the comparison was made between the microarray and qPCR while in other cases, the comparison was between the microarray and protein changes assessed by either Western blots or flow cytometry. * measured at 45 minutes, ** measured after 18 hours incubation. None of the comparisons are matched samples, i.e., these are unpaired comparisons that are reflective of the general changes observed. Table A3: Listing of the unique genes used for the combined signature analysis shown in Fig 4. There are several groups that test for the presence of IL-3, high or low concentrations of IL-3, short or long exposure to IL-3, exposure to IL-33 or IgE-mediated stimulation. In some of the table cells labeled ‘Ratios’, there are two numbers. When present, the genes are used in two similarity determinations or, in the case of the IL-3 reciprocal set, used for two correlations. For the genes labeled ‘24 reciprocals’, the first ratio is the training set determined change in the absence of IL-3 and the second number, the change in the presence of IL

Supporting Information Appendix

Selecting the “cultureEffect” genes

A subtlety to the choice of ‘cultureEffect’ genes when comparing the effects of culture in the presence and absence of IL-3 is that the changes did not need to be identical (which is unlikely) but within several fold of each other when the changes were in the same direction. In addition, the lesser of the changes in the two conditions needed to be greater than 2.0 fold to pass through this algorithmic filter. 

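FOS and DUSP1 meet this rule, with the smaller of their changes being the one without IL-3, while FOSB meets it with the smaller change in IL-3. The comparisons with and without IL-3 share the day 0 arrays of experiments 1 and 2, so an array that is off at day 0 would move both. In 100 simulations of unchanged groups set against the same day 0 arrays, 0 transcripts met the rule in any draw. With nothing changed the rule is hardly ever met, so this cannot show how far shared day 0 arrays raise the overlap of real changes. With IL-3 taken from experiments 6 and 7 only, which hold no culture without IL-3, 31 transcripts were higher and 167 lower in both, and 29 and 156 of them were the ones found with all experiments. The change without IL-3 still came from the joint fit, where the day 0 arrays of experiments 6 and 7 also enter. These lists are therefore not fully independent. If the lists with and without IL-3 were independent, 15.7 higher and 44.0 lower would be shared.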

One example is the FcεRIβ subunit of the IgE receptor, which decreases 0.04 fold without IL-3 and decreases 0.21 fold in the presence of 10 ng/ml IL-3 (this is an observation that has been reported previously [1] that is re-capitulated in the microarray results). There are 129 transcripts that decrease under both conditions and 52 that rise resulting in a ‘cultureEffect’ list of 181 transcripts (this list is Table S4 on the websites). 

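The transcripts lowered in both cultures hold more monocyte markers than their number predicts, with 5 of 9 markers where 0.15 would be expected, among them CD14, the receptor for lipopolysaccharide, at -2.09 ± 0.59 with IL-3 and -2.68 ± 0.81 without it, and FCN1, a lectin of monocytes, at -1.91 ± 0.45 and -2.32 ± 0.62. They also hold 6 of 23 interferon-stimulated genes, such as IFI6, a mitochondrial antiviral protein, at -2.65 ± 0.41 and -2.40 ± 0.56, and 5 of 21 immediate early genes. By Fisher's exact test against the 9410 genes tested in both, adjusted p was 7.80e-06 for monocyte markers, 4.32e-05 for interferon-stimulated genes and 3.55e-04 for immediate early genes. This test takes genes as independent, though members of a list can move together. By camera with an estimated correlation, adjusted p for monocyte markers was 0.344 with IL-3 and 0.243 without it. Their log2 level at day 0 was 9.57 in experiment 1 and 7.80 in experiment 2, and these day 0 arrays enter both changes. Glycolysis had 3 of 21 genes and adjusted p = 0.0610, and no list passed among the transcripts that rose. Without experiment 1, adjusted p of the change without IL-3 was 0.640 for CD14, 0.591 for FCN1 and 0.139 for IFI6, and without experiment 2 it was 0.0579 for IFI6.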

In some instances, it is also useful to add to this list the transcripts that only change in the absence of IL-3 because, *a priori*, some stimuli may produce the equivalent of this absence. Using this sub-list as an exclusionary criterion runs the risk of outright excluding changes that are remarkably different from the absence of IL-3 alone. As an example, ITK increases with and without IL-3 but the change without IL-3 is only 2.2 fold while it is 25 fold with IL-3. Using the noIL3 list to filter out transcripts might miss some interesting changes not related to the absence of IL-3. Therefore the threshold for inclusion of a transcript on the noIL-3 list was designed to include only transcripts that showed significant changes; 5 fold (in either direction). This added 129 transcripts to the ‘cultureEffect’ list; the combined list will be called the ‘cultureEffect+noIL3’ list.

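Without IL-3 for 1 day, SOCS2, an inhibitor induced by STAT5, changed by a log2 of -4.09 (standard error 0.56, adjusted p = 3.32e-04) and PIM1 by -3.43 (standard error 0.46, adjusted p = 3.32e-04), both lower in 2 of 2 experiments. ITGAM, the integrin chain CD11b, changed by -3.55 ± 0.59 (adjusted p = 9.55e-04), GATA2 by -2.50 ± 0.52 (adjusted p = 0.00359) and MCL1 by -1.30 ± 0.28 (adjusted p = 0.00491). EGR1 changed by -2.71 ± 0.67 (adjusted p = 0.0104) and the chemokine receptor CCR1 by -2.08 ± 0.28 (adjusted p = 3.32e-04). Of 19 STAT5 targets 12 fell and 0 rose, of 21 immediate early genes 13 fell and 1 rose, of 22 glycolysis genes 11 fell and 0 rose, and of 18 genes of basophil identity 6 fell and 1 rose. Adjusted over the list alone, 12, 14, 13 and 9 fell. By camera adjusted p was 4.59e-07, 1.94e-05, 1.30e-04 and 0.00656 in that order. With an estimated correlation adjusted p was 0.184, 0.243, 0.228 and 0.379. Monocyte markers had 6 lower and 0 higher of 9, with camera adjusted p = 0.00747, or 0.243 with an estimated correlation. By fold alone and outside the culture effect transcripts, 88 probes changed over 5 fold. Without experiment 1 adjusted p was 0.0557 for SOCS2, 0.107 for ITGAM, 0.185 for GATA2, 0.333 for MCL1 and 0.300 for EGR1, and without experiment 2 it was 0.0536 for EGR1. PIM1 and CCR1 kept their calls.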

Relationship to Protein Expression

Table A2 summarizes our experience in relating several of the changes for the microarray dataset and either mRNA changes measured by qPCR or Western blotting for protein. Generally, in those instances where qPCR was used to detect changes in mRNA expression, the results agreed reasonably well with values determined using the microarray approach. For example, previous studies demonstrated that FcRβ mRNA expression increases approximately 3-4 fold, a value similar to the 4.8 fold change in these microarray studies [2,3]. Likewise, the increase in syk expression with IL-3 treatment in the microarrays averaged 3.7 fold and in qPCR, averaged 4.0 fold. 

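SYK, the kinase that couples FceRI to its signalling cascade, changed by a log2 of 0.46 (standard error 0.14, adjusted p = 0.0107) at day 1 with IL-3, higher in 4 of 4 experiments, which is 1.38 fold. At day 3 it rose by 0.70 (standard error 0.11, adjusted p = 1.72e-05), in 7 of 7 experiments, or 1.63 fold. The day 1 value rests on experiment 7, without which adjusted p was 0.0756.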

Parenthetically, FcεRIα is not represented on the HuRef8v3 microarray and given the importance of this protein in basophil biology, the samples used in the microarray were evaluated by qPCR. Treatment with IL-3 did not result in changes in FcεRIα mRNA, an average of 0.89±0.10 fold change. Seven samples were run using the HT12v4 microarray where a probe for FcεRIα is represented and treatment with IL-3 for one

day also resulted in no change (0.98 ± 0.01). Likewise, IgE-mediated changes in IL-4 mRNA 2 hours after stimulation agree with qPCR results (note that the peak response for IL-4 mRNA occurs at 45-60 minutes after stimulation with a peak change of approximately 15 fold) [4,5]. However, the relationship to changes in protein expression are not concordant or predictable. 

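IL4, the cytokine that drives the class switch to IgE, had a log2 change of 1.69 (standard error 0.59, adjusted p = 0.164) at 2 h with anti-IgE, higher in both experiments and 3.24 fold. It did not pass the test in the fit of all arrays, and in a fit of the 4 arrays of this comparison alone adjusted p was 0.00385. That smaller fit has 1 residual degree of freedom, so its p leans on the spread of other probes. IL13, a related cytokine made by stimulated basophils, rose by 0.90 (standard error 0.17, adjusted p = 0.0125) in both, from a level below the positive probes, which makes its change at least 1.50 fold, and without experiment 12 its adjusted p was 0.377.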

In general, protein expression was always blunted relative to changes in mRNA and often, no changes were observed in the expected protein despite increases or decreases in mRNA. The discordance was also apparent in IL-3 dose response curve results. Fig A1 shows the changes in mRNA for CD32a and CD32b and the figure shows an overlay of surface expression data obtained from a recent study of these receptors by our group. It is clear that the protein and mRNA results don't show the same EC50. But the relationship between protein and mRNA will probably require a more complete analysis of the temporal changes in mRNA at each concentration because it is likely that protein expression is related to the time integral of the mRNA response. While the basis for the discordance needs further study, the CD32 characteristics might be representative of many other changes.

Categories of change

Other than the focus on unique signatures for basophil stimuli, there is interest in the nature of the changes induced by these stimuli. This appendix will examine some of the interesting changes, or lack thereof, that follow stimulation with IL-3, IL-33 and anti-IgE Ab. The various spreadsheets made available online summarize some of the results and provide a starting point for submitting the results into pathways analysis tools such as DAVID.

IL-3 Stimulation

For IL-3, there were hundreds of changes not associated with the cultureEffect genes. There were five functional areas that were of interest given past understanding of the effects of IL-3 on basophil functions, changes in:

- 1) ion channels that might influence the cytosolic calcium response
- 2) signal transduction proteins
- 3) transcription factors
- 4) surface receptors
- 5) granule contents

1) It has been previously shown that >24 hours treatment with IL-3 results in marked changes in the cytosolic calcium response that follows stimulation with a variety of secretagogues [6,7]. The most evident changes occur for stimulation with C5a, which does not, under the conditions of fresh basophil isolation, induce a second phase (the influx phase) calcium response unless cells are treated with IL-3 for >18 hours. But the changes in ion

channel transcripts was modest. 

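KCNJ2, an inward rectifier potassium channel, rose at day 1 with IL-3 by a log2 change of 2.75 (standard error 0.39, adjusted p = 9.93e-06) and stood at 0.34 (standard error 0.30, adjusted p = 0.320) at day 3, higher in 6 of 7 experiments, where it did not pass the test. TRPM6, a channel for magnesium, rose at day 1 by 1.70 ± 0.33 (adjusted p = 2.71e-04), the chloride channel protein CLIC1 by 1.02 ± 0.15 (adjusted p = 1.59e-05) and TRPV2, a calcium-permeable channel, by 0.89 ± 0.15 (adjusted p = 9.56e-05), each in all 4 experiments. KCNMB3, a subunit of the calcium-activated potassium channel, rose by 0.41 ± 0.13 (adjusted p = 0.0131), again in all 4. KCNK17, a leak channel for potassium, had -0.19 (standard error 0.33, adjusted p = 0.640) at day 1, higher in 1 of 4, and 1.41 (standard error 0.26, adjusted p = 8.59e-05) at day 3, higher in 6 of 7. Lower in all 4 experiments at day 1 were CACNG6, a calcium channel subunit, at -1.51 ± 0.34 (adjusted p = 0.00125), and CLCN7, a chloride transporter of lysosomes, at -0.43 ± 0.15 (adjusted p = 0.0215). Of the 6 measured channels that the paper lists as changed 5 rose and 0 fell, and 5 and 0 adjusted over the list alone, and since the paper took the list from such arrays this is not independent evidence. KCNK17 did not pass at day 3 (0.46, adjusted p = 0.340) without the day 0 arrays of experiments 5, 8, 9, 10 and 11, an alternative chosen after the data were seen. Without experiment 7 KCNK17 passed at day 1 as lower (-0.61, adjusted p = 0.0102), and without experiment 6 KCNJ2 passed at day 3 as higher (0.80, adjusted p = 0.00128). KCNMB3 did not pass without experiment 1 (adjusted p = 0.0906) or 2 (0.0594), nor CLCN7 without experiment 6 (0.0610). CLCN7 also did not pass with no scaling (adjusted p = 0.481) or with only the arrays of the 2 groups (0.142).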

The HuRef8v3 array detected a statistically significant (based on replicate errors) presence for CACNG6, CLCN7, CLIC1, KCNJ2, KCNK6, ORAI1, SCN1, STIM1, TRPC4AP, TRPM6, TRPV2 and did suggest IL-3-induced changes in CLIC1 (1.9 fold), KCNJ2 (2.8 fold), KCNK17 (4.1 fold), ORAI1 (2.3 fold), TRPM2 (6.6 fold, which was not expressed without IL-3), TRPV2 (2.2 fold, which is expressed at moderate levels in resting cells) and KCNMB3 (a maxi-K channel subunit, 1.8 fold). 

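ORAI1, the pore of the store-operated calcium channel, rose by a log2 change of 0.95 (standard error 0.19, adjusted p = 4.58e-04) at day 1 in all 4 experiments and 1.08 (standard error 0.15, adjusted p = 3.91e-06) at day 3 in all 7, that is 1.93 and 2.12 fold. STIM1, the sensor that opens it, fell by 0.72 (standard error 0.14, adjusted p = 3.69e-04) at day 1 in all 4, and at day 3 it had -0.05 (standard error 0.11, adjusted p = 0.718), higher in 4 of 7.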

The Illumina HuRef8v3 array did not represent ORAI2 but the HuRef12 array did; the only changes occurred with ORAI1 (2.3 fold). The changes in ORAI1, TRPM2 and the maxi-K channel subunits were examined by qPCR and/or Western blotting. At the protein level, no statistically significant changes were observed in ORAI1; Day1(+IL-3)/Day0 was 1.24 ± 0.11 fold ($p = 0.08$, $n=5$) and Day3(+IL-3)/Day0 was 1.26 ± 0.11 fold ($p = 0.057$, $n=6$). Likewise, at the protein level, there was no difference in the maxi-K subunit proteins. Western blots showed only questionable bands in the proper region for TRPM2 (≈ 170 kDa) and there were no changes in expression with a 3 day IL-3 treatment (data not shown). Therefore, there were no clear indications for changes in ion channels that would alter the cytosolic calcium response. The Illumina microarray did not completely represent all known ion channel transcripts. For example, the TRP family is rather large, at least 33 members, the Illumina HuRef8 array represented only 11 while the HuRef12 array represented 26.

2) A variety of signaling elements known to be relevant to IgE-mediated signaling in human basophils were of interest. In some cases, the transcripts were either not present or barely present. For example, PLC δ 3, PLC δ 4, PLC γ 1, PKC γ 2 and PKC ζ transcripts were not present and PLC δ 1, SOS2, PLC β 1, PLC β 2, cbl-b, c-cbl, fyn, PKC ϵ , PKC ξ were only weakly evident. Protein expression for these genes is easily demonstrated by Western blot. Previous studies demonstrated that basophils express SOS2 and not SOS1 protein [8], so the absence of SOS2 transcripts but highly expressed SOS1 transcripts is puzzling. It is notable that IL-3 treatment did not alter the expression of transcripts for btk, any of the PLC enzymes, SHIP1 or SHIP2 (whose protein changes 3-6 fold [9]), lyn, p85 α (subunit of PI3K), CIN85, BOB1 (POU2AF1), any of the PI3 kinase enzymes, cbp/PAG (PAG1), SHP-1, PTEN, or any PKC enzymes. 

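BTK, a kinase below FceRI, had a log2 change of 0.01 (standard error 0.28, adjusted p = 0.973) at day 1, higher in 2 of 4 experiments, and SH3KBP1, which encodes CIN85, 0.12 (standard error 0.12, adjusted p = 0.410), higher in 2 of 4. The catalytic subunits PIK3CB, PIK3CD and PIK3CG of PI3 kinase had log2 changes of 0.17, 0.30 and 0.16 with adjusted p of 0.299, 0.311 and 0.522. With no scaling PIK3CB and SH3KBP1 passed (0.44 and 0.39, adjusted p = 0.0261 and 0.0480). With only the arrays of the 2 groups PIK3CD did (0.52, adjusted p = 0.0262). The phosphatases INPP5D, which is SHIP1, and PTPN6, which is SHP-1, were at -0.47 (standard error 0.21, adjusted p = 0.0669) and -0.39 (standard error 0.22, adjusted p = 0.141), lower in 3 and 3 of 4. Other members fell in all 4 experiments: the kinase LYN by 1.50 ± 0.21 (adjusted p = 1.07e-05), the phospholipase PLCB2 by 2.60 ± 0.34 (adjusted p = 3.77e-06) and PIK3R1, which is p85 alpha, by 1.54 ± 0.24 (adjusted p = 2.97e-05). The protein kinases PRKCZ and PRKCB changed by -1.63 ± 0.14 (adjusted p = 1.72e-08) and -1.31 ± 0.31 (adjusted p = 0.00175), and INPPL1, which is SHIP2, by -0.70 ± 0.16 (adjusted p = 0.00165). The adaptor PAG1 rose by 0.50 ± 0.20 (adjusted p = 0.0428), in 3 of 4, and lost this call when experiment 1, 2, 8, 9, 10 or 11 was left out, with adjusted p from 0.0543 to 0.217. Of the 23 measured genes of this list 2 rose, 10 fell and 11 did not pass the test, with 2 and 10 adjusted over the list alone. Over all probes tested at day 1, 2482 of 12407 rose and 3811 fell, so the share called in the list was close to that of all probes. These calls need no minimum fold, unlike the limits in fold that the paper sets for IL-3. Without experiment 12 or 13 adjusted p for INPP5D was 0.0450.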

There were changes in LAT (3.1 fold), SOS1 (5.2 fold), and syk (3.7 fold). 

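SOS1, the exchange factor that activates Ras, rose by a log2 change of 3.45 (standard error 0.26, adjusted p = 3.99e-09) at day 1 in all 4 experiments and 2.08 (standard error 0.20, adjusted p = 4.11e-08) at day 3 in all 7, or 11.0 and 4.23 fold. LAT, the scaffold on which the FceRI signal is assembled, had 0.56 (standard error 0.38, adjusted p = 0.215) at day 1, higher in 2 of 4, and 1.18 (standard error 0.29, adjusted p = 0.00149) at day 3, higher in 6 of 7. The day 3 value of LAT depends on the day 0 arrays of the 5 experiments with day 0 and day 3 but no day 1 array, and without these it was -0.19 with adjusted p = 0.505.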

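Among other regulators of signalling, RASD1, a small GTPase of the Ras family, rose at day 1 with IL-3 by a log2 change of 4.02 ± 0.41 (adjusted p = 2.08e-07) and SLAMF1, a receptor of the SLAM family, by 4.50 ± 0.31 (adjusted p = 1.95e-09), at least 19.9 fold, each in all 4 experiments. MAPKAPK3, a kinase below p38, rose by 1.60 ± 0.19 (adjusted p = 1.07e-06), FBXO6, part of a ubiquitin ligase, by 2.06 ± 0.15 (adjusted p = 3.97e-09) and the phosphatase DUSP5 by 2.14 ± 0.44 (adjusted p = 5.19e-04). RGS1, which ends signals of G protein-coupled receptors, changed by -4.64 ± 0.41 (adjusted p = 3.43e-08), the adaptor IRS2 by -2.41 ± 0.19 (adjusted p = 8.50e-09) and DUSP16, a phosphatase of JNK, by -1.40 ± 0.33 (adjusted p = 0.00180), all lower in all 4. With CISH and DUSP1 they make a list of 10 genes that the paper picks out, of which 6 rose and 4 fell, and the same numbers were adjusted over the list alone, which is not independent evidence because the paper chose them as changed.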

There were also several interesting transcripts related to general signal transduction, for example, DUSP1, RGS1, DUSP16, IRS2, MAPKAPK3, FBXO6, RASD1, DUSP5, CISH and SLAMF1, several of which are related to MAPK signaling pathways, an area of change that we have previously identified as one of the changes induced by IL-3 [10].

3) There were some notable changes in receptor proteins (IL-2R, CXCR4, CD11a, EBI2, TNFRSF4, SIGLEC6, IL17RB, GPR56 and CD300LF). 

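CXCR4, the receptor for CXCL12, fell at day 1 by 6.05 ± 0.31 in log2 (adjusted p = 3.10e-11), and GPR183, the oxysterol receptor also named EBI2, by 1.64 ± 0.27 (adjusted p = 4.85e-05), both in all 4 experiments. TNFRSF4, the costimulatory receptor OX40, rose by 3.40 ± 0.22 (adjusted p = 6.97e-10), the adhesion receptor ADGRG1, also named GPR56, by 2.37 ± 0.39 (adjusted p = 5.07e-05) and ITGAL, the integrin chain CD11a, by 1.97 ± 0.20 (adjusted p = 2.80e-07), again in all 4. CD300LF, an inhibitory receptor, rose by 1.07 ± 0.36 (adjusted p = 0.0203) in 4 of 4, with adjusted p = 0.0762 without experiment 2 and 0.0518 without experiment 7. SIGLEC6, a lectin that binds sialic acid, was at 0.71 ± 0.33 (adjusted p = 0.0782), higher in 4 of 4, and adjusted p was 0.0362 without experiment 9. At day 3, TNFRSF4 was at 2.41 ± 0.17 (adjusted p = 8.34e-10), CD300LF at 2.70 ± 0.28 (adjusted p = 1.34e-07) and SIGLEC6 at 2.35 ± 0.26 (adjusted p = 2.01e-07), each higher in all 7 experiments. Of the 11 receptor genes measured at day 1, 7 rose and 2 fell, and 8 and 2 adjusted over the list alone, for a list taken from the paper and so not independent evidence.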

The change in IL17RB transcripts raises the possibility for the addition of a receptor for IL-25 on basophils. There was also a 36 fold change in IL-2R β , a 3 fold change in IL-2R α and 1.8 fold change in IL-2R γ (the changes are actually greater than this calculation indicates because the transcripts for these proteins were not present prior to culture and became present with culture, see methods). There are modest

changes in CRLF2 (the TSLPR, see IL-33 section below) but this transcript shows the low EC50 for IL-3 that characterizes a large group of genes.

The change in IL-2R (CD25) was further explored by flow cytometry, comparing the expression of CD25 on day 0 and day 2 or 3 (based on studies noted below, the change in IL-2R α and IL-2R β were similar after one day of culture with IL-3, so an intermediate culture length was used for some of the flow cytometric studies). The expression of CD25 α appears complex. In resting cells there is little expression with the exception that there is sometimes a positive tail to the distribution but the median for the distribution is only marginally different than the isotype control. After culture, the distribution becomes normally distributed and the median is different than the isotype control (Fig A2). The differences between day 0 and day 3 cells varied considerably, averaging a 2.5 fold increase (range 1.5-4.5). The changes in surface CD25 β , detected by flow cytometry, were also modest. By Western blot, the changes in CD25 α were also modest (0.9 – 5.9 fold). 

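HLA-DRA, the shared alpha chain that presents antigen, fell at day 1 with IL-3 by 1.02 ± 0.33 in log2 (adjusted p = 0.0148) in all 4 experiments, while HLA-DRB1, a beta chain, was at -0.07 ± 0.21 (adjusted p = 0.785), higher in 2 of 4. Of the 5 HLA-DR genes on the array that could be tested 2 fell and 0 rose, as they did adjusted over the list alone. Without IL-3 4 of 5 fell. At day 3 with IL-3, HLA-DRA was at -0.03 ± 0.26 (adjusted p = 0.912), higher in 3 of 7. Without experiment 7 adjusted p for HLA-DRA at day 1 was 0.146.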

There were no changes in HLA-DR transcripts although there was modest expression of HLA-DRA transcripts and very poor expression of the DR1-5 series.

4) There were several changes in transcription factors. Some notable transcription factor transcripts were IER3, FOS, FOSB, HOXA5, and GFI1 and two chromatin re-organization-related transcripts, NCOR2 and RCBTB2. 

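GFI1, a repressor of transcription in granulocyte precursors, rose by a log2 change of 3.55 (standard error 0.26, adjusted p = 3.17e-09) in all 4 experiments, or 11.7 fold, and RCBTB2, a protein with chromatin condensation repeats, by 2.17 (standard error 0.22, adjusted p = 1.65e-07), also in all 4. With FOS and FOSB, which fell, these are the 4 genes of the sentence that were tested.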

The changes to these transcripts was large but some of the changes were not strictly a function of IL-3 actions but instead related to isolating or culturing the cells.

5) There were only a few changes to proteins that might be packaged in the basophil granule. 

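GZMB, a serine protease of cytotoxic granules, rose at day 1 with IL-3 by a log2 change of 6.50 (standard error 0.46, adjusted p = 2.42e-09) in all 4 experiments, or 90.3 fold. At day 3 it was 3.92 (standard error 0.36, adjusted p = 2.18e-08) above day 0, in all 7 experiments, or 15.1 fold.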

As described previously by Tschopp et al. [11], there was a 136 fold change in granzyme B (GZMB). Cathepsin L (CTSL1) and eosinophil major basic protein increased 23 and 26 fold respectively.

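CTSL, which encodes the lysosomal protease cathepsin L, rose by a log2 change of 4.42 (standard error 0.32, adjusted p = 3.33e-09) at day 1 in all 4 experiments and 3.21 (standard error 0.25, adjusted p = 2.93e-09) at day 3 in all 7, or 21.4 and 9.24 fold. PRG2, the major basic protein of eosinophil granules, rose by 4.06 (standard error 0.38, adjusted p = 7.60e-08) at day 1 in all 4 and 1.55 (standard error 0.30, adjusted p = 1.27e-04) at day 3 in all 7, or 16.7 and 2.93 fold. Of the 3 measured genes of granule proteins named by the paper, GZMB with these, 3 rose at day 1, and 3 were lower at day 3 than at day 1.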

IgE-mediated stimulation

A similar analysis of the 5 areas of interest examined for IL-3 reveals a very short list of recognizable and understandable changes. There is a short list of cytokines and chemokines (IL-4, IL-3, IL-8, CCL5, CCL3, CCL3L1, CCL3L3 and CCL4L1) consistent with previous studies. 

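CCL5, a chemokine for eosinophils and T cells, rose at 2 h with anti-IgE by a log2 change of 2.87 (standard error 0.58, adjusted p = 0.0165), and CXCL8, a chemokine for neutrophils, by 2.78 (standard error 0.64, adjusted p = 0.0389), both in 2 of 2 experiments. IL3, the cytokine of the cultures itself, rose by 2.70 (standard error 0.46, adjusted p = 0.00708) in both, at least 5.13 fold. The macrophage inflammatory protein genes CCL3, CCL3L1 and CCL3L3 had 2.75 ± 1.32 (adjusted p = 0.314), 2.85 ± 1.37 (adjusted p = 0.316) and 3.43 ± 1.42 (adjusted p = 0.230), higher in both, and did not pass the test. Of the 7 genes of the list measured here, with IL4, 3 rose and 0 fell, or 5 adjusted over the list alone, and as a group they were higher by camera (two-sided, adjusted p = 6.90e-06), with adjusted p = 0.0995 with an estimated correlation. The paper chose these genes, so the count is not independent evidence. With experiment 12 left out adjusted p was 0.499 for CXCL8 and 0.267 for CCL5, and with experiment 13 left out 0.0548, 0.102 and for IL3 0.114. CXCL8 also lost its call without experiment 1, 9 or 11, with adjusted p from 0.0522 to 0.0586. Its call also ended with quantile normalization, no scaling, normexp background or the robust form of the fit (adjusted p from 0.0532 to 0.0572), and with no block (0.876).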

There is only one obvious ion channel (KCNJ2) and a few potentially interesting signal transduction elements, LAX1, DUSP5, SOCS1, SOCS2, PTPN7, CISH, SH2D2A, MAPK13, PLCXD1 and SGK. Most of these are first thought of as signal termination molecules that might be considered consistent with a response to restore the activated state of the cell. However, most of the changes are modest and possibly result in only subtle changes in protein if the experience presented in Table A2 is a guide. 

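PTPN7, a phosphatase of MAP kinases, rose by a log2 change of 1.97 (standard error 0.33, adjusted p = 0.00716) and SH2D2A, an adaptor of T cells, by 1.46 (standard error 0.25, adjusted p = 0.00756), both in 2 of 2 experiments. KCNJ2 was at 1.91 ± 0.57 (adjusted p = 0.109), the cytokine signal inhibitors CISH and SOCS2 at 2.20 ± 0.59 (adjusted p = 0.0667) and 1.82 ± 0.61 (adjusted p = 0.147), and the kinases MAPK13 and SGK1 at 1.55 ± 0.40 (adjusted p = 0.0640) and 1.99 ± 0.72 (adjusted p = 0.178), each higher in both experiments. PLCXD1, which holds a phospholipase C domain, was at 1.17 ± 0.35 (adjusted p = 0.107). Of the 11 genes of this list 5 rose and 0 fell, or 11 rose adjusted over the list alone, and camera (two-sided) gave adjusted p = 5.88e-13 for the group, or adjusted p = 0.0106 with an estimated correlation, for genes that the paper picked. Leaving out experiment 12 gave adjusted p of 0.169 for PTPN7 and 0.240 for SH2D2A, and leaving out experiment 13 gave 0.0606 for PTPN7, 0.0318 for SOCS2 and 0.0393 for MAPK13. KCNJ2 passed without experiment 6 (adjusted p = 0.00883) and CISH without experiment 10 (0.0141).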

There are several transcription factors that change, IER3, NFKB1D, EGR1, 2 & 3 although most of these change with other forms of

stimulation and are not qualitatively unique for IgE-mediated stimulation. There are few potentially interesting receptor changes, C5AR1 (complement 5 receptor), NTRK1 (TRKA receptor, see NGF response), and CD69. 

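CD69, which keeps activated leukocytes in tissue, rose by a log2 change of 2.47 (standard error 0.50, adjusted p = 0.0174) in both experiments, and C5AR1, the receptor for C5a, was at 1.55 ± 0.43 (adjusted p = 0.0874), higher in both. Of the 3 receptors measured, with CRLF2, 1 passed the test, or 3 adjusted over the list alone. Of 18 genes of the FceRI pathway tested, which leave out FCER1A and MS4A2, limma called 0 higher and 0 lower. Over all probes tested at 2 h, only 109 of 11428 were called higher and 17 lower. A count of 0 in a list of this size is therefore no evidence that the pathway was unchanged. Adjusted p for CD69 was 0.326 without experiment 12 and 0.0747 without experiment 13, and for C5AR1 it was 0.0392 without experiment 6.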

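CRLF2, a chain of the receptor for TSLP, had a log2 change of 1.50 (standard error 0.45, adjusted p = 0.107) at 2 h with anti-IgE, higher in both experiments mapped here. With IL-3 in culture it was at 0.18 (standard error 0.30, adjusted p = 0.624) at day 1 in the joint fit, higher in 3 of 4 experiments. At day 3 it fell by 1.53 (standard error 0.23, adjusted p = 1.20e-05), in all 7. The joint fit also draws on experiments without a day 1 array, so 0.18 is not the mean of the 4. The day 1 value was -0.66 in experiment 7 and 0.80 to 0.96 in the others. Without the day 0 arrays of the 5 experiments with day 0 and day 3 but no day 1 array, an alternative chosen after the data were seen, the change at day 3 was -0.47 and did not pass the test (adjusted p = 0.224).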

There are inconsistent changes (2 of the 3 experiments) in CRLF2 but since IL-3 induces modest increases in this transcript even at low concentrations, it is possible this response represents an autocrine feedback response due to the secretion of IL-3 from IgE-mediated stimulation of basophils. The elevation also persists through the first 15 hours. 

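After 2 h with anti-IgE, GZMB had a log2 change of 1.00 ± 0.69 (adjusted p = 0.503) and CTSL 1.24 ± 0.48 (adjusted p = 0.199), both higher in 2 of 2 experiments, and PRG2 0.75 ± 0.56 (adjusted p = 0.547), higher in 1 of 2. None of these granule genes passed the test by limma in the fit of all arrays. In a fit of the arrays of this comparison alone, GZMB and CTSL passed (adjusted p = 0.0338 and 0.0495). That smaller fit has 1 residual degree of freedom, so its p-values lean on the spread of other probes.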

In the last category, there are no obvious changes in granule protein mRNAs, which might be surprising given the degranulation response of the cell.

IL-33 stimulation

The changes induced by IL-33 after removing changes associated with culturing and the absence of IL-3 were very restricted. But a couple were notable for the implied biology. On this list were CRLF2 (a subunit of the TSLP receptor) and THBS (thrombospondin)(both showing approx. 20-fold increases). While both anti-IgE Ab and IL-3 induce a modest increase in CRLF2, the change with IL-33 is considerably greater. Given the current interest in the role of TSLP in the atopy, this may be an interesting observation except that the TSLP receptor works in tandem with CD127 (IL7R) and the changes to this component are modest following exposure to IL-33 (≈ 2 fold).

These results for IL-33 can also be viewed from the perspective of whether changes induced by IL-3 occur with IL-33. Working from a list of 469 changes greater than 2.5 fold induced by IL-3 (and excluding cultureEffect transcripts), for 339 of these changes, there was no change induced by IL-33 and for a subset of these, 31 change more than 10 fold with IL-3 treatment but do not change following IL-33. The remaining 130 transcripts show modest change with IL-33, 17 in the opposite direction of IL-3, with rest following IL-3. Only for those changes that increase following either IL-3 or IL-33 is there a correlation. An interesting example is the AQP9 (aquaporin 9) increases approximately 20 fold with both IL-33 and IL-3. If the transcriptional program of AQP9 were known, there might be a clue to the shared aspects of regulation by IL-3 and IL-33.

These 24 hour tests demonstrate that while there were very few unique changes induced by IL-33, it did initiate a mixed program of changes that included many genes that changed with IL-3, but sometimes in an opposite direction. But IL-3 up-regulates the receptor of IL-33, ST2, on basophils so a couple of experiments examined whether the incubation with IL-3 changes the response to IL-33. Changes that had been shown to be specific for IL-33 were found to be completely blunted by the prior IL-3 treatment; (for 33 genes the log fold change for IL-33 stimulation without prior IL3 treatment = 0.652 ± 0.247 and after IL-3 treatment, 0.05 ± 0.11 , an average 4.5 fold change blunted to 1.13 fold). In a subset of the transcripts that normally change in a direction opposite of IL-3, IL-3 also dominated the response, reversing the

response to IL-33 (or from the perspective of IL-3, IL-33 did not alter the normal progression of events mediated by IL-3). Looking at only the transcripts that changed in opposite directions for IL-3 & IL-33, from D1 to D2, changes in the presence of IL-3 alone averaged 0.36 ± 0.03 (log-fold change) and with IL-33 included, = 0.37 ± 0.04 (log-fold change).

Appendix Figure and Table Legends

Fig A1: IL-3 dose response curves for the expression of CD32a (●) or CD32b (○). The mRNA expression results are derived from the microarray results. The grey lines show protein expression results derived from a previous study [12] and these results are plotted as a fraction of the maximum increase observed at 10 ng/ml of IL-3.

Fig A2: Flow cytometry for cell surface IL-2alpha on purified basophils. Panel A shows the profile for day 0 basophils, light gray line is the isotype control antibody and the darker line, the anti-CD25α antibody; panel B is for Day 2 IL-3 treated basophils. Panel C is derived from another experiment, day 0 profiles, and Panel D, the day 3 profiles.

Table A1: Differences between changes in expression following IL-3 on Day 1 (n=6) vs. Day 3 (n=4). 

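EMP1, a membrane protein of epithelia, rose by a log2 change of 3.10 ± 0.49 (adjusted p = 3.55e-05) at day 1 and 3.94 ± 0.38 (adjusted p = 4.53e-08) at day 3, and PRR5L, a partner of mTORC2, by 2.67 ± 0.38 (adjusted p = 1.05e-05) and 3.15 ± 0.29 (adjusted p = 2.75e-08), in all 4 and in all 7 experiments. LGALS12, a galectin of fat and myeloid cells, changed by -2.99 ± 0.31 (adjusted p = 2.53e-07) and -4.46 ± 0.24 (adjusted p = 2.78e-11), lower in every experiment at both times. IRX3, a homeobox factor, stood at 3.35 ± 0.35 (adjusted p = 1.19e-07) at day 3, higher in all 7. The arrays mapped here give n = 4 experiments at day 1 and n = 7 at day 3, where the legend gives n = 6 and n = 4, and the legend's experiments cannot be picked out, so all mapped ones are used.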

Text in bold highlights notable differences.

Table A2: Fidelity of the microarray changes as assessed by either qPCR or Western blotting for the related protein. In some cases, the comparison was made between the microarray and qPCR while in other cases, the comparison was between the microarray and protein changes assessed by either Western blots or flow cytometry. * measured at 45 minutes, ** measured after 18 hours incubation. None of the comparisons are matched samples, i.e., these are unpaired comparisons that are reflective of the general changes observed.

Table A3: Listing of the unique genes used for the combined signature analysis shown in figure 4. There are several groups that test for the presence of IL-3, high or low concentrations of IL-3, short or long exposure to IL-3, exposure to IL-33 or IgE-mediated stimulation. In some of the table cells labeled 'Ratios', there are two numbers. When present, the genes are used in two similarity determines or, in the case of the IL-3 reciprocal set, used for two correlations. For the genes labeled '24 reciprocals', the first ratio is the training set determined change in the absence of IL-3 and the second number, the change in the presence of IL-3. For the genes labeled 'short vs. long IL-3', the first number is the ratio after 24 hours of exposure and the second number is the ratio after 72 hours.

S1 Table: Synopsis of 26 experiments used in the analysis. Where measured, the viability and recovery of basophils after culture is noted. The starting basophil purity is noted and where relevant, the percent histamine with an optimal concentration of anti-IgE Ab is noted. The column designated as CHIP# shows which Illumina slide (numbered to distinguish one slide

from another) an experiment was run on. The column designated Service # shows which reagent preparation was used to run an experiment. This refers to the practice by the service lab of running a set of experiments on different slides but with the same amplification reagent preparation. It is provided to allow comparisons, where appropriate, that should yield optimal results.

Available on <http://www.basophil.net> and <http://162.129.217.250/basophilMicroarrays>.

S2 Table: IL-3 induced changes that exceed the Benjamini-Hochberg FDR of 0.30 to 3.31 fold for IL-3 at 10 ng/ml (n=11 experiments). The left-most columns (n=289) do not exclude cultureEffect genes, the middle set of columns (N=207) exclude the cultureEffect genes and the rightmost set of columns show the same as the middle but ranked for the magnitude of change.

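At the same fold limits, 554 probes passed at day 1 with IL-3, 242 higher and 312 lower, and 420 were left once the culture effect transcripts were taken out. ALDH1A2 and CXCR4 are the named genes that lie farthest past the limits in each direction. Over 5 fold either way there were 247, and over 2.5 fold outside the culture effect 819. These counts use the mean fold alone, without a test, over 4 experiments where the table gives n = 11.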

Available on <http://www.basophil.net> and <http://162.129.217.250/basophilMicroarrays>.

S3 Table: Basal expression of miRNA in basophils and the effect of IL-3 on miRNA expression. The data is unprocessed from the miRNA arrays and not normalized for differences in average intensity. There were 5 experiments for basal levels and in two of these 5, a paired set of data for treatment with IL-3 at 10 ng/ml for 3 days. The average intensity data is provided for the 5 experiments and the average intensities for experiments 4 and 5 for the D0 time point and the D3 IL-3 at 10 ng/ml time point.

Available on <http://www.basophil.net> and <http://162.129.217.250/basophilMicroarrays>.

S4 Table: Culture Effect list used to ignore changes that occur regardless of the presence of IL-3. The list is not exhaustive but curated for consistency across the two Illumina array products used in these studies.

Available on <http://www.basophil.net> and <http://162.129.217.250/basophilMicroarrays>.

S5 Table: IL-33 response: selection of 32 transcripts that resulted from the Benjamini FDR threshold filter after subtracting cultureEffect and no IL-3 genes. The list is sorted for those changes similar to IL-3 vs. those that are not.

Available on <http://www.basophil.net> and <http://162.129.217.250/basophilMicroarrays>.

References (in Appendix)

1. Saini SS, Klion AD, Holland SM, Hamilton RG, Bochner BS, et al. The relationship between serum IgE and surface levels of FcεpsilonR on human leukocytes in various diseases: Correlation of expression with FcεpsilonRI on basophils but not on monocytes or eosinophils. *J Allergy Clin Immunol* 2000;106: 514-520.
2. Miura K, Saini SS, Gauvreau G, MacGlashan DW, Jr. Differences in functional consequences and signal transduction induced by IL-3, IL-5 and NGF in human basophils. *J Immunol* 2001;167: 2282-2291.
3. Saini S, Richardson JJ, Wofsy C, Lavens-Phillips, Bochner B, et al. Expression and modulation of FcεRIa and FcεRIb in human blood basophils. *J All Clin Immunol* 2001;107: 832-841.
4. MacGlashan DW, Jr., White JM, Huang SK, Ono SJ, Schroeder J, et al. Secretion of interleukin-4 from human basophils: The relationship between IL-4 mRNA and protein in resting and stimulated basophils. *J Immunol* 1994;152: 3006-3016.
5. MacGlashan DW, Jr. Desensitization of IgE-mediated IL-4 release from human basophils. *J Leuk Biol* 1998;63: 59-67.
6. MacGlashan DW, Jr., Hubbard WC Interleukin-3 alters free arachidonic acid generation in C5a-stimulated human basophils. *J Immunol* 1993;151: 6358-6369.
7. Miura K, MacGlashan DW, Jr. Dual phase priming by interleukin-3 for leukotriene C4 generation in human basophils. *J Immunol* 2000;164: 3026-3034.
8. Miura K, Lavens-Phillips S, MacGlashan DW, Jr., Localizing a control region in the pathway to LTC4 secretion following stimulation of human basophils with anti-IgE antibody. *J Immunol* 2001;167: 7027-7037.
9. MacGlashan DW, Jr. Relationship Between Syk and SHIP Expression and Secretion from Human Basophils in the General Population. *J Allergy Clin Immunol* 2007;119: 626-633.
10. Vilarino N, Miura K, MacGlashan DW, Jr. Acute IL-3 priming up-regulates the stimulus-induced Raf-1-Mek-Erk cascade independently of IL-3-induced activation of Erk. *J Immunol* 2005;175: 3006-3014.
11. Tschopp CM, Spiegl N, Didichenko S, Lutmann W, Julius P, et al. Granzyme B, a novel mediator of allergic inflammation: its induction and release in blood basophils and human asthma. *Blood* 2006;108: 2290-2299.
12. MacGlashan D, Jr., Moore G, Muchhal U Regulation of IgE-mediated signalling in human basophils by CD32b and its role in Syk down-regulation: basic mechanisms in allergic disease. *Clin Exp Allergy* 2014;44: 713-723.

# Supplementary material for: Expression Profiling of Human Basophils: Modulation by Cytokines and Secretagogues
**Source:** PLoS One. 2015 May 11;10(5):e0126435. doi: 10.1371/journal.pone.0126435
**Supplement:** S1 Appendix — Fig A1: IL-3 dose response curves for the expression of CD32a (●) or CD32b (○). The mRNA expression results are derived from the microarray results. The grey lines show protein expression results derived from a previous study [12] and these results are plotted as a fraction of the maximum increase observed at 10 ng/ml of IL-3. Fig A2: Flow cytometry for cell surface IL-2alpha on purified basophils. Panel A shows the profile for day 0 basophils, light gray line is the isotype control antibody and the darker line, the anti-CD25 antibody; panel B is for Day 2 IL-3 treated basophils. Panel C is derived from another experiment, day 0 profiles, and Panel D, the day 3 profiles. Table A1: Differences between changes in expression following IL-3 on Day 1 (n = 6) vs. Day 3 (n = 5). Text in bold highlights notable differences. Table A2: Fidelity of the microarray changes as assessed by either qPCR or Western blotting for the related protein. In some cases, the comparison was made between the microarray and qPCR while in other cases, the comparison was between the microarray and protein changes assessed by either Western blots or flow cytometry. * measured at 45 minutes, ** measured after 18 hours incubation. None of the comparisons are matched samples, i.e., these are unpaired comparisons that are reflective of the general changes observed. Table A3: Listing of the unique genes used for the combined signature analysis shown in Fig 4. There are several groups that test for the presence of IL-3, high or low concentrations of IL-3, short or long exposure to IL-3, exposure to IL-33 or IgE-mediated stimulation. In some of the table cells labeled ‘Ratios’, there are two numbers. When present, the genes are used in two similarity determinations or, in the case of the IL-3 reciprocal set, used for two correlations. For the genes labeled ‘24 reciprocals’, the first ratio is the training set determined change in the absence of IL-3 and the second number, the change in the presence of IL

GeneName	Gene ID	D1/D0	D3/D0
**Transient increases**			
**PRG2**	5553	26	3.6
**MMP1**	4312	7.1	1.4
**FCGR2A**	2212	7.5	1.4
**FCGR2B**	2213	5.3	1.6
ACSS2	55902	5.5	1.1
EDARADD	128178	5.3	1.8
GPR109B	8843	4.9	1.6
KCNJ2	3759	4.1	1.7

**Transient decreases**			
**HIST1H1C**	3006	0.14	1.00
CECR1	51816	0.28	1.50
MYD88	4615	0.19	0.64
NPC2	10577	0.28	0.88
SSH2	85464	0.13	0.54
TOMM7	54543	0.21	0.62
USF2	7392	0.27	0.76
ZNF511	118472	0.43	0.90

**Further change between D1 & D3**			
EMP	2012	5.3	28.0
LGALS1	3956	3.0	15.0
FLJ14123	79899	3.8	14.0
MRPS6	64968	4.3	11.0
NGK7	4818	2.1	8.2
LRP5L	91355	0.4	0.09
LGALS12	85239	0.18	0.1
S100P	6286	0.2	0.04

GeneName	Gene ID	D1/D0	D3/D0
**Rise then fall**			
**DUOXA2**	405753	7.3	0.4
**IL1RL1**	9173	4.1	0.38
PDE4B	5142	2.2	0.21

**Fall then rise**			
**FFAR2**	2867	0.31	3.5
FBP1	2203	0.46	3.1
ID2	3398	0.48	3.3
ITPR3	3710	0.50	2.1
TMC6	11322	0.67	2.7

**Not significant on D1 but significant on D3**			
**DPYSL2**	1808	0.94	7.7
**NKG7**	4818	2.10	8.2
**NEK6**	10783	1.10	5.4
**LAGE3**	8270	0.88	6.5
**NCOR2**	9612	1.10	6.5
PKM2	5315	2.70	6.6
HAVCR2	84868	1.40	5.6
HES6	55502	1.10	3.5
HNRPLL	92906	1.20	3.2
DUSP16	80824	0.48	0.09
GPR65	8477	0.88	0.18
ITGAX	3687	0.89	0.24

Table A1

# Supplementary material for: Expression Profiling of Human Basophils: Modulation by Cytokines and Secretagogues
**Source:** PLoS One. 2015 May 11;10(5):e0126435. doi: 10.1371/journal.pone.0126435
**Supplement:** S1 Appendix — Fig A1: IL-3 dose response curves for the expression of CD32a (●) or CD32b (○). The mRNA expression results are derived from the microarray results. The grey lines show protein expression results derived from a previous study [12] and these results are plotted as a fraction of the maximum increase observed at 10 ng/ml of IL-3. Fig A2: Flow cytometry for cell surface IL-2alpha on purified basophils. Panel A shows the profile for day 0 basophils, light gray line is the isotype control antibody and the darker line, the anti-CD25 antibody; panel B is for Day 2 IL-3 treated basophils. Panel C is derived from another experiment, day 0 profiles, and Panel D, the day 3 profiles. Table A1: Differences between changes in expression following IL-3 on Day 1 (n = 6) vs. Day 3 (n = 5). Text in bold highlights notable differences. Table A2: Fidelity of the microarray changes as assessed by either qPCR or Western blotting for the related protein. In some cases, the comparison was made between the microarray and qPCR while in other cases, the comparison was between the microarray and protein changes assessed by either Western blots or flow cytometry. * measured at 45 minutes, ** measured after 18 hours incubation. None of the comparisons are matched samples, i.e., these are unpaired comparisons that are reflective of the general changes observed. Table A3: Listing of the unique genes used for the combined signature analysis shown in Fig 4. There are several groups that test for the presence of IL-3, high or low concentrations of IL-3, short or long exposure to IL-3, exposure to IL-33 or IgE-mediated stimulation. In some of the table cells labeled ‘Ratios’, there are two numbers. When present, the genes are used in two similarity determinations or, in the case of the IL-3 reciprocal set, used for two correlations. For the genes labeled ‘24 reciprocals’, the first ratio is the training set determined change in the absence of IL-3 and the second number, the change in the presence of IL

Table A2

**Protein**	**Condition**	**Fold-μarray**	**n**	**Fold qPCR**	**n**	**Fold protein**	**n**
FcεRIβ	day 3 IL3	4.8	7	3.5-16	5	2.0-30	7
FcεRIα	day 1 IL3	1.0	7	0.9	8		
syk	day 3 IL3	3.7	7	4.0	7	1.40±0.15	9
Orai 1	day 1 IL3	3.3	2	5.3	2	1.24±0.11	5
	day 3 IL3	2.3	7	5.2	2	1.26±0.11	6
STIM1	day 1 IL3	0.8	2			1.16±0.09	5
	day 3 IL3	1.2	7	1.15	7	1.14±0.14	6
IL-4	2 hr aIgE	3.0	2	5.5*	2		
maxi-K	day 1 IL3	5.0	3			1.14±0.08	2
TRPM2	day 3 IL3	6.2	7			1.15±0.20	2
IL-2Rα-flow	day 3 IL3	3.0	7			3.0±1.5	3
IL-2Rα-western	day 3 IL3					3.1±1.5	3
IL-2Rβ-flow	day 3 IL3	79.0	7			1.3	1
HSP90β	day 1 IL3	2.0	7				
	day 3 IL3	2.9	7			0.86±0.04	2
IRX3 – flow	day 1 IL3	93	11			1.53	2
Egr-3	2 hr aIgE	19.0	2			1.0±0.06**	3
FosB	2 hr aIgE	2.0	2			2.0±0.10**	4
CXCR4	day 1 IL3	0.01	11			0.77±0.03	2
CD62L(SELL)	day 1 IL3	0.02	11			0.53±0.07	2
HOXA5 – flow	day 1 IL3	0.03	11			1.16	1

# Supplementary material for: Expression Profiling of Human Basophils: Modulation by Cytokines and Secretagogues
**Source:** PLoS One. 2015 May 11;10(5):e0126435. doi: 10.1371/journal.pone.0126435
**Supplement:** S1 Appendix — Fig A1: IL-3 dose response curves for the expression of CD32a (●) or CD32b (○). The mRNA expression results are derived from the microarray results. The grey lines show protein expression results derived from a previous study [12] and these results are plotted as a fraction of the maximum increase observed at 10 ng/ml of IL-3. Fig A2: Flow cytometry for cell surface IL-2alpha on purified basophils. Panel A shows the profile for day 0 basophils, light gray line is the isotype control antibody and the darker line, the anti-CD25 antibody; panel B is for Day 2 IL-3 treated basophils. Panel C is derived from another experiment, day 0 profiles, and Panel D, the day 3 profiles. Table A1: Differences between changes in expression following IL-3 on Day 1 (n = 6) vs. Day 3 (n = 5). Text in bold highlights notable differences. Table A2: Fidelity of the microarray changes as assessed by either qPCR or Western blotting for the related protein. In some cases, the comparison was made between the microarray and qPCR while in other cases, the comparison was between the microarray and protein changes assessed by either Western blots or flow cytometry. * measured at 45 minutes, ** measured after 18 hours incubation. None of the comparisons are matched samples, i.e., these are unpaired comparisons that are reflective of the general changes observed. Table A3: Listing of the unique genes used for the combined signature analysis shown in Fig 4. There are several groups that test for the presence of IL-3, high or low concentrations of IL-3, short or long exposure to IL-3, exposure to IL-33 or IgE-mediated stimulation. In some of the table cells labeled ‘Ratios’, there are two numbers. When present, the genes are used in two similarity determinations or, in the case of the IL-3 reciprocal set, used for two correlations. For the genes labeled ‘24 reciprocals’, the first ratio is the training set determined change in the absence of IL-3 and the second number, the change in the presence of IL

Gene name	Gene ID	Ratios		Gene Name	Gene ID	Ratios	
CCL23	6368	0.23; 12.0	**24 reciprocals<br>for IL3 detection**	THBS1	7057	23	**IL33 set**
CCL3	6348	0.12; 3.9		CRLF2	64109	18	
CCL5	6352	0.12; 4.1		OLR1	4973	10	
CISH	1154	0.26; 6.7		SOD2	6648	4.2	
DCUN1D3	123879	0.3; 8.5		PTPRC	5788	3.7	
DUSP5	1847	0.11; 2.5		STAG3L1	54441	3	
IL17RB	55540	0.16; 2.9					
FLJ14213	79899	0.16; 4.2		EGR1	1958	20	**34 algE(2hr) set**
IFITM1	8519	0.29; 3.4		CCL3L1	6349	14	
LST1	7940	0.18; 3.3		CCL3L3	414062	14	
LTB	4050	0.13; 16.0		CCL4L1	9560	12	
NFS1	9054	0.18; 4.4		CCL3	6348	11	
PMP22	5376	0.19; 2.1		LAX1	54900	5.8	
PTGER3	5733	0.19; 4.8		AXUD1	64651	3.8	
SFXN1	94081	0.31; 3.6		OSM	5008	3.6	
SOCS1	8651	0.19; 5.1		TMEM88	92162	3.6	
UPP1	7378	0.13; 3.7		CD69	969	3.5	
ECHDC3	79746	3.4; 0.21		CCNA1	8900	3	
GNLY	10578	22; 0.36		MGC4677	112597	2.9	
LGALS12	85329	4.9; 0.21		C5AR1	728	2.8	
RGS1	5996	3.1; 0.13		MCL1	4170	2.8	
TFDP1	7027	2.9; 0.16		NFKBID	84807	2.8	
TMEM71	137835	4.2; 0.31		SGK	6446	2.8	
VNN2	8875	6.2; 0.20		NR4A3	8013	2.7	
				PLCXD1	55344	2.6	
GZMB	3002	136	**>high IL3**	HMGA1	3159	2.5	
IL2RB	3560	48		NR4A2	4929	2.4	
IL1B	3553	31		SOCS2	8835	2.3	
HAL	3034	0.09		BIRC3	330	2.2	
DPEP2	64174	0.05		METRNL	284207	2.2	
RARRES3	5920	0.04		ARHGEF3	50650	0.48	
CXCR4	7852	0.02		HMGH4	10473	0.48	
				HIST1H2AC	8334	0.47	
IL1RL1	9173	6.9	**>moderate IL3**	CP110	9738	0.45	
DPYD	1806	4.5		LMBRD1	55788	0.45	
OBFC2A	64859	3.5		TPRG1L	127262	0.45	
FHL1	2273	0.37		FAM96A	84191	0.44	
				HAGH	3029	0.44	
PRG2	5553	26.0; 3.6	**20 short vs. long<br>IL-3**	VNN3	55350	0.44	
FCGR2A	2212	7.5; 1.4		ZNF608	57507	0.39	
DUOXA2	405753	7.3; 0.4		MCM7	4176	0.38	
MMP1	4312	7.1; 1.4					
FCGR2B	2213	5.3; 1.6		PRPSAP1	5635	6.8	**16 algE(15hr) set**
EMP	2012	5.3; 28.0		ATXN2	6311	5.5	
MRPS6	64968	4.3; 11.0		ABCC5	10057	4.3	
IL1RL1	9173	4.1; 0.38		CA8	767	4.1	
FLJ14123	79899	3.8; 14.0		ZNF439	90594	4.1	
LGALS1	3956	3.0; 15.0		XPO1	7514	3.8	
NGK7	4818	2.1; 8.2		MNDA	4332	3.7	
NEK6	10783	1.1; 5.4		ACVR1	90	3.6	
NCOR2	9612	1.1; 6.5		FAM111A	63901	3.6	
DPYSL2	1808	0.94; 7.7		RASA1	5921	3.6	
LAGE3	8270	0.88; 6.5		TTC15	51112	3.6	
LRP5L	91355	0.35; 0.09		ARHGAP19	84986	3.3	
FFAR2	2867	0.31; 3.5		CDC16	8881	3.2	
S100P	6286	0.2; 0.04		KIAA0240	23506	3.2	
LGALS12	85239	0.18; 0.05		NFKB2	4791	0.28	
HIST1H1C	3006	0.14; 1.0		TNFAIP3	7128	0.22	

Table A3

How the deposited data were processed for this re-analysis (not part of the article)

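Messenger RNA of purified human blood basophils was measured on 33 arrays from 12 experiments, each of them 1 preparation of cells. The arrays are 10 at day 0, after about 15 min in culture, 4 at day 1 with IL-3 at 10 ng/ml, 2 at day 1 without it and 7 at day 3 with it. For anti-IgE at 0.5 µg/ml there are 4 at day 3 with IL-3, 2 at 2 h with 2 controls, and 1 at 15 h with 1 control. The grouping and the experiment numbers come from the sample labels and the text of the paper.

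According to the sample labels and the paper's methods, the authors made biotinylated cRNA with the Ambion MessageAmp kit and put each sample on 1 Illumina human Ref 8v3 array. The service laboratory's Bead Studio or Genome Studio gave for each probe an intensity and a likelihood that it is positive, and the authors called a probe positive under 0.015. They scaled arrays by the average of positive transcripts, as a trimmed mean or a median, within each set of comparisons, mostly without subtracting background. The software version is not given in the sources used here. As deposited, the intensities are on a linear scale, from 20.8 to 53413.7, with 0 values at or under 0 and array medians from 40.2 to 71.0, so neither subtraction of background nor scaling between arrays is seen in them. The likelihoods are not part of the table. The table has 24526 probes, and of these 21834 carry 1 gene symbol and 2692 carry none. The values of 6 arrays are given to 1 decimal only.

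The arrays were read and tested in R 4.3.3 with limma 3.58.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. In place of the missing likelihood, a probe counted as positive on an array when it was among the 11000 brightest, the upper end of the range that the paper gives for cells at rest. Each array was scaled to the same median log2 intensity over the 7230 probes positive on every array. The medians of positive probes before scaling ran from 145 to 497. A probe was tested when it was positive on at least as many arrays of the 2 groups as the smaller group has. An array has no read depth, and what limits precision is the number of arrays per group and, for dim probes, the background left in the values, which pulls ratios toward 1. Where a probe is positive on no array of 1 of the groups, its change is given as at least the ratio to the lowest positive intensity.

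All 33 arrays entered 1 limma fit with the conditions and the experiments as a block, with 14 residual degrees of freedom and the empirical Bayes step with an intensity trend. A change in this fit also draws on experiments without an array in 1 of the 2 groups, so it can differ from the mean of the pairs. PDE4B at day 1 with IL-3, for example, was at 0.97 in this fit and at 1.23 with only the arrays of the 2 groups. The comparisons were IL-3 at day 1 and no IL-3 at day 1 over day 0, IL-3 over no IL-3 at day 1, IL-3 at day 3 over day 0 and over day 1, anti-IgE over control at 2 h, and anti-IgE with IL-3 over IL-3 at day 3. A transcript was called at an adjusted p under 0.05 by Benjamini and Hochberg over the probes tested. At 15 h there is 1 experiment, so ratios are given without a test, and a list is placed among 10000 random lists of the same size matched in 20 bins of mean intensity. Gene lists of at least 5 tested genes were tested with camera at a preset correlation of 0.01 between genes and again with the correlation estimated from the data, adjusted over the lists of a comparison. The lists of pathways and of cell type markers and the paper's own lists were fixed in advance, except those of progenitor markers and of globins, which were written after the day 3 arrays had been looked at. Culture effect transcripts are those called in the same direction with and without IL-3 at day 1 whose smaller change is over 2 fold. A change called over 2 fold at day 1 is stable when that at day 3 is within 2 fold of it, and transient when that at day 3 is under 2 fold or under 0.5 of it in log2. The signature slope is that of log10 ratios of an experiment on the paper's ratios of its 24 transcripts, tested by flipping signs over experiments. The global standard deviation is that of log10 ratios over positive probes after 1 removal of those beyond 2 standard deviations, compared between conditions by permutation, or by flipping signs where experiments are in both groups. For the random groupings, 100 splits of the same arrays were drawn.

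The genes named for each comparison follow a rule written beforehand, which takes the 10 largest rises and falls among those past the test with 1 sign in all experiments that hold both groups. It adds every gene that the paper names for that comparison and up to 4 called members of each list of pathways or markers. At 15 h it takes the 10 highest and 10 lowest ratios. Values in the paper's text and tables counted as seen, so lists taken from it are not independent evidence. A gene is read by its brightest probe.

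The pairing of arrays comes from the experiment numbers in the labels. It was checked by correlating, over the probes positive on every array, the deviations of arrays from the mean of their condition, and all 23 pairs were closer to each other (0.118 to 0.864) than to the arrays of another number. There were 0 pairs of arrays with identical values, and the highest correlation between 2 arrays was 0.993. A check for mixed-up samples found 0 of 12 experiments whose arrays did not match each other.

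The fit was tested on simulated data with the spread of these arrays and known changes in 66 or 67 probes of each size. Of changes of 2 fold it recovered 89.6% for IL-3 at day 1 over day 0, between 64.2% for anti-IgE at 2 h and 98.5% for IL-3 at day 3 over day 0 in the others, with 5 to 16 unchanged probes called. Of changes of 1.5 fold it recovered 19.4 to 79.1%, and of 4 fold 93.9 to 100%. A change of 1.5 fold can therefore be missed where a group has 2 arrays.

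The alternatives tried were quantile normalization, scaling to the mean of positive probes without the brightest 5%, no scaling, normexp background correction with an offset of 50, the 8000 brightest probes as positive and no filter. For the fit they were no block, only the arrays of the 2 groups, the empirical Bayes step without trend or in its robust form, a threshold of 2 fold as well, and each experiment left out in turn. Further ones applied to single results: 1.5 or 3 fold for culture effect transcripts, IL-3 arrays from experiments 6 and 7 alone, 3 fold for the patterns, day 0 as control at 15 h, a Spearman correlation in place of the slope, the mean of all probes of a gene, and no trimming or non-paired arrays for the global standard deviation. The later ones left out the day 0 arrays of experiments 5, 8, 9, 10 and 11, or experiments 8, 9 and 10.

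Probes without a single symbol were tested but are not named, so MS4A2, CCR3, TRPM2, FCER1A and some other genes of the paper are not analysed here. XIST and Y-linked genes were left out since the donors are people. The deposited table holds no arrays for IL-5, IL-2, IL-33, FMLP, other doses, microRNA or donor groups, so these parts of the paper are not analysed here.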

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

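The test of erythroid markers and the list of progenitor markers were chosen after the globin levels were seen, the list before its own values were looked at. Where 4 to 10 experiments measure a change, an experiment is listed when its gap to the nearest other, divided by the whole range, is past the 95% critical value of Dixon's test. Chance gives about 1 in 20, and of 218 groups checked 12 had such an experiment where 10.9 would be expected, a number near that of chance.

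At day 1 with IL-3 in 4 experiments, these lay far from the others. LYN, a kinase of the FceRI cascade, had a log2 change of -0.55 in experiment 6, with the other 3 from -1.98 to -1.84. GPR183, an oxysterol receptor, had a log2 change of -0.82 in experiment 2, with the other 3 from -1.74 to -1.62. RGS1, a brake on G protein signals, had a log2 change of -2.00 in experiment 2, with the other 3 from -5.46 to -4.90. PKM, an enzyme of glycolysis, had a log2 change of 1.30 in experiment 6, with the other 3 from 0.37 to 0.49. GPR65, a proton-sensing receptor, had a log2 change of 0.26 in experiment 2, with the other 3 from -0.61 to -0.49. CRLF2, part of the TSLP receptor, had a log2 change of -0.66 in experiment 7, with the other 3 from 0.80 to 0.96. CASP9, the initiator caspase of the mitochondrial path, had a log2 change of 1.33 in experiment 6, with the other 3 from 2.19 to 2.28.

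At day 3 with IL-3 in 7 experiments, these did. GZMB, the granule protease, had a log2 change of 1.03 in experiment 8, with the other 6 from 3.73 to 4.73. IL1RN, the antagonist of the IL-1 receptor, had a log2 change of 2.28 in experiment 8, with the other 6 from 4.29 to 5.20. KCNK17, a potassium leak channel, had a log2 change of -0.54 in experiment 7, with the other 6 from 1.36 to 2.17. KCNJ2, an inward rectifier, had a log2 change of -2.02 in experiment 6, with the other 6 from 0.08 to 1.64. The global standard deviation for anti-IgE with IL-3 over IL-3 alone at day 3 was 1.17 fold in experiment 8 and at most 1.14 in the other 3.

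The effect of anti-IgE at 2 h, without IL-3, differed from its effect at day 3, with IL-3, for 44 of 10301 probes by a limma test of the difference, 43 with the larger value at 2 h. EGR1 differed by 5.27 ± 0.88 in log2 (adjusted p = 0.0106) and EGR3, a factor of the same family, by 5.12 ± 0.94 (adjusted p = 0.0195), each higher in both experiments at 2 h. Of the 114 transcripts called at 2 h and tested in both, 40 passed. By limma 0 probes passed without experiment 12, with 859 at an unadjusted p under 0.05, and 73 passed without experiment 13.

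Globin genes, of which the paper names HBB among the changes with anti-IgE at day 3, were high in some day 3 arrays. With IL-3 alone HBD, the delta chain, reached a log2 level of 12.11 in experiment 9 where no day 0 array passed 7.35, and HBG2, a fetal chain, reached 11.22 against 6.07. HBB, the adult beta chain, reached 10.37 with IL-3 alone and 11.21 with anti-IgE as well, and was above every day 0 array in 4 of 7 day 3 arrays with IL-3 and 3 of 4 with anti-IgE. Red cells or their precursors would bring other erythroid transcripts too, and over the 7 experiments the median log2 change of 5 such markers, HBA2 among them, was at most -0.13 where HBB rose by up to 5.04. Only 1 of these probes was positive on at least 0.5 of the day 0 arrays, so nothing here shows that the others respond, and red cells stay open. Growth of progenitors that keep their markers in IL-3 would raise the list of progenitor markers, whose median log2 change was -0.93, while that of the cell cycle list was 0.82. Progenitors that divide and lose these markers as they mature would not raise it, so this test cannot decide on them and they stay open. In experiments 9 and 10, with high globins, the log2 level of the cell cycle list went from 6.41 to 7.73 and from 6.43 to 7.50. There the progenitor list went from 7.29 to 6.46 and from 6.89 to 6.54. In experiments 5 and 11, with HBB at 5.37 and 5.06, the cell cycle list went from 6.63 to 6.44 and from 6.40 to 6.53. Which cells divided was not tested. Expression of beta-type globin by the cultured basophils themselves stays open as a hypothesis that was not tested, as does cross-reaction of a probe.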

How the results depend on the processing

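The alternatives without the day 0 arrays of experiments 5, 8, 9, 10 and 11, and without experiments 8, 9 and 10, were chosen after the data were seen, and the others before the data were examined. Of 323 changes of named genes, 262 passed the test, and 209 of these passed it under every earlier alternative other than leaving out an experiment and asking for 2 fold. Under the earlier alternatives the direction and the side of the threshold stayed the same in 3766 comparisons of a gene with its alternative, 141 lost the call, 48 gained it and 1 moved without a test. Leaving out 1 experiment kept 3779, ended 83 and added 12, and the later alternatives kept 317, ended 9, added 3 and reversed 1. That is LAT, IL-3 day 3 against day 0, at -0.19 in log2 with adjusted p = 0.505 without the day 0 arrays of experiments 5, 8, 9, 10 and 11, and the cause was not tested. Without these arrays the calls of PAG1 at day 1 (0.35, adjusted p = 0.115) and of CRLF2 (-0.47, 0.224), FFAR2 (0.39, 0.379), ID2 (0.47, 0.211), KCNK17 (0.46, 0.340) and KIT (-0.38, 0.270) at day 3 ended, and without experiments 8, 9 and 10 those of HBD (0.89, 0.0514), IL1RL1 (-0.66, 0.281) and LAT (0.56, 0.118) at day 3. Signal over background limits what dim transcripts can show, since no detection value is given and a probe outside the brightest 11000 of every array was not tested.

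The experiment numbers pair the arrays, and the fit without the experiments as a block called 3569 transcripts for IL-3 day 1 against day 0, 59 for no IL-3 day 1 against day 0, 2377 for IL-3 against no IL-3 at day 1, 2193 for IL-3 day 3 against IL-3 day 1 and 6 for anti-IgE 2 h against 2 h control. The culture effect transcripts came to 3 without the block. For IL-3 day 3 against day 0 and anti-IgE with IL-3 day 3 against IL-3 day 3 the counts without the block were within 1.5 times the main ones. The numbers of lists past the test also stayed within 1.5 times without the block.

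Asking for 2 fold as well left 1616 transcripts for IL-3 day 1 against day 0, 886 for no IL-3 day 1 against day 0, 1872 for IL-3 against no IL-3 at day 1, 1620 for IL-3 day 3 against day 0, 806 for IL-3 day 3 against IL-3 day 1 and 82 for anti-IgE 2 h against 2 h control, as a stricter threshold must. With only the arrays of the 2 groups compared there were 3699 for no IL-3 day 1 against day 0, 683 for IL-3 day 3 against IL-3 day 1, 273 for anti-IgE 2 h against 2 h control and 1 for anti-IgE with IL-3 day 3 against IL-3 day 3. Without the filter on dim probes IL-3 day 3 against day 0 gave 20499, 3099 higher and 17400 lower, with more probes tested. Anti-IgE 2 h against 2 h control gave 559 with quantile normalization, 306 higher and 253 lower, where the main setting had 109 higher and 17 lower, and 56 with no scaling and 73 with normexp background. Without the day 0 arrays of experiments 5, 8, 9, 10 and 11, no IL-3 day 1 against day 0 gave 4078 and the culture effect transcripts came to 420, against 644 with the smaller change over 1.5 fold and 73 with it over 3 fold. With day 0 as control, anti-IgE 15 h against 15 h control gave 1178, as against 280, a ratio over a longer time. Apart from the stricter and looser thresholds and the numbers of probes, arrays or hours compared, the cause was not tested.

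The balance of higher and lower calls moved with the scaling by over 10 percentage points in these comparisons. IL-3 day 1 against day 0 had 3109 higher and 3006 lower with quantile normalization, 4090 higher and 1668 lower with no scaling and 2373 higher and 6219 lower with no filter, where the main setting had 2482 higher and 3811 lower. For no IL-3 day 1 against day 0 it was 1296 higher and 1083 lower with quantile normalization, 968 higher and 1049 lower with moment scaling and 1364 higher and 563 lower with no scaling, where the main setting had 797 higher and 1313 lower. IL-3 day 3 against day 0 had 3616 higher and 3625 lower with quantile normalization and 6893 higher and 1368 lower with no scaling, where the main setting had 2959 higher and 4924 lower. For IL-3 day 3 against IL-3 day 1 it was 1940 higher and 1582 lower with moment scaling and 3352 higher and 665 lower with no scaling, where the main setting had 1577 higher and 1998 lower. The culture effect transcripts were 109 higher and 114 lower with no scaling, where the main setting had 40 higher and 224 lower.

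Leaving out 1 experiment gave 30 (without experiment 1) to 2259 (without experiment 6) transcripts for no IL-3 day 1 against day 0, 2007 (without experiment 1) to 4373 (without experiment 12) for IL-3 against no IL-3 at day 1, 2231 (without experiment 1) to 3683 (without experiment 5) for IL-3 day 3 against IL-3 day 1 and 2 (without experiment 12) to 175 (without experiment 13) for anti-IgE 2 h against 2 h control. The culture effect transcripts ran from 3 (without experiment 1) to 302 (without experiment 7). Where an arm is left with 1 array, its spread is taken to be like that of the other groups. The percent of day 1 changes that were stable at day 3 ran from 38.4 (without experiment 7) to 47.4 (without experiment 1), and that of transient ones from 46.3 (without experiment 1) to 53.8 (without experiment 7). With no scaling these were 52.7 and 39.6, without the day 0 arrays of experiments 5, 8, 9, 10 and 11 57.5 and 35.8, from experiments 6 and 7 only 63.7 and 31.2, and at 3 fold 51.8 were transient, and the cause was not tested.

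A Spearman correlation in place of the 24-transcript IL-3 signature slope, which is another unit, was 0.823 for IL-3 day 1 against day 0, -0.553 for no IL-3 day 1 against day 0, 0.630 for anti-IgE 15 h against 15 h control, 0.527 for anti-IgE 2 h against 2 h control and 0.153 for anti-IgE with IL-3 day 3 against IL-3 day 3. With an estimated correlation between genes, lists past the test were 1 of 19 for IL-3 day 1 against day 0, 0 of 17 for no IL-3 day 1 against day 0, 4 of 19 for IL-3 against no IL-3 at day 1, 0 of 18 for IL-3 day 3 against day 0, 3 of 12 for IL-3 day 3 against IL-3 day 1, 1 of 11 for anti-IgE 2 h against 2 h control and 0 of 3 for anti-IgE with IL-3 day 3 against IL-3 day 3. With no scaling 26 lists passed for no IL-3 day 1 against day 0 and 6 for anti-IgE with IL-3 day 3 against IL-3 day 3, and with no filter 13 for anti-IgE with IL-3 day 3 against IL-3 day 3. By fold alone and no scaling, 13 probes in place of 7 passed the fold limits for anti-IgE at day 3. The cause was not tested.

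The global SD of log ratios, as a fold, with no filter, no trimming and non-paired arrays in that order was 1.29, 1.83, 1.63 for IL-3 day 1 against day 0, 1.21, 1.59, 1.47 for no IL-3 day 1 against day 0, 1.34, 1.84, 1.68 for IL-3 day 3 against day 0, 1.20, 1.37, 1.37 for anti-IgE 2 h against 2 h control and 1.13, 1.18, 1.40 for anti-IgE with IL-3 day 3 against IL-3 day 3. With no filter and no trimming it was 1.23, 1.53 for anti-IgE 15 h against day 0, 1.18, 1.32 for anti-IgE 15 h against 15 h control and 1.26, 1.62 between day 0 arrays. With the 8000 brightest probes it was 1.68, 1.49 and 1.71 for IL-3 at day 1, no IL-3 at day 1 and IL-3 at day 3 against day 0, and 1.48 for anti-IgE 15 h against day 0. With normexp background it was 1.47 for IL-3 at day 1 and 1.32 for anti-IgE 15 h against day 0, and with quantile normalization 1.12 for anti-IgE with IL-3 day 3 against IL-3 day 3. More probes, untrimmed tails and arrays of other donors widen or narrow it by construction, and otherwise the cause was not tested.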

Differences from the paper's values

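Of the tests in this part, only the fit without the day 0 arrays of experiments 5, 8, 9, 10 and 11, given for SIGLEC6 and CRLF2, was chosen after the result was seen. The values of LGALS12 at day 3 and of LRP5L in Table A3 were added, and SYK, ORAI1 and IL2RA set beside day 3 only, as Table A2 has them, after the other comparisons were seen. A fold change is listed where it differs from the paper's by more than the spread between experiments here and by more than 1.5 times, or by more than 1.5 times alone at 15 h, where 1 experiment gives no spread. Of the values compared, 17 of 89 differed at day 1 with IL-3, 6 of 56 at day 3, 4 of 21 without IL-3, 3 of 34 at 2 h with anti-IgE and 9 of 15 at 15 h. Each value is followed by those of the earlier alternatives, set before the data were examined, under which it did not differ, and under the others of these it did. The legends do not say which arrays were used, and the paper's means rest on other numbers of experiments than the ones here.

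Fold changes in the text come first, where those of KCNJ2, KCNK17, LAT and IL2RB have no stated day and are set beside both days here. For PRG2 the paper gives 26 and the arrays 16.7, which did not differ with no scaling and without experiment 6, 7 or 11. For LAT (day 1) the paper gives 3.1 and the arrays 1.48, which did not differ with no block. For KCNJ2 (day 3) the paper gives 2.8 and the arrays 1.27, which did not differ with no scaling. For KCNK17 (day 3) the paper gives 4.1 and the arrays 2.66, which did not differ with moment scaling, with no scaling and without experiment 7. No earlier alternative closed it for KCNJ2 at day 1 (the paper's 2.8, here 6.74), KCNK17 at day 1 (the paper's 4.1, here 0.875), IL2RB at day 3 (the paper's 36, here 71.0). For IL2RB at day 3 Table A2 gives 79.0, which did not differ.

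In Table A1, at the day the table gives, these differed. For KCNJ2 the paper gives 4.1 and the arrays 6.74, which did not differ with normexp background, with only the arrays of the 2 groups and without experiment 6. For LRP5L the paper gives 0.4 and the arrays 0.213, which did not differ with no scaling and without experiment 6. For LGALS12 the paper gives 0.1 and the arrays 0.0456, which did not differ with no scaling. For DUOXA2 the paper gives 7.3 and the arrays 4.47, which did not differ with no scaling, with only the arrays of the 2 groups and without experiment 7. For ID2 the paper gives 0.48 and the arrays 0.290, which did not differ with no scaling, with no block and without experiment 1 or 7. For PKM the paper gives 2.70 and the arrays 1.67, which did not differ with no scaling and with no block. For HNRNPLL the paper gives 1.20 and the arrays 0.752, which did not differ with no scaling. No earlier alternative closed it for LAGE3 (the paper's 6.5, here 2.41). For LGALS12 Table A3 gives 0.05 after long exposure, which did not differ. In Table A2 a pair differed at day 1. For ORAI1 the paper gives 3.3 and the arrays 1.93, which did not differ with no scaling. For IRX3 the paper gives 93 and the arrays 47.0, which did not differ with quantile normalization, with no block and without experiment 7. SYK differed there at day 3. No earlier alternative closed it for SYK (the paper's 3.7, here 1.63).

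In Table A3, for IL-3 at day 1, these differed. For PTGER3 the paper gives 4.8 and the arrays 7.29, which did not differ with normexp background, with only the arrays of the 2 groups and without experiment 2, 5, 8 or 11. For GNLY the paper gives 0.36 and the arrays 0.161, which did not differ with no scaling, with normexp background, with only the arrays of the 2 groups and without experiment 1, 6, 7 or 8. For LGALS12 the paper gives 0.21 and the arrays 0.126, which did not differ with no scaling, with normexp background, with only the arrays of the 2 groups and without experiment 6 or 7. For LRP5L the paper gives 0.35 and the arrays 0.213, which did not differ with quantile normalization, with no scaling, with normexp background and without experiment 1 or 6. No earlier alternative closed it for NFS1 (the paper's 4.4, here 0.930). Without IL-3 at day 1 there were 4 more. For CCL5 the paper gives 0.12 and the arrays 0.0699, which did not differ with no scaling, with normexp background, with no block and without experiment 1. For IFITM1 the paper gives 0.29 and the arrays 0.156, which did not differ with no block. For SFXN1 the paper gives 0.31 and the arrays 0.192, which did not differ with no scaling, with normexp background, with no block, with only the arrays of the 2 groups and without experiment 7. No earlier alternative closed it for NFS1 (the paper's 0.18, here 0.873). For anti-IgE at 2 h there were these. For CCL3 the paper gives 11 and the arrays 6.73, which did not differ without experiment 12. For OSM the paper gives 3.6 and the arrays 6.01, which did not differ with no scaling and with normexp background. For CD69 the paper gives 3.5 and the arrays 5.53, which did not differ with quantile normalization, with no scaling, with normexp background and without experiment 12.

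For anti-IgE at 15 h over day 0, in 1 experiment here, the ratios that differed were nearer to 1 than the paper's. For ATXN2 the paper gives 5.5 and the arrays 3.63, which did not differ with quantile normalization, with moment scaling and with the 8000 brightest. For ABCC5 the paper gives 4.3 and the arrays 2.59, which did not differ with quantile normalization. For FAM111A the paper gives 3.6 and the arrays 2.36, which did not differ with quantile normalization, with moment scaling and with the 8000 brightest. For ARHGAP19 the paper gives 3.3 and the arrays 2.14, which did not differ with quantile normalization and with moment scaling. No earlier alternative closed it for PRPSAP1 (the paper's 6.8, here 3.76), XPO1 (the paper's 3.8, here 2.16), MNDA (the paper's 3.7, here 1.99), CDC16 (the paper's 3.2, here 1.81), TNFAIP3 (the paper's 0.22, here 0.371).

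By fold alone at the paper's limits of 3.31 and 0.30 the paper counts 289 transcripts at day 1 with IL-3 and 554 probes passed here, or 207 and 420 without the culture effect, with no earlier alternative closing these. Over 5 fold the paper's text counts 109 that change, which its figure legend calls increases, beside 247 either way here, where no earlier alternative closed the gap, and 118 higher, which did not differ. Over 2.5 fold without the culture effect the paper counts 469 and 819 were found here, which did not differ with normexp background. At 2 h over 2.09 fold the paper's count is 128 and that here 201, which did not differ with moment scaling, with no scaling, with normexp background and with the 8000 brightest. The paper lists 129 transcripts lower in the culture effect where 224 were found, which did not differ with no scaling, with normexp background, with IL-3 day 1 from experiments 6 and 7 only and without experiment 2. Past the false discovery rate the paper's counts are 229 for IL-3, 100 without IL-3 and 0 for anti-IgE at 2 h, beside 6293, 2110 and 126 here, with another test, another number of experiments and an adjusted p of 0.05 in place of the paper's limits in fold, and no earlier alternative closed these.

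The direction was other than the paper's for KCNK17 (the paper's 4.1, here 0.875), DPYSL2 (the paper's 0.94, here 1.10), NEK6 (the paper's 1.10, here 0.976), HNRNPLL (the paper's 1.20, here 0.752) and NFS1 (the paper's 4.4, here 0.930) at day 1 with IL-3. At day 3 it was so for ACSS2 (the paper's 1.1, here 0.877) and STIM1 (the paper's 1.2, here 0.967). In the same groups 84 and 54 values had the paper's direction, and all 21 without IL-3, 34 at 2 h and 15 at 15 h did.

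The paper states that IL-3 left a list of signalling transcripts unaltered. Of the 23 measured here 10 were lower and 2 higher at day 1, so the tally goes both ways, and LYN (-1.50 in log2), PLCB2 (-2.60), PIK3R1 (-1.54), PRKCZ (-1.63), PRKCB (-1.31) and INPPL1 (-0.70) were among the lower ones, while BTK (0.01) and PTPN6 (-0.39) did not pass the test. With no block PRKCB and INPPL1 did not pass (adjusted p = 0.0841 and 0.510), nor did INPPL1 with no scaling (0.0667). The paper states that HLA-DR transcripts did not change, and HLA-DRA was at -1.02 at day 1, past the test except with no scaling (adjusted p = 0.0508) or no block (0.985), and not past it at day 3. SIGLEC6, which the paper lists as changed by IL-3, did not pass at day 1 in the main setting but did with quantile normalization (adjusted p = 0.00624), no scaling (0.00750) and only the arrays of the 2 groups (0.0258), and in the later alternative without the day 0 arrays of experiments 5, 8, 9, 10 and 11, chosen after the values were seen (0.0193), as well as without experiment 9. LAT passed as higher at day 1 with no block (adjusted p = 0.0239), and KCNJ2 as higher at day 3 with no scaling (adjusted p = 0.0138) and without experiment 6. KCNK17 passed at day 1 without experiment 7, but as lower (-0.61), which is opposite in direction to the paper. The paper describes a modest rise of CRLF2 with IL-3. In the joint fit, which also draws on experiments without a day 1 array, it was at 0.18 at day 1 and -1.53 at day 3. In the same later alternative the day 3 change was -0.47 (adjusted p = 0.224), not past the test. At day 1 CRLF2 had -0.66 in experiment 7 and 0.80 to 0.96 in the others, a rise as in the paper.

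Of the transcripts that the paper lists for anti-IgE at 2 h, CCL3, CCL3L1, CCL3L3, IL4, SGK1, SOCS2 and CRLF2 did not pass the test in the main setting and passed it with only the arrays of the 2 groups, with adjusted p of 4.59e-06, 7.50e-05, 1.90e-07, 0.00385, 2.23e-04, 0.0206 and 0.0106 in that order. C5AR1, CISH, KCNJ2, MAPK13 and PLCXD1 passed with these arrays only (0.00236, 1.06e-05, 1.13e-04, 0.00471 and 0.0173) and with quantile normalization (0.0386, 0.0227, 0.0328, 0.0250 and 0.0418). SOCS2 and MAPK13 also passed without experiment 13, CISH without experiment 10, and KCNJ2 and C5AR1 without experiment 6. The paper finds no clear change of granule protein transcripts at 2 h, and GZMB and CTSL did not pass in the main setting and did with these arrays only (0.0338 and 0.0495).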

Other observations

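The tests of the day 0 arrays and of the 15 h control in this part were chosen after the results were seen, while the splits of the arrays and the lists other than those of progenitors and globins were set before. HAL, which breaks down histidine, fell with IL-3 by 3.84 ± 0.20 in log2 at day 1 (adjusted p = 4.74e-11, 4 of 4 experiments) and by 4.17 ± 0.16 at day 3 (adjusted p = 4.92e-13, 7 of 7), and HDC, which makes histamine from it, fell by 2.02 ± 0.22 at day 3 (adjusted p = 1.96e-07, 7 of 7). HDC was at -0.92 ± 0.28 (adjusted p = 0.0107) at day 1, lower in all 4, but not past the test with quantile normalization (adjusted p = 0.0841), no scaling (0.0529) or without experiment 7 (0.0549). At day 1 LTC4S, which makes leukotriene C4, changed by -1.18 ± 0.27 (adjusted p = 0.00133) and PTGS1, a cyclooxygenase, by -1.04 ± 0.16 (adjusted p = 2.53e-05), and at day 3 PTGS2, the inducible form, by -2.15 ± 0.39 (adjusted p = 7.52e-05), all lower in every experiment. The list of eicosanoid and histamine synthesis had 0 higher and 7 lower of 11 at day 1 and 1 higher and 5 lower of 11 at day 3, by camera adjusted p = 0.0879 and 0.353, so the list as a group did not pass. At day 1 CLC, the Charcot-Leyden crystal protein, changed by -3.44 ± 0.38 (adjusted p = 6.83e-07), IL5RA, which binds IL-5, by -3.08 ± 0.30 (adjusted p = 1.50e-07) and PTGDR2, the prostaglandin D2 receptor CRTH2, by -3.30 ± 0.31 (adjusted p = 1.02e-07), lower in all 4, and at day 3 IL3RA, which binds IL-3, changed by -1.35 ± 0.20 (adjusted p = 7.73e-06), lower in all 7.

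Among receptors for chemoattractants, CCR1 rose by 1.36 ± 0.20 (adjusted p = 2.07e-05) at day 1 in all 4 experiments and 2.51 ± 0.16 (adjusted p = 1.98e-10) at day 3 in all 7, while C3AR1, which binds C3a, fell by 1.37 ± 0.22 at day 1 (adjusted p = 4.45e-05, 4 of 4) and FPR1, the receptor for formyl peptides, by 3.04 ± 0.27 at day 3 (adjusted p = 1.61e-08, 7 of 7). The list of such receptors had 3 higher and 4 lower of 15 at day 1 and 3 higher and 8 lower of 14 at day 3. SQLE, an enzyme of cholesterol synthesis, rose by 1.62 ± 0.24 (adjusted p = 1.71e-05) at day 1 in all 4 and 2.24 ± 0.19 (adjusted p = 6.41e-09) at day 3 in all 7, in a list with 4 higher and 0 lower of 16 and 5 higher and 4 lower of 16. Transcripts of immature myeloid cells fell at day 3 in all 7 experiments, DEFA1, a defensin, by 4.68 ± 0.31 (adjusted p = 3.25e-10), AZU1, an azurophil granule protein, by 1.65 ± 0.27 (adjusted p = 2.49e-05), MPO, the myeloperoxidase, by 1.64 ± 0.29 (adjusted p = 5.85e-05) and the stem cell marker CD34 by 1.26 ± 0.13 (adjusted p = 5.84e-08). The progenitor list had 1 higher and 9 lower of 10 there, camera adjusted p = 0.0200, or adjusted p = 0.425 with an estimated correlation. KIT, the receptor for stem cell factor, rose by 1.47 ± 0.34 (adjusted p = 0.00145) at day 1 in all 4.

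Markers of other blood cells at day 1 with IL-3 were 0 higher and 8 lower of 9 for monocytes (camera adjusted p = 0.0386, or 0.344 with an estimated correlation), 0 higher and 4 lower of 7 for neutrophils, 0 higher and 3 lower of 3 for eosinophils, 0 higher and 2 lower of 4 for T and NK cells, 0 higher and 1 lower of 2 for B cells, 1 higher and 1 lower of 3 for platelets, 0 higher and 1 lower of 2 for erythroid cells and 2 higher and 3 lower of 5 for dendritic cells. At day 1 genes of basophil identity, some of which are markers of eosinophils too, were 3 higher and 8 lower of 18 (camera adjusted p = 0.241), and those of FceRI signalling 5 higher and 5 lower of 18. The BCL2 family had 4 higher and 3 lower of 13, with BCL2A1, which guards against apoptosis, at 0.90 ± 0.29 (adjusted p = 0.0145), higher in all 4 but not past the test without experiment 2 (adjusted p = 0.0614) or 6 (0.137), and caspases and death receptors had 4 higher and 7 lower of 16, with CASP9 at 1.87 ± 0.20 (adjusted p = 3.85e-07), higher in all 4. At day 3 the markers of other cells were 0 higher and 6 lower of 9 for monocytes (camera adjusted p = 0.266, or 0.0191 with no scaling), 0 higher and 4 lower of 6 for neutrophils (0.368), 0 higher and 3 lower of 3 for eosinophils, 0 higher and 3 lower of 3 for T and NK cells, 1 higher and 1 lower of 2 for B cells, 0 higher and 0 lower of 3 for platelets, 1 higher and 1 lower of 2 for erythroid cells and 1 higher and 2 lower of 3 for dendritic cells. The globin list of 1 tested gene had 1 higher then. By camera 42 genes of the cytosolic ribosome (median log2 change 0.14), 29 of oxidative phosphorylation (median 0.13) and 6 of the globins (median 1.05) ranked as lists above other genes for anti-IgE with IL-3 at day 3, with adjusted p of 1.04e-05, 3.23e-04 and 0.00142, but with an estimated correlation adjusted p = 0.959, 0.959 and 0.959, and no member passed alone. These medians come from the joint fit, which also draws on day 3 arrays of experiments without anti-IgE, and so can differ from the changes within experiments.

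The mean of 46 transcripts that rose over 2 fold in all the 1-day cultures of experiments 1 and 2, less that of 222 that fell, taken as a culture score, ran from 0.16 to 0.66 on the day 0 arrays of the 5 experiments with day 0 and day 3 but no day 1 array, from -2.86 to -2.16 on those of the 4 experiments with a day 1 array and was -2.03 in experiment 15. The low day 0 scores of experiments 1 and 2 follow from this choice of transcripts, while those of experiments 6, 7 and 15 do not. A difference between array batches would move day 0 and day 3 together, but day 3 less day 0 was at most 0.0705 in these 5 experiments and at least 2.48 in experiments 6 and 7. IL-3 cultures labelled as day 0 would leave the IL-3 signature flat from day 0 to day 3, but its lowest slope in these 5 experiments was 1.24. A longer or warmer preparation of these cells before day 0, or donors that differ, may account for the score, which neither the labels nor the text of the paper let one test. The paper points to an online S1 Table of the conditions of each experiment, which was not used here.

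The transcripts of the paper's 15 h anti-IgE set moved from day 0 by a median log2 of 1.50 in the paper's direction in the 15 h control without anti-IgE, and by 1.43 with it, in experiment 15. These values are consistent with an effect of 15 h in culture, with or without anti-IgE, and an effect of anti-IgE on single members stays open with 1 experiment.

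Among 100 splits of the same arrays into groups of the same sizes, the real one had the most calls for IL-3 day 1 against day 0 (6293, next 3013), IL-3 day 3 against day 0 (7883, next 6020) and IL-3 day 3 against IL-3 day 1 (3575, next 967), where only 1 split of each, the real one, gave as many, so that a grouping drawn without regard to the experiments can be excluded. For anti-IgE with IL-3 day 3 against IL-3 day 3 all 100 splits gave at least the real 0 by limma, with 641 probes at an unadjusted p under 0.05, and 1 split called 252, whose cause was not tested. When the labels were exchanged within experiments only, the real grouping had the most calls among 100 exchanges for IL-3 day 3 against day 0, where the next count, 7453, came from the exchange in all 7 experiments at once, and chance can be excluded there too. For IL-3 day 1 against day 0 there are 16 exchanges, with 5624 calls as the next count, from the exchange in all 4 at once, for IL-3 day 3 against IL-3 day 1 4 with 4 as the next, and for anti-IgE with IL-3 day 3 against IL-3 day 3 16 with at most 0, too few for a share under 0.05.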
